# A tudor domain protein, SIMR-1, promotes siRNA production at piRNA-targeted mRNAs in *C. elegans*

**DOI:** 10.7554/eLife.56731

**Published:** 2020-04-27

**Authors:** Kevin I Manage, Alicia K Rogers, Dylan C Wallis, Celja J Uebel, Dorian C Anderson, Dieu An H Nguyen, Katerina Arca, Kristen C Brown, Ricardo J Cordeiro Rodrigues, Bruno FM de Albuquerque, René F Ketting, Taiowa A Montgomery, Carolyn Marie Phillips

**Keywords:** piRNAs, siRNAs, germline, RNA silencing, germ granules, nuage, *C. elegans*

## Abstract

piRNAs play a critical role in the regulation of transposons and other germline genes. In *Caenorhabditis elegans*, regulation of piRNA target genes is mediated by the *mutator* complex, which synthesizes high levels of siRNAs through the activity of an RNA-dependent RNA polymerase. However, the steps between mRNA recognition by the piRNA pathway and siRNA amplification by the *mutator* complex are unknown. Here, we identify the Tudor domain protein, SIMR-1, as acting downstream of piRNA production and upstream of *mutator* complex-dependent siRNA biogenesis. Interestingly, SIMR-1 also localizes to distinct subcellular foci adjacent to P granules and *Mutator* foci, two phase-separated condensates that are the sites of piRNA-dependent mRNA recognition and *mutator* complex-dependent siRNA amplification, respectively. Thus, our data suggests a role for multiple perinuclear condensates in organizing the piRNA pathway and promoting mRNA regulation by the *mutator* complex.

## eLife digest

In the biological world, a process known as RNA interference helps cells to switch genes on and off and to defend themselves against harmful genetic material. This mechanism works by deactivating RNA sequences, the molecular templates cells can use to create proteins.

Overall, RNA interference relies on the cell creating small RNA molecules that can target and inhibit the harmful RNA sequences that need to be silenced. More precisely, in round worms such as *Caenorhabditis elegans*, RNA interference happens in two steps. First, primary small RNAs identify the target sequences, which are then combatted by newly synthetised, secondary small RNAs. A number of proteins are also involved in both steps of the process.

RNA interference is particularly important to preserve fertility, guarding sex cells against ‘rogue’ segments of genetic information that could be passed on to the next generation. In future sex cells, the proteins involved in RNA interference cluster together, forming a structure called a germ granule. Yet, little is known about the roles and identity of these proteins.

To fill this knowledge gap, Manage et al. focused on the second stage of the RNA interference pathway in the germ granules of *C. elegans*, examining the molecules that physically interact with a key protein. This work revealed a new protein called SIMR-1.

Looking into the role of SIMR-1 showed that the protein is required to amplify secondary small RNAs, but not to identify target sequences. However, it only promotes the creation of secondary small RNAs if a specific subtype of primary small RNAs have recognized the target RNAs for silencing.

Further experiments also showed that within the germ granule, SIMR-1 is present in a separate substructure different from any compartment previously identified. This suggests that each substep of the RNA interference process takes place at a different location in the granule.

In both *C. elegans* and humans, disruptions in the RNA interference pathway can lead to conditions such as cancer or infertility. Dissecting the roles of the proteins involved in this process in roundworms may help to better grasp how this process unfolds in mammals, and how it could be corrected in the case of disease.

## Introduction

In many eukaryotes, small RNAs, ranging from ~18–30 nucleotides in length, regulate cellular mRNAs through sequence complementarity. Argonaute proteins are key mediators of RNA silencing; by binding to small RNAs, which interact with fully or partially complementary mRNAs, the Argonaute proteins can promote transcription repression, translation inhibition, and RNA decay of targeted mRNAs (Hutvagner and Simard, 2008; Claycomb, 2014). Through this regulation of both endogenous and foreign RNAs, small RNAs play key roles in maintaining proper gene expression and silencing deleterious RNAs (Claycomb, 2014; Ketting, 2011).

A subclass of small RNAs, known as piRNAs, is critical for germ cell function, including silencing of transposons and other germline mRNAs (Ketting, 2011; Weick and Miska, 2014). piRNAs are bound by a subgroup of Argonaute proteins called Piwi proteins, of which *C. elegans* has a single functional homolog, PRG-1 (Batista et al., 2008; Das et al., 2008; Wang and Reinke, 2008). In many organisms, including mammals, flies, and zebrafish, piRNAs are amplified through the ping-pong mechanism (Brennecke et al., 2007; Aravin et al., 2007; Gunawardane et al., 2007; Houwing et al., 2007). This mechanism, however, is not found in nematodes. Rather, *C. elegans* employs a different mechanism to reinforce silencing at piRNA target loci. In *C. elegans*, a small RNA amplification pathway dependent on the *mutator* complex, which includes an RNA-dependent RNA polymerase, synthesizes secondary downstream siRNAs from piRNA-targeted mRNAs to trigger robust and heritable silencing (Das et al., 2008; Lee et al., 2012; Bagijn et al., 2012; Shirayama et al., 2012; Ashe et al., 2012). These siRNAs are approximately 22-nt long, often start with a 5’G, and are bound by the WAGO clade of Argonaute proteins, including WAGO-1, therefore, they are often referred to as WAGO-class 22G-siRNAs (Pak and Fire, 2007; Sijen et al., 2007; Yigit et al., 2006; Gu et al., 2009).

In addition to the Piwi proteins, a major player in the piRNA pathway is the Tudor domain protein family. Tudor domain proteins in many organisms, including both mouse and *Drosophila,* play critical roles in piRNA accumulation and mRNA target regulation through their interaction with PIWI proteins (Reuter et al., 2009; Chen et al., 2011; Nishida et al., 2009). The Tudor domain is a conserved structural motif originally identified in the *Drosophila* protein Tudor (Boswell and Mahowald, 1985; Ponting, 1997; Callebaut and Mornon, 1997). Tudor domains, which function as protein-protein interaction modules, recognize methylated arginines or lysines and thus can mediate protein interactions in a methylation-specific manner (Friesen et al., 2001; Chen et al., 2011). Most often, methylarginine-binding Tudor domain proteins are associated with RNA metabolism, while methyllysine-binding Tudor domain proteins are involved in chromatin biology (Chen et al., 2011). Interestingly, Tudor domain proteins affiliated with the piRNA pathway often interact with an additional conserved element flanking the Tudor domain core referred to as the extended Tudor domain, which is required for their ability to recognize peptides containing a methylated arginine modification (Chen et al., 2011; Liu et al., 2010a; Liu et al., 2010b). The extended Tudor domain preferentially recognizes symmetrically dimethylated arginine (sDMA) modifications over monomethylated arginines (MMA), asymmetrically dimethylated arginines (aDMA), or unmodified peptides; however, some extended Tudor domain proteins have lost the ability to bind the methylated arginine mark and recognize only unmodified peptides (Liu et al., 2010b; Zhang et al., 2017). These arginine methylation modifications are often found within the context of arginine-glycine (RG) and arginine-alanine (RA) repeats and are catalyzed by the activity of Protein Arginine Methyl Transferases (PRMTs) (Kirino et al., 2009; Vagin et al., 2009; Reuter et al., 2009; Webster et al., 2015; Liu et al., 2010a; Nishida et al., 2009).

Many components of the piRNA pathway, including some Piwi and Tudor domain proteins, are localized to membrane-less, cytoplasmic compartments at the periphery of germline nuclei. In *Drosophila,* the piRNA pathway components localize to a compartment referred to as nuage, and in *C. elegans,* these components localize to the P granule. Seminal work in *C. elegans* has shown that P granules assemble by intracellular phase separation (Brangwynne et al., 2009). More recently, both *Mutator* foci, the sites of secondary siRNA biogenesis by the *mutator* complex, and Z granules, which are required for RNAi inheritance, have been shown to be phase-separated biomolecular condensates which lie adjacent to one another and the P granule at the nuclear periphery (Uebel et al., 2018; Wan et al., 2018). This assembly of condensates can be referred to as PZM granules or as nuage. These discoveries have led to an intriguing model where the small RNA pathway is temporally and spatially organized into membrane-less organelles, with distinct steps of the silencing pathway occurring in neighboring condensates, while still allowing for trafficking of RNAs and perhaps some proteins between condensates.

Here we identify a protein required to coordinate RNA silencing between the piRNA pathway in P granules and siRNA amplification in *Mutator* foci. Specifically, through proteomic analysis of MUT-16, we identified an uncharacterized Tudor domain protein, SIMR-1 (**si**RNA-defective and **m**o**r**tal germline). Unlike *mut-16* mutants, *simr-1* mutants are not defective in exogenous RNAi, but do have a transgenerational sterility phenotype at elevated temperature. Interestingly, while SIMR-1 is not required for production of piRNAs or the expression of PRG-1, *simr-1* mutants fail to produce high levels of siRNAs from many piRNA-target loci. These data suggest that SIMR-1 may act at a step in between PRG-1 targeting and siRNA biogenesis by the *mutator* complex. Finally, we demonstrate that SIMR-1 localizes to perinuclear foci, adjacent to, but distinct from *Mutator* foci, P granules and Z granules, which we name SIMR foci. Therefore, this work identifies SIMR-1 as a factor that acts downstream of PRG-1 to mediate the production of secondary siRNAs by the *mutator* complex, and suggests a role for multiple perinuclear condensates to promote mRNA regulation by the piRNA pathway and *mutator* complex.

## Results

### Identification of MUT-16-associated proteins by functional proteomics

Many components of the *mutator* complex have been identified through forward and reverse genetic screens (Supplementary file 1; Ketting and Plasterk, 2000; Ketting et al., 1999; Tabara et al., 1999; Vastenhouw et al., 2003). More recently, three Zc3h12a ribonuclease-like proteins that interact with the *mutator* complex were identified through co-immunoprecipitation followed by mass spectrometry (IP-mass spec) (Tsai et al., 2015). We sought to take a similar approach and extend the list of *mutator* complex proteins and proteins that interact with the *mutator* complex. Because MUT-16 is a scaffolding protein required for assembly of the *mutator* complex (Phillips et al., 2012), we chose to use an endogenously tagged MUT-16::GFP::3xFLAG for immunoprecipitation. Following separate immunoprecipitations with GFP and FLAG antibodies and mass spectrometry analyses, we limited our candidate list to proteins that were present in both MUT-16-GFP and MUT-16-FLAG immunoprecipitations and absent in both wild-type immunoprecipitations. In total, we identified 17 candidate MUT-16 interactors, twelve of which comprise all known members of the *mutator* complex (Phillips et al., 2012; Uebel et al., 2018; Tsai et al., 2015) and five previously uncharacterized proteins (Figure 1A and Supplementary file 2). We additionally chose to further examine three proteins (RSD-2, WAGO-1, and MATH-33) that were present in the MUT-16-GFP immunoprecipitation, absent in the control GFP immunoprecipitation, and enriched at least four-fold in the MUT-16-FLAG immunoprecipitations relative to the control FLAG immunoprecipitation (Figure 1—figure supplement 1A and Supplementary file 2). RSD-2 is a small RNA factor required for exogenous RNAi introduced at low doses and not previously known to interact with the *mutator* complex (Sakaguchi et al., 2014; Han et al., 2008; Tijsterman et al., 2004; Zhang et al., 2012); WAGO-1 is an Argonaute protein that localizes to P granules but was found to interact with MUT-16 in a yeast two-hybrid screen (Supplementary file 1; Gu et al., 2009; Phillips et al., 2014); and MATH-33 is a ubiquitin C-terminal hydrolase that was previously identified in a proteomics screen of RDE-10-interacting proteins and RNAi screen for genes involved in co-suppression, a phenomenon where repetitive transgenes silence homologous endogenous genes (Zhang et al., 2012; Robert et al., 2005). Therefore, in total, our mass spectrometry screen identified eight proteins not previously known to be members of the *mutator* complex, five of which have no known link to any small RNA pathway.

**Figure 1.**
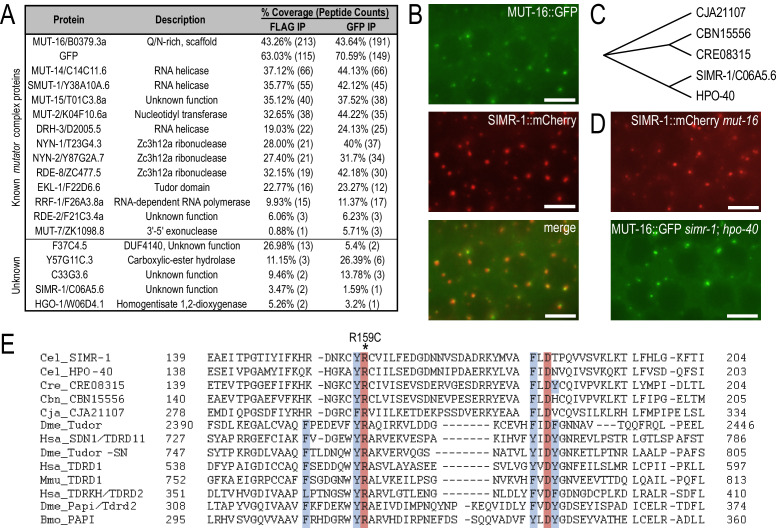
SIMR-1 is a perinuclear-localized Tudor domain protein. (**A**) Proteins identified by IP-mass spec of MUT-16::GFP::3xFLAG but not wild-type animals. The percent coverage and total number of peptides captured are indicated for each MUT-16-associated protein. See Supplementary file 2 for complete list of immunoprecipitated proteins. (**B**) Live imaging of SIMR-1::mCherry demonstrate that it is adjacent to or colocalizes with MUT-16::GFP foci. Scale bars, 5 μm. (**C**) Cladogram representing the relationship between SIMR-1 and related proteins CJA21107 (*C. japonica*), CBN15556 (*C. brenneri*), CRE08315 (*C. remanei*), and HPO-40 (*C. elegans*). The protein alignment was generated using Clustal Omega and cladogram was made in Evolview V3. (**D**) Live imaging of SIMR-1::mCherry in a *mut-16* mutant and MUT-16::GFP in a *simr-1; hpo-40* double mutant indicate that *mut-16* is not required for SIMR-1 foci formation, nor are *simr-1* and *hpo-40* required for *Mutator* foci formation. Scale bars, 5 μm. (**E**) Alignment of Tudor domain region generated by Clustal Omega of SIMR-1, HPO-40, their related nematode orthologs, and the eight most significant hits from HHpred server (see Methods). The four aromatic residues that constitute the aromatic cage are highlighted in blue and the absolutely conserved arginine and aspartate residues characteristic of extended Tudor domains are highlighted in red. The location of the *simr-1[R159C]* mutation is marked with an asterisk. Cel - *C. elegans*, Cre – *C. remanei*, Cbn – *C. brenneri*, Cja – *C. japonica*, Dme – *D. melanogaster*, Hsa – *H. sapiens*, Mmu – *M. musculus*, and Bmo – *B. mori*.

**Figure 1—figure supplement 1.**
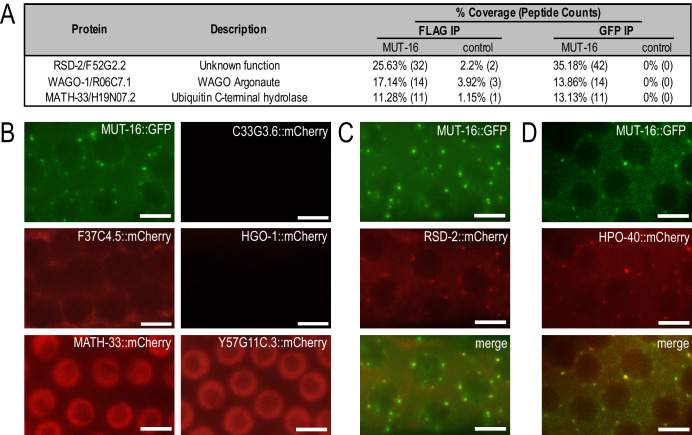
Identification and localization of MUT-16-associated proteins. (**A**) Proteins identified by IP-mass spec of MUT-16::GFP::3xFLAG that are enriched at least four-fold in MUT-16 immunoprecipitations relative to control immunoprecipitations. See Supplementary file 2 for complete list of immunoprecipitated proteins. The percent coverage and total number of peptides captured are indicated for each MUT-16-associated protein. (**B**) Live imaging of C33G3.6::mCherry, F37C4.5::mCherry, HGO-1::mCherry, MATH-33::mCherry, and Y57G11C.3::mCherry. MUT-16::GFP is shown for reference. (**C–D**) Live imaging of RSD-2::mCherry (**C**) and HPO-40::mCherry (**D**) demonstrates that both proteins are adjacent to or colocalize with MUT-16::GFP foci. Scale bars, 5 μm.

### Localization of MUT-16-associated proteins

To determine whether any of the candidate MUT-16-associated proteins have localization patterns similar to MUT-16, we tagged each protein at its endogenous locus with a C-terminal mCherry and 2xHA tag using CRISPR. Two of the uncharacterized proteins, MATH-33 and Y57G11C.3 localize to the nucleus of germ cells and three more, F37C4.5, HGO-1, and C33G3.6, showed no obvious fluorescence in the cytoplasm or nucleus of germ cells above background levels (Figure 1—figure supplement 1B). In contrast, C06A5.6, which we subsequently named SIMR-1, formed distinct perinuclear foci in germ cells, either adjacent to or colocalizing with *Mutator* foci (Figure 1B). Similarly, RSD-2 also localized to similar perinuclear foci, in contrast to previous reports that it localizes to germ cell nuclei or the nucleolus (Figure 1—figure supplement 1C; Sakaguchi et al., 2014; Han et al., 2008).

Because we could not initially identify any conserved domains in SIMR-1 that would help to predict its function, we first investigated whether there are similar proteins in *C. elegans* or other related nematode species. Using BLAST, we identified a single paralog in *C. elegans*, HPO-40, and a single ortholog of both SIMR-1 and HPO-40 in *C. brenneri*, *C. remanei*, and *C. japonica*. SIMR-1 and HPO-40 are more closely related to one another than to *C. brenneri*, *C. remanei*, or *C. japonica* paralogs, suggesting that they may be a recent duplication (Figure 1C). We proceeded to tag HPO-40 with a C-terminal mCherry and 2xHA tag using CRISPR, and like SIMR-1, HPO-40 formed perinuclear foci in germ cells, either adjacent to or colocalizing with *Mutator* foci (Figure 1—figure supplement 1D).

MUT-16 is required for the localization of all known *mutator* complex proteins to *Mutator* foci (Phillips et al., 2012; Uebel et al., 2018). To determine if MUT-16 is required for SIMR-1 localization, we crossed a *mut-16* null allele into the SIMR-1::mCherry strain. Interestingly, SIMR-1 foci were still present in the *mut-16* mutant (Figure 1D). To address the reciprocal question, whether SIMR-1 or it’s paralog HPO-40 is required for MUT-16 localization, we generated deletion alleles of both *simr-1* and *hpo-40* using CRISPR. MUT-16 foci were unperturbed in the *simr-1; hpo-40* double mutant (Figure 1D). These data indicate that while SIMR-1 forms germline foci near *Mutator* foci, it neither requires *Mutator* foci for its localization, nor is the localization of *Mutator* foci dependent on SIMR-1 or HPO-40, suggesting it may form separate and distinct germline foci.

### SIMR-1 contains an extended tudor domain

Interestingly, while a search of the Conserved Domain Database for either SIMR-1 or HPO-40 does not identify any conserved domains, a similar search with *C. remanei* CRE08315 weakly identifies a Tudor domain near the N-terminus (E-value 1.58e-03) (Marchler-Bauer et al., 2011). We next searched SIMR-1 and related protein sequences using the HHpred server, which is more sensitive than BLAST in finding remote homologs (Söding et al., 2005). HHpred identified homology to multiple Tudor domain-containing proteins, specifically those containing extended Tudor domains, including *D. melanogaster* Tudor, Papi and Tudor-SN, *M. musculus* TDRD1, *H. sapiens* TDRD1, TDRKH, and TDRD11, and *B. mori* Papi (Figure 1E). Many of these hits are Tudor domain proteins with known roles in the piRNA pathway, (Liu et al., 2010a; Mathioudakis et al., 2012; Friberg et al., 2009; Ren et al., 2014; Zhang et al., 2017; Zhang et al., 2018b). Like canonical Tudor domains, the extended Tudor domain has four conserved aromatic residues that form an ‘aromatic cage’ which mediates interaction with the methylated arginine (Liu et al., 2010a; Liu et al., 2010b). SIMR-1 is missing two of these four aromatic residues, making it unclear whether it is functional to recognize a methylated substrate (Figure 1E). It does, however, contain the absolutely conserved arginine and aspartic acid residues, which play a structural role in the extended Tudor domain (Liu et al., 2010a). Thus, SIMR-1 is an extended Tudor domain protein with homology to several Piwi-binding proteins. However, further experiments will be needed to determine whether it is functionally able to recognize methylated substrates.

### RNA-silencing phenotypes of MUT-16-associated proteins

If any of the previously uncharacterized proteins identified in the MUT-16 IP-mass spectrometry experiment play a role in RNA silencing, we would expect them to have phenotypes associated with siRNA-mediated gene silencing. We obtained deletion alleles in F37C4.5, *hgo-1*, and *math-33* from the *Caenorhabditis* Genetics Center (CGC) and the National Bioresource Project of Japan, and generated new deletion alleles in *simr-1*, C33G3.6, and Y57G11C.3 by CRISPR. Strains containing mutations in *mut-16*, other known *mutator* complex proteins such as *rde-8* or *nyn-1; nyn-2*, or the RNAi-related protein, *rsd-2*, are defective in both somatic and germline exogenous RNAi (Figure 2A; Zhang et al., 2012; Tsai et al., 2015; Sakaguchi et al., 2014; Han et al., 2008; Tijsterman et al., 2004). To determine whether any of the MUT-16-associated proteins play a role in exogenous RNAi, we tested the deletion alleles on both somatic and germline RNAi. All deletions, including *simr-1*, elicited RNAi phenotypes similar to wild-type animals indicating that these genes are not required for exogenous RNAi (Figure 2A). We hypothesized that *simr-1* could be redundant with its paralog, *hpo-40*, so we additionally tested *hpo-40* single mutants and *simr-1; hpo-40* double mutants. Both the single and double mutants elicited RNAi phenotypes similar to wild-type animals indicating that neither *hpo-40* alone nor the two proteins acting together are required for exogenous RNAi (Figure 2B).

**Figure 2.**
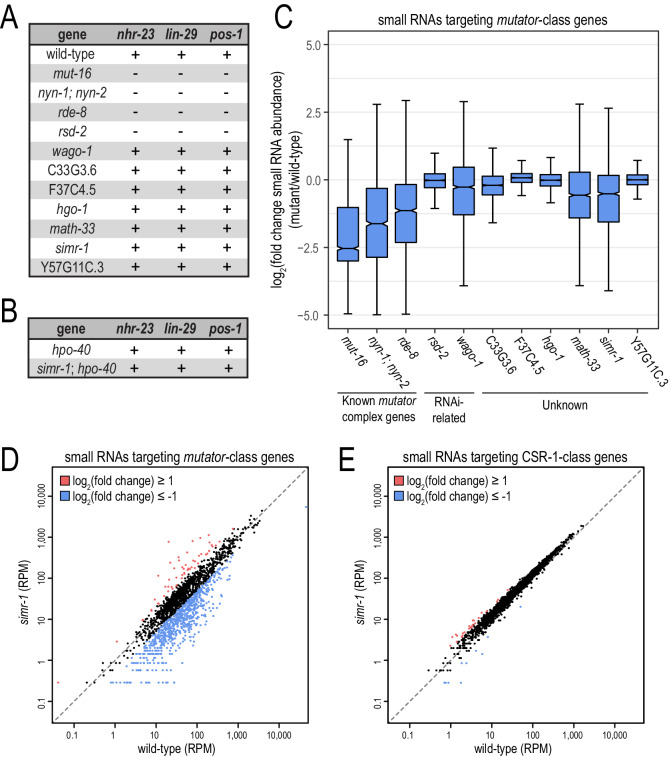
Small RNA-related phenotypes associated with deletions in MUT-16-associated proteins. (**A**) Animals carrying deletions for each previously-uncharacterized gene identified in the MUT-16 IP-mass spec experiment were assayed for their ability to respond to somatic (*nhr-23* or *lin-29*) or germline (*pos-1*) RNAi. “+” indicates wild-type response and “-” indicates RNAi-defective response. (**B**) Worms carrying deletions for *hpo-40* single mutants or *simr-1; hpo-40* double mutants were assayed for their ability to respond to somatic (*nhr-23* or *lin-29*) or germline (*pos-1*) RNAi as described in (**A**). (**C**) Box plot displaying total small RNA levels targeting *mutator*-target genes in the indicated mutant strains relative to wild-type animals. (**D,E**) Scatter plots display small RNA reads per million total reads mapping to *mutator*-target genes (**D**) and CSR-1-class genes (**E**) in wild-type and *simr-1* mutants. Genes for which log_2_(fold change small RNA abundance)≥1 are colored dark red and genes for which log_2_(fold change small RNA abundance)≤−1 are colored light blue.

**Figure 2—figure supplement 1.**
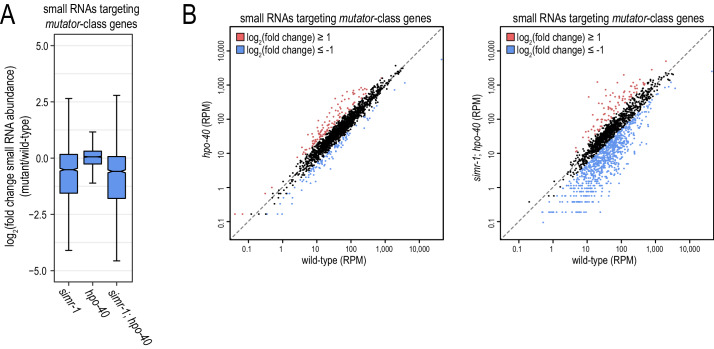
*Mutator*-class small RNAs are reduced in *simr-1* but not *hpo-40* mutants. (**A**) Box plot displaying total small RNAs levels targeting *mutator*-target genes in the indicated mutant strains relative to wild-type animals. (**B**) Scatter plots display small RNA reads per million total reads mapping to *mutator*-target genes in wild-type and *hpo-40* single mutants (left) or *simr-1; hpo-40* double mutants (right). Genes for which log_2_(fold change small RNA abundance)≥1 are colored dark red and genes for which log_2_(fold change small RNA abundance)≤−1 are colored light blue.

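Small RNA libraries were analysed from 1 day adult animals grown at 20°C, 1 library for each of 14 strains: wild-type, *mut-16*, *rde-8*, *nyn-1; nyn-2*, *rsd-2*, *wago-1*, *math-33*, *simr-1*, *hpo-40*, the *simr-1; hpo-40* double mutant and mutants of C33G3.6, F37C4.5, *hgo-1* and Y57G11C.3. Small RNAs mapping to the mutated gene were examined first in each library. At *simr-1* (WBGene00015504, chromosome I of genome release WS258, 5981778 to 5985869, minus strand) they were at 244 reads per 1000000 mapped reads (RPM) in wild-type, 18.8 RPM in the *simr-1* mutant and 16.3 RPM in the double mutant. At *hpo-40* (chromosome V, 10212929 to 10216305, plus strand) they were at 131 RPM in wild-type, 33.7 RPM in the *hpo-40* mutant and 5.07 RPM in the double mutant. The level was also lower in the matching mutant than in wild-type at *mut-16* (86.5 against 125 RPM), *nyn-1* (3.58 against 105 RPM), *wago-1* (97.9 against 212 RPM), *math-33* (12.5 against 103 RPM) and *rsd-2* (46.6 against 61.0 RPM). The same held for C33G3.6 (0.191 against 2.66 RPM), F37C4.5 (1.38 against 12.1 RPM) and *hgo-1* (1.07 against 4.92 RPM). In the libraries labelled *rde-8*, *nyn-1; nyn-2* and Y57G11C.3, small RNAs mapping to *rde-8* (35.6 against 20.1 RPM), *nyn-2* (70.7 against 38.5 RPM) and Y57G11C.3 (78.0 against 66.5 RPM) were not lower than in wild-type, so these genes do not check those labels. The small differences at *mut-16* and *rsd-2* rest on 1 library each, so they are at most weak checks of those labels. The authors clipped adapters and filtered reads by quality with the FASTX-Toolkit, mapped them to the WS258 genome with Bowtie2, which reports 1 alignment per read, and assigned them to genes with featureCounts. The paper states that miRNAs and piRNAs were excluded from the annotation, and the tables hold 0 piRNA genes and 1 gene that the reference lists as a miRNA. The counting does not use strand. With the stated options a read goes to the gene that it overlaps most and is divided only between genes with equal overlap. Where genes overlap on both strands their small RNAs are therefore not separated, and reads from near-identical gene copies are placed on 1 of the copies. Between 2392511 reads (*simr-1*) and 50329478 reads (wild-type) per library were counted on genes, with a median of 3460785. Each count was divided by the number of reads that mapped to the genome, which Supplementary file 9 lists as 3519773 to 73337117 per library. MUT-16-dependent genes were defined from these libraries as genes with at least 10 RPM in wild-type and at most 50% of that level in *mut-16*, which gave 1905 of the 6689 genes with at least 10 RPM in wild-type, and the list of *mutator*-target genes from earlier studies was not used here. For every gene the ratio of mutant to wild-type RPM was taken on the log2 scale after 0.5 RPM was added to each value. With 1 library per strain no difference between strains has a replicate check. The median over the MUT-16-dependent genes was instead placed among the medians of 10000 random lists of as many genes, drawn from the 6689 genes and matched on expression in 20 bins, which describes these libraries and not the genotypes.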

To assess the levels of endogenous siRNAs in each deletion mutant, we isolated RNA from synchronous 1 day adult animals and generated small RNA sequencing libraries. Because these proteins were identified by MUT-16 IP-mass spec, we focused on a group of approximately 2000 genes that are known targets of the *mutator* pathway (Lee et al., 2012; Gu et al., 2009; Phillips et al., 2014; Zhang et al., 2011; Tsai et al., 2015). We observed a substantial reduction in total small RNAs mapping to these *mutator*-target genes when known components of the *mutator* complex or RNA silencing pathway, such as *mut-16*, *wago-1*, *rde-8*, or *nyn-1; nyn-2* are disrupted (Figure 2C). 

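In the *mut-16* library the median log2 ratio to wild-type over the MUT-16-dependent genes was −2.69, a value that the definition of the list fixes in advance. In the library labelled *nyn-1; nyn-2* the median was −2.07 (95% interval over genes −2.17 to −1.99), and 1434 of the genes (75.3%) were at least 2-fold lower than in wild-type. In the library labelled *rde-8* it was −1.63 (−1.72 to −1.54), with 1249 genes (65.6%) at least 2-fold lower. In the *wago-1* library it was −0.77 (−0.85 to −0.72), with 815 genes (42.8%) at least 2-fold lower. These intervals cover the spread between genes and not the variation between animals. The medians of the matched random lists ran from 0.24 to 0.39 for *nyn-1; nyn-2*, from 0.22 to 0.33 for *rde-8* and from 0.41 to 0.47 for *wago-1*. Each median lay below all of its random lists, but the list was chosen with the same wild-type library, whose noise lowers every median. With the list defined against the replicated wild-type libraries of 20°C they were −1.92, −1.41 and −0.55. Among the other ways of scaling and of defining the genes, TMM-normalized counts moved these medians most, to −2.44, −1.94 and −1.29 in the same order.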

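The median log2 ratio to wild-type over the MUT-16-dependent genes was −0.82 in the *simr-1* library (95% interval over genes −0.90 to −0.75). Of these genes, 842 (44.2%) were at least 2-fold lower than in wild-type and 56 at least 2-fold higher. All matched random lists had medians between 0.20 and 0.27 in this library. In the *math-33* library, which Supplementary file 9 lists as asynchronous adults and the sample descriptions as 1 day adults, the median was −0.37 (−0.43 to −0.30), with 619 genes (32.5%) at least 2-fold lower and 257 at least 2-fold higher. The matched random lists of the *math-33* library were lower, between −0.98 and −0.86, and the median over all 6689 genes was −0.94, so the MUT-16-dependent genes fell less in *math-33* than other genes of similar expression. Smaller medians were found in *rsd-2* (−0.09, random lists 0.12 to 0.16), *hgo-1* (−0.09, random lists 0.00 to 0.04) and the library labelled Y57G11C.3 (−0.05, random lists 0.06 to 0.10). With TMM-normalized counts these were −0.24, −0.18 and −0.13, scaled to the reads counted on genes −0.05, 0.00 and −0.03, and with the list defined against the replicated wild-type libraries of 20°C −0.04, −0.02 and −0.02. The list is chosen with the same wild-type library that each strain is compared with, so noise of that library alone lowers every median, and these small values cannot be told apart from it. The medians of F37C4.5 (0.06, random lists 0.03 to 0.05) and C33G3.6 (−0.23, random lists −0.42 to −0.33) were above all of their random lists, and that of C33G3.6 was 0.12 when scaled to the reads counted on genes.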

We also observed a reduction in small RNAs mapping to the *mutator*-target genes, albeit more modest, in *math-33* and *simr-1* mutants (Figure 2C–D). However, due to asynchrony and slow growth of the *math-33* mutant animals that could confound the data analysis, we chose not to further analyze the libraries made from this strain at this time. In contrast to the *mutator*-target genes, we observed no change in total small RNAs mapping to CSR-1-target genes in the *simr-1* mutant (Figure 2E). To test for redundancy between *simr-1* and its paralog, *hpo-40,* in the endogenous siRNA pathway, we additionally examined levels of small RNAs mapping to *mutator*-target genes in *hpo-40* single mutants and *simr-1; hpo-40* double mutants. We observed no significant reduction in *mutator*-dependent small RNAs in the *hpo-40* single mutant, and the reduction in *mutator*-dependent small RNAs in the *simr-1; hpo-40* double mutant resembled that of the *simr-1* single mutant (Figure 2—figure supplement 1A–B). Therefore, we concluded that SIMR-1 alone is required for siRNA production at some *mutator*-target genes.

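The median log2 ratio to wild-type over the MUT-16-dependent genes was −0.01 in the *hpo-40* library (95% interval over genes −0.03 to 0.02) and became 0.02 when scaled to the reads counted on genes and −0.05 with TMM-normalized counts. In this library 133 genes (7.0%) were at least 2-fold lower and 96 (5.0%) at least 2-fold higher, and the median lay slightly below those of all random lists (0.03 to 0.06). In the *simr-1; hpo-40* library the median was −0.97 (−1.05 to −0.87), and 936 genes (49.1%) were at least 2-fold lower. That interval overlaps the one of the *simr-1* single mutant. The order of the *simr-1; hpo-40* and *simr-1* libraries depended on the scaling, since with TMM-normalized counts the median was −0.94 in the double mutant and −1.05 in the single mutant. From the absence of a reduction in *hpo-40* and the resemblance of the double mutant to *simr-1* (Figure 2—figure supplement 1A–B), the paper concludes that SIMR-1 alone is required for siRNA production at some of these genes.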

### *simr-1* mutants have a mortal germline at elevated temperature

Mutations in the *mutator* pathway are temperature-sensitive sterile, while mutations in other related small RNA pathways have a variety of fertility defects (Ketting et al., 1999; Zhang et al., 2011). For example, mutations in the *C. elegans* ortholog of Piwi, *prg-1*, which associates with piRNAs, display a progressive sterility that accumulates over many generations (also referred to as a Mortal Germline or Mrt phenotype), and mutations in nuclear RNAi pathway genes *nrde-1*, *nrde-2*, *nrde-4,* and *hrde-1* or in the *rsd-2* and *rsd-6* genes elicit a similar Mrt phenotype, but only at elevated temperature (Simon et al., 2014; Sakaguchi et al., 2014; Buckley et al., 2012). In order to determine if *simr-1* mutants have fertility defects or the Mrt phenotype observed in many other small RNA silencing pathway mutants, we quantified their brood size at 20**°**C, and after every generation at 25**°**C for 11 generations. *mut-16* mutants were included as a control and, as expected, fertility was reduced by 95.3% in the first generation at 25**°**C, with the few fertile animals producing only sterile progeny by the second generation at 25**°**C (Figure 3A). In contrast, wild-type animals displayed a 40.3% reduction in brood size and *simr-1* mutants displayed a 59.0% reduction in brood size after a single generation at 25**°**C compared to 20**°**C (Figure 3A). However, unlike wild-type animals which remained fertile after more than 11 generations at 25**°**C, *simr-1* mutants became progressively sterile over the next 10 generations at 25**°**C until reaching complete sterility at generation 11 (Figure 3A). We additionally tested the fertility of the *hpo-40* single mutant, which was indistinguishable from wild-type, and the *simr-1; hpo-40* double mutant which became sterile after approximately 11 generations, similar to the *simr-1* single mutant (Figure 3—figure supplement 1). These data indicate that loss of *simr-1* at elevated temperature triggers a molecular defect that is cumulative and ultimately results in loss of fertility.

**Figure 3.**
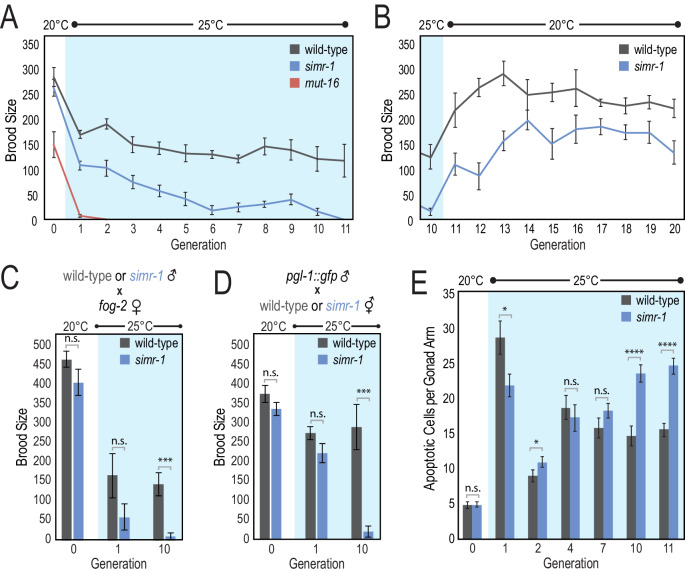
*simr-1* mutants have a transgenerational fertility defect at elevated temperature. (**A**) Brood size was scored for a single generation at 20**°**C, followed by 11 generations at 25**°**C, demonstrating that *simr-1* mutants become progressively sterile at 25**°**C. 10 broods were scored for each genotype at each generation. (**B**) Brood sizes for *simr-1* mutant and wild-type animals were scored for 10 generations after returning to 20**°**C, following 10 generations at 25**°**C, demonstrating restoration of fertility at permissive temperature. 10 broods were scored for each genotype at each generation. (**C**) Wild-type and *simr-1* mutant males were raised either at 20**°**C, a single generation at 25**°**C, or following 10 generations of growth at 25**°**C, and then mated to *fog-2* females raised at 20**°**C. Brood sizes were scored for 10 *fog-2* females, each mated to four males of the indicated genotypes, and demonstrating that *simr-1* male fertility is compromised at 25**°**C. (**D**) Wild-type and *simr-1* mutant hermaphrodites were raised either at 20**°**C, a single generation at 25**°**C, or following 10 generations of growth at 25**°**C, and then mated to four *pgl-1::gfp* males raised at 20**°**C. Brood sizes were scored for each of 10 wild-type or *simr-1* mutant hermaphrodites, mated to four *pgl-1::gfp* males. Only plates with GFP positive progeny were scored. These data indicate that oogenesis of *simr-1* is compromised after multiple generations at 25**°**C. (**E**) Number of apoptotic germ cells were counted in a minimum of 20 wild-type and *simr-1* mutant gonads using CED-1::GFP engulfment as a marker for apoptotic germ cells. Animals were raised either at 20**°**C, or for one, two, four, seven, 10 or 11 generations at 25**°**C, and imaged approximately 24 hr after the L4 larval stage. Error bars indicate SEM. n.s. denotes not significant and indicates a p-value>0.05, * indicates a p-value≤0.05, *** indicates a p-value≤0.001, **** indicates a p-value≤0.0001. See Supplementary file 8 for more details regarding statistical analysis. Figure 3—source data 1.Data used to generate Figure 3A and Figure 3—figure supplement 1. Figure 3—source data 2.Data used to generate Figure 3B. Figure 3—source data 3.Data used to generate Figure 3C. Figure 3—source data 4.Data used to generate Figure 3D. Figure 3—source data 5.Data used to generate Figure 3E.

**Figure 3—figure supplement 1.**
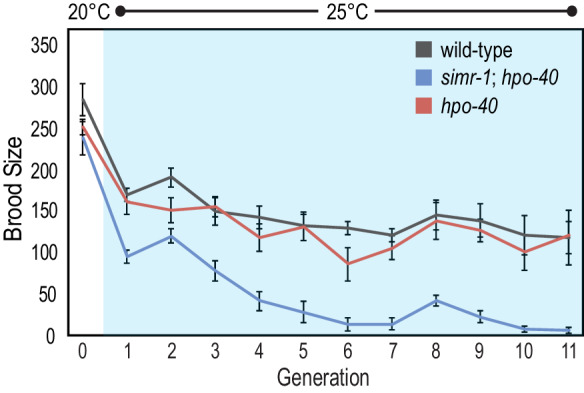
*hpo-40* does not contribute to the progressive sterility of *simr-1* mutants. Brood sizes of wild-type, *hpo-40* single mutants, and *simr-1; hpo-40* double mutants were scored for a single generation at 20**°**C, followed by 11 generations at 25**°**C, demonstrating that *hpo-40* does not contribute to the progressive sterility of *simr-1* mutants at 25**°**C. 10 broods were scored for each genotype at each generation.

Because small RNA pathways play key roles in the regulation of transposons, one hypothesis would be that increased DNA mutations triggered by transposon mobilization in *simr-1* mutants at 25**°**C lead to reduced fertility over the course of multiple generations. To address this possibility, we selected wild-type and *simr-1* mutant animals raised for 10 generations at 25**°**C, and returned them to 20**°**C. Within approximately four generations at 20**°**C, the fertility of *simr-1* mutants recovered to within 72.8% of pre-25**°**C levels (Figure 3B). These data indicate that the reduction in *simr-1* fertility at 25**°**C is not primarily due to the accumulation of DNA mutations, but may be due to transcriptional or chromatin changes that can be reset after recovery at 20**°**C, similar to what has been observed previously for *hrde-1* and *hrde-2* (Spracklin et al., 2017; Ni et al., 2016).

### *simr-1* Mrt phenotype results from defective sperm and oocytes

To determine whether the Mrt phenotype observed in *simr-1* mutants at 25**°**C is due to defects in oogenesis or spermatogenesis we conducted mating assays. First, we crossed wild-type or *simr-1* mutant males raised at 20**°**C, a single generation at 25**°**C, or after 10 generations at 25**°**C to *fog-2* females, which cannot make their own sperm, raised at 20**°**C. *simr-1* mutant males raised for a single generation at 25**°**C sired fewer progeny than the wild-type control males, and *simr-1* mutant males raised for 10 generations at 25**°**C were nearly sterile, similar to *simr-1* hermaphrodites raised for 10 generations at 25**°**C (Figure 3C). We next sought to address whether *simr-1* mutant oocytes are similarly compromised. Males expressing fluorescently tagged *pgl-1::gfp* (Andralojc et al., 2017), were mated to *simr-1* mutant hermaphrodites raised at 20**°**C, a single generation at 25**°**C, or after 10 generations at 25**°**C. The *pgl-1::gfp* males were used to easily distinguish between cross progeny and self progeny from the *simr-1* mutant hermaphrodites. *simr-1* mutant hermaphrodites raised for a single generation at 25**°**C and provided with wild-type sperm produced a similar number of progeny to a wild-type control. In contrast, after 10 generations at 25**°**C, *simr-1* mutant hermaphrodites were nearly sterile, even when provided with wild-type sperm (Figure 3D). These data indicate that both spermatogenesis and oogenesis are defective in *simr-1* mutants raised at elevated temperature for multiple generations.

### *simr-1* Mrt phenotype is associated with increased levels of germ cell apoptosis

Apoptosis occurs in the late pachytene region of the germline where approximately half of all germ cells are eliminated by physiological apoptosis in a wild-type animal (Gumienny et al., 1999). DNA damage or other stressful conditions can trigger an increase in apoptosis as part of a quality control mechanism (Gartner et al., 2000; Gartner et al., 2008). To determine if *simr-1* mutant gonads have increased apoptosis, we introduced the CED-1::GFP reporter, which allows visualization of apoptotic germ cells, into the *simr-1* mutant (Schumacher et al., 2005). We observed no significant differences in apoptotic germ cells at 20**°**C (Figure 3E). After a single generation at 25**°**C, we observe a dramatic increase in apoptotic germ cells, with apoptosis levels modestly higher in wild-type compared to *simr-1* mutants. This spike in apoptotic germ cells in the first generation at 25**°**C is followed by a reduction in apoptosis in the second generation at 25**°**C. However, only after 10 or 11 generations at 25**°**C does the number of apoptotic germ cells in *simr-1* mutants rise significantly compared to wild-type animals (Figure 3E). These data suggest that an increase in germ cell dysfunction in *simr-1* mutant animals after multiple generations of growth at 25**°**C is associated with both increased germ cell apoptosis and reduced fertility. Nonetheless, it is important to note that similar levels of apoptotic germ cells are observed in fertile wild-type animals after only one generation at 25**°**C, indicating that a high level of apoptosis is not always directly correlative with sterility.

### Mutations in *simr-1* desilence a piRNA sensor but not an ERGO-1-dependent siRNA sensor

In a previously described mutagenesis screen, we identified novel genes acting in the piRNA-mediated silencing pathway using a strain expressing GFP::H2B carrying a piRNA target in its 3’UTR (the ‘piRNA sensor’) (Bagijn et al., 2012; de Albuquerque et al., 2014). Because the piRNA sensor is subject to siRNA-mediated heritable silencing (RNAe) making it no longer susceptible to desilencing when the piRNA pathway is compromised, the screen was performed in a *henn-1* mutant background, which partially desilences this transgene and allows for the identification of both piRNA pathway and secondary siRNA pathway mutants (Kamminga et al., 2012). From this screen we identified two alleles of *simr-1* that further desilence the piRNA sensor transgene in the *henn-1* mutant background (Figure 4A). The first, *simr-1[A11V]*, is found in a well-conserved region near the N-terminus of the protein and the second, *simr-1[R159C]*, is the absolutely conserved arginine that plays a structural role in the extended Tudor domain (Figure 1E). Interestingly, when we crossed our *simr-1* deletion mutant into the piRNA sensor strain without the *henn-1* mutant, we observed that *simr-1* was not sufficient to desilence the piRNA sensor transgene in the absence of the *henn-1* mutant (Figure 4—figure supplement 1A), similar to what has been observed previously with *prg-1* (Luteijn et al., 2012). In contrast, a mutation in *mut-16* robustly desilences the same piRNA sensor transgene (Figure 4—figure supplement 1A). These data indicate that a mutation in *simr-1*, like *prg-1*, is sufficient to desilence a sensitized piRNA sensor strain, but cannot reactivate a piRNA sensor silenced by RNAe.

**Figure 4.**
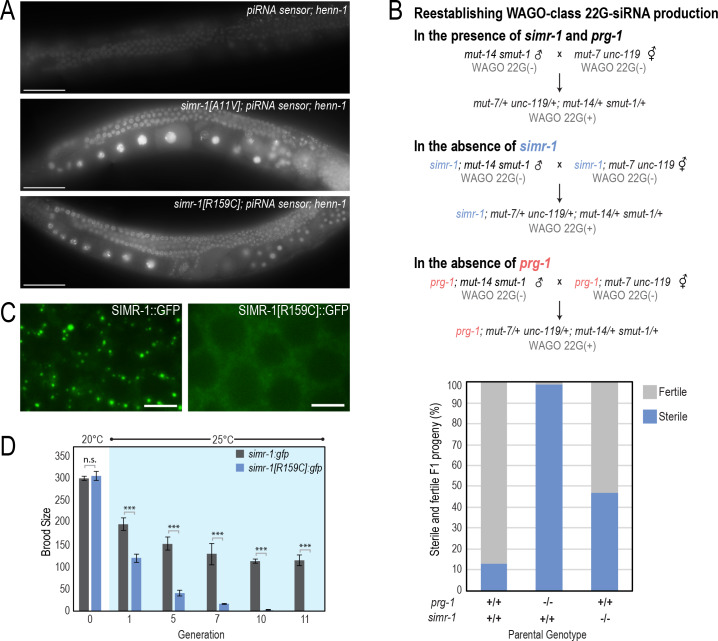
*simr-1* mutants have piRNA-related defects. (**A**) Images of adult animals, in which the *henn-1* mutation weakly desilences the piRNA sensor (top). *simr-1[A11V]* (middle) and *simr-1[R159C]* (bottom) mutants, obtained from an EMS mutagenesis screen of the *henn-1;* piRNA sensor strain further desilence the sensor and increase GFP expression. All images were obtained using the same microscope settings. Scale bars, 50 μm. (**B**) A mating-based approach to reestablish WAGO-class 22G-siRNA production in the presence and absence of *simr-1* and *prg-1*. Schematic (top) illustrating the three crosses and bar graph (bottom) showing percentage of fertile and sterile animals from each cross. (**C**) Live imaging of SIMR-1::GFP (left) and SIMR-1[R159C]::GFP (right) demonstrate that Tudor domain is critical for SIMR-1 localization to perinuclear foci. Scale bars, 5 μm. (**D**) Brood size was scored for *simr-1::gfp* and *simr-1[R159C]::gfp* strains at 20**°**C, then animals were raised for 11 generations at 25**°**C. Broods were additionally scored at generations one, five, seven, 10 and 11 at 25**°**C demonstrating that the *simr-1[R159C]::gfp* strain becomes progressively sterile at 25**°**C, similar to the *simr-1* null mutation, while *simr-1::gfp* maintains fertility at 25**°**C similar to wild-type animals. 10 broods were scored for each genotype at each generation. Figure 4—source data 1.Data used to generate Figure 4B. Figure 4—source data 2.Data used to generate Figure 4D.

**Figure 4—figure supplement 1.**
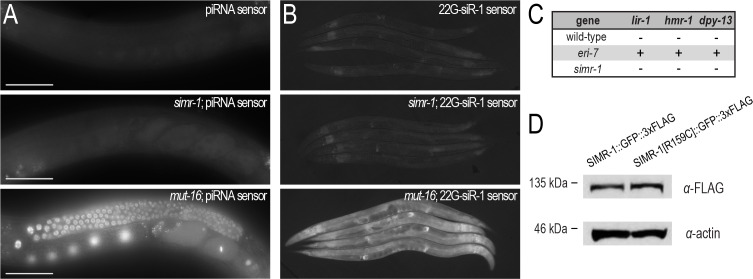
*simr-1* mutants do not display defects associated with mutants in the *mutator* or ERGO-1 26G-siRNA pathways. (**A**) Images of adult animals carrying the piRNA sensor in a wild-type (top), *simr-1* mutant (middle), or *mut-16* mutant (bottom) background. The piRNA sensor was maintained in a wild-type background for many generations prior to introduction of the *simr-1* and *mut-16* mutations and therefore is likely subject to heritable RNA silencing (RNAe). The *simr-1* mutation is unable to relieve the RNAe-mediated silencing of the wild-type piRNA sensor, in contrast to the *simr-1*-mediated desilencing of the *henn-1;* piRNA sensor (Figure 4A). All images were obtained using the same microscope settings and processed identically. Scale bars, 50 μm. (**B**) Images of adults carrying the 22G-siR1 sensor, which is sensitive to perturbations in the ERGO-1 26G-siRNA pathway and the downstream *mutator* pathway. The *simr-1* mutation (middle) was unable to desilence the 22G-siR1 sensor and expresses GFP at levels similar to a wild-type sensor strain (top). In contrast, *mut-16* mutants robustly expressed GFP from the desilenced 22G-siR1 sensor. All images were obtained using the same microscope settings and processed identically. (**C**) Animals carrying the *simr-1* deletion allele were assayed for their ability to respond to *lir-1, hmr-1,* or *dpy-13* RNAi. ‘+” indicates an Enhanced RNAi (Eri) response and ‘-” indicates a wild-type response. Wild-type and *eri-7* deletion animals, which display the Eri phenotype, are included as controls. (**D**) Western blot of SIMR-1::GFP and SIMR-1[R159C]::GFP in one-day adult animals demonstrate that the R159C mutation in the Tudor domain does not affect SIMR-1 protein expression. Actin protein is shown as a loading control.

To examine the role of SIMR-1 in other small RNA pathways, we next introduced a *simr-1* mutant into the 22G-siR1 sensor which is sensitive to perturbations in the ERGO-1 26G-siRNA pathway and the downstream *mutator* pathway (Montgomery et al., 2012). A mutation in *simr-1* was unable to desilence the 22G-siR1 sensor (Figure 4—figure supplement 1B). In contrast, a mutation in *mut-16* robustly desilenced the 22G-siR1 sensor (Figure 4—figure supplement 1B). Furthermore, when animals with mutations in the ERGO-1 26G-siRNA pathway, like *eri-7* (Fischer et al., 2008), are fed *lir-1*, *hmr-1*, or *dpy-13* double-strand RNA, they display an Enhanced RNAi (Eri) phenotype which was not observed with the *simr-1* mutant (Figure 4—figure supplement 1C). These data indicate that SIMR-1 is not required for silencing of genes targeted by the ERGO-1 26G-siRNA pathway.

### SIMR-1 is required to prevent sterility after reestablishing WAGO-class 22G-siRNA production

Neither the *mutator* pathway nor the piRNA pathway are essential for fertility under normal growth conditions (Ketting et al., 1999; Zhang et al., 2011; Batista et al., 2008; Wang and Reinke, 2008; Simon et al., 2014). Nonetheless, restoration of the *mutator* pathway, and therefore RNA silencing by WAGO-class 22G-siRNAs, in a strain lacking both the *mutator* pathway and the piRNA pathway, causes sterility (de Albuquerque et al., 2015; Phillips et al., 2015). This sterility is a direct result of the routing of essential genes into the *mutator* pathway and indicates that inheritance of piRNAs from one generation to the next is critical to ensuring that the correct genes are silenced by the *mutator* pathway. To determine whether *simr-1*, like *prg-1*, is required to maintain fertility when resetting the *mutator* pathway, we crossed two strains to one another containing distinct mutations in the *mutator* pathway, *mut-7* and *mut-14 smut-1*, such that their progeny would inherit a wild-type copy of *mut-7* from one parent, a wild-type copy *mut-14 smut-1* from the other, and thus would be competent to produce WAGO-class 22G-siRNAs (Figure 4B). The hermaphrodite strain always additionally carried the *unc-119* mutation, which allowed us to easily distinguish between self progeny which have the Uncoordinated (Unc) phenotype and cross progeny which have wild-type movement. If *simr-1* is required for the proper functioning of the piRNA pathway, we would predict that when it, like *prg-1*, is introduced into the two strains used to reset the *mutator* pathway the progeny of the cross will be sterile. In fact, this result is what we observed. In the control cross (*mut-14 smut-1* males mated to *mut-7 unc-119* hermaphrodites), only 13.0% of the F1 heterozygous progeny were sterile (Figure 4B). In contrast, when the *simr-1* mutation is present in both parental strains (*simr-1; mut-14 smut-1* males mated to *simr-1; mut-7 unc-119* hermaphrodites) the percentage of sterile progeny increased to 47.1%, and for the *prg-1* cross (*prg-1; mut-14 smut-1* males mated to *prg-1; mut-7 unc-119* hermaphrodites), the number of sterile animals increases further to 98.8% (Figure 4B). These results indicate that *simr-1*, like *prg-1*, is required during establishment of the *mutator* pathway to promote fertility, likely by directing *mutator*-dependent silencing to piRNA-targeted genes.

### The tudor domain of SIMR-1 is required for its localization and function

To determine whether the Tudor domain of SIMR-1 is necessary for its localization to germline foci, we used CRISPR to engineer the R159C mutation into the *simr-1::gfp* strain. The R159C allele, isolated from a mutagenesis of the *henn-1;* piRNA sensor strain, is predicted to disrupt the conformation of the extended Tudor domain (Liu et al., 2010a). By live imaging, we observed that SIMR-1[R159C]::GFP no longer forms germline foci, despite its clear expression in the cytoplasm of germ cells (Figure 4C). We further confirmed that SIMR-1[R159C]::GFP is expressed at wild-type levels by western blot (Figure 4—figure supplement 1D). These data indicate that an intact extended Tudor domain is not required for SIMR-1 expression but is essential for the localization of SIMR-1 to germline foci.

We next investigated whether the *simr-1[R159C]::gfp* strain exhibited fertility defects at elevated temperature. Like the *simr-1* deletion allele, *simr-1[R159C]::gfp* exhibited progressive sterility at elevated temperature, becoming sterile after approximately 10–11 generations (Figure 4D). In contrast, the wild-type *simr-1::gfp* remained fertile for the duration of the experiment (Figure 4D). Together, these data show that the extended Tudor domain is essential for SIMR-1 function, and that disruption of the Tudor domain results in loss of SIMR-1 germline foci and causes a Mrt phenotype similar to that of the *simr-1* deletion allele.

### SIMR-1 is required for small RNA production at piRNA-target genes

To comprehensively characterize the role of SIMR-1 in *C. elegans* endogenous small RNA pathways, we generated small RNA libraries from wild-type and *simr-1* mutants at 20**°**C and after culturing for one, two, seven, or 10 generations at 25**°**C. For comparison, we also generated small RNA libraries from wild-type, *mut-16,* and *prg-1* mutants at 20**°**C and from wild-type and *mut-16* mutants cultured for a single generation at 25**°**C. In *simr-1* mutants, 817 genes were depleted of small RNAs and 213 genes were enriched for small RNAs at 20**°**C when compared to wild-type at 20**°**C (Figure 5A and Supplementary file 3). 

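The *simr-1* and wild-type libraries, 2 per genotype and condition (20 in all), were analysed; the *mut-16* and *prg-1* libraries of this experiment were not analysed here. At the *simr-1* gene itself, the 2 wild-type libraries had 288 and 282 RPM at 20°C, 66.6 and 65.8 RPM after 1 generation at 25°C, 68.0 and 62.8 RPM after 2, 212 and 215 RPM after 7, and 136 and 156 RPM after 10 generations. The *simr-1* libraries had 35.2 and 34.1, 26.8 and 28.0, 27.7 and 31.1, 25.1 and 25.8, and 21.2 and 21.8 RPM at the same points, so every mutant library was below every wild-type library. Reads were mapped and counted by the authors as for the single libraries of the deletion mutants, and reads per library on genes are given as the lower and the higher of the 2 replicates. For wild-type they were 3832524 and 4313158 at 20°C, 2835252 and 2868966 after 1 generation at 25°C, 2961793 and 4156952 after 2, 5130915 and 6546370 after 7, and 4888823 and 5405592 after 10. For *simr-1* they were 9099711 and 9748253, 4942204 and 11429717, 7568102 and 8053965, 11384809 and 12893224, and 4316157 and 4435701. The deposited values are expected counts, of which 93.9% to 95.4% per library were whole numbers, and they were rounded before testing. Each comparison was fitted on its own groups with edgeR after TMM normalization, over genes with at least 10 counts in sum. A gene was called depleted or enriched at a Benjamini-Hochberg adjusted p of at most 0.05, a change of at least 2-fold and a mean of at least 10 RPM in either genotype. At 20°C, 15164 genes were tested, and 856 were depleted of and 246 enriched for small RNAs in *simr-1*. Without the 2-fold cutoff, the setting that moved the enriched genes most, 1713 were depleted and 1805 enriched, and without the minimum of 10 RPM the numbers were 2046 and 444. The depleted gene with the largest change was Y110A2AL.1 (WBGene00022438, chromosome II, 2875101 to 2876618, plus strand), with 343 ± 3.47 RPM in wild-type and 1.95 ± 0.137 RPM in *simr-1* (SD, n = 2). Its log2 fold change was −7.54 (standard error 0.07, adjusted p = 1.4e-18, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it overlaps Y110A2AL.17. K08D12.4 (WBGene00019538, chromosome IV, 1707296 to 1708691, plus strand) followed, from 40.4 to 0.85 RPM, a log2 fold change of −5.64 (standard error 0.20, adjusted p = 2.5e-12 from the same edgeR test). Of the enriched genes, *moc-2* (WBGene00003385, chromosome V, 6502369 to 6504181, minus strand, overlapping W01A11.1) rose from 4.71 ± 0.535 to 237 ± 5.05 RPM, a log2 fold change of 5.56 (standard error 0.08, adjusted p = 9.0e-17, edgeR). *cdh-9* (WBGene00000401, chromosome X, 16595238 to 16602238, plus strand, overlapping F59C12.6) rose from 0.499 to 21.1 RPM, a log2 fold change of 5.31 (standard error 0.27, adjusted p = 2.2e-10, edgeR).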

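At generation 1, 14341 genes were tested between *simr-1* and wild-type, of which 1316 were depleted of small RNAs and 2512 enriched, so that 65.6% of the changed genes were enriched. Scaled only to the number of reads mapped to the genome, 1032 genes were depleted and 4046 enriched (79.7%), and the median log2 fold change of all tested genes was 0.37 in place of −0.10. When edgeR's filterByExpr set the minimum count there were 1516 depleted and 1513 enriched genes, and when all 10 groups shared a fit there were 1536 and 1356. Of the 2512 enriched genes, 1093 lay within 0.25 (log2) of the 2-fold cutoff. After random thinning of all 4 libraries to 2835195 counts, 1542 genes were depleted and 1314 enriched. In the pair of wild-type libraries of this generation 43.5% and 42.4% of the mapped reads were counted on genes, against 62.7% and 62.1% in the *simr-1* libraries.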

After one generation at 25**°**C, 1258 genes were depleted of small RNAs and 2712 genes were enriched for small RNAs compared to wild-type also cultured for one generation at 25**°**C (Figure 5A and Supplementary file 3). When *simr-1* mutants were then cultured for two, seven, or 10 generations at 25**°**C, 927, 885, and 907 genes were depleted of small RNAs and 194, 110, and 100 genes were enriched for small RNAs, respectively, when compared to both wild-type cultured at 25**°**C for one generation and wild-type cultured at 25**°**C in parallel to *simr-1* for an equal number of generations (Figure 5A and Supplementary file 3). These data implicate SIMR-1 in the production or maintenance of small RNAs at many *C. elegans* genes.

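A gene was counted at generations 2, 7 and 10 when it passed against wild-type of the same generation and also against wild-type of generation 1. By this rule 1015 genes were depleted of and 156 enriched for small RNAs at generation 2, 925 and 104 at generation 7, and 956 and 95 at generation 10. Against wild-type of the same generation alone the numbers were 1266 and 279, 1210 and 137, and 1670 and 167. The split at generation 2 depended on the scaling, since enriched genes made up 18.1% of those changed against wild-type of the same generation, and 62.6% (971 depleted, 1627 enriched) when libraries were scaled only to mapped reads. That scaling moved the median log2 fold change of all genes at generation 2 from −0.05 to 0.32. Libraries with the same replicate number deviated together at generation 2 (correlation across genes of the deviations from the group means 0.396) and weakly at generation 7 (0.114), and in opposite directions at generation 10 (−0.167). With the replicate number as a block, 1019 and 156, 925 and 104, and 953 and 95 genes passed at the 3 generations. With the replicate numbers crossed between the genotypes at generation 10, a pairing chosen after the data were seen, 955 and 95 genes passed. The depleted gene with the largest change at generation 10 was Y39B6A.9 (WBGene00012671, chromosome V, 19136509 to 19138986, plus strand), from 85.9 ± 2.02 RPM in wild-type to 0.629 ± 0.0774 RPM in *simr-1* (SD, n = 2). Its log2 fold change was −7.12 (standard error 0.16, adjusted p = 9.4e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). W03F11.5 (WBGene00021008, chromosome I, 2216100 to 2219479, plus strand, overlapping *ule-1*) had a log2 fold change of −7.04 (standard error 0.13, adjusted p = 4.8e-11, edgeR). Of the enriched genes, Y59C2A.3 (WBGene00021986, chromosome II, 2215476 to 2219921, minus strand) rose from 33.2 ± 6.64 to 2050 ± 115 RPM, a log2 fold change of 5.89 (standard error 0.10, adjusted p = 3.3e-11, edgeR). *tns-1* (WBGene00006508, chromosome I, 5583407 to 5607529, minus strand) rose from 50.3 ± 8.85 to 2130 ± 52.6 RPM, and it overlaps M01E11.1, M01E11.9 and the piRNA gene 21ur-9108, whose reads the counting cannot separate from its own by strand.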

**Figure 5.**
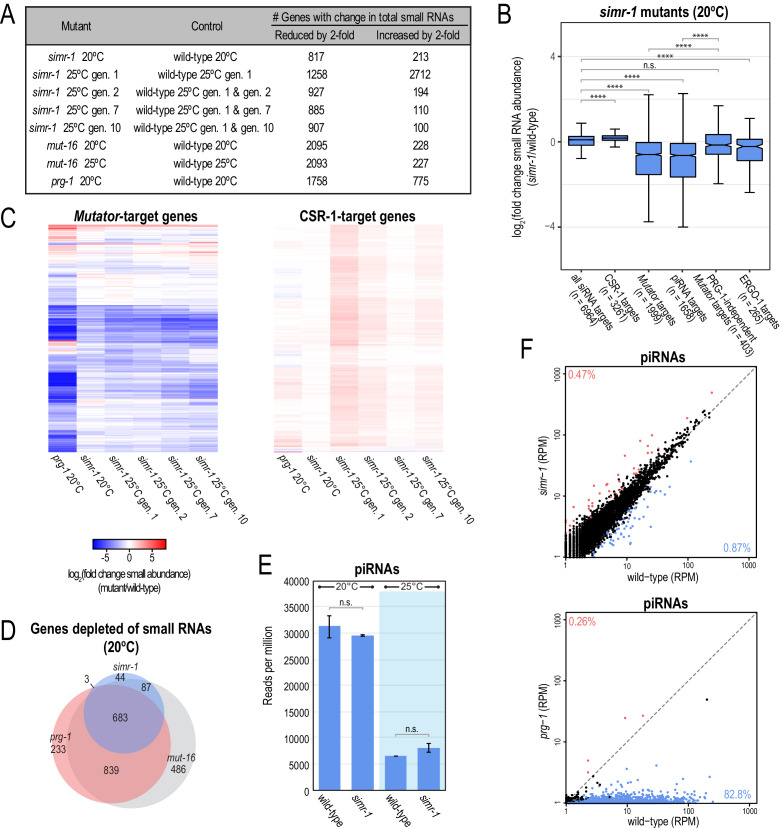
*simr-1* mutants display reduced small RNAs mapping to *mutator* and piRNA-target genes. (**A**) Table indicating the number of genes for which the total small RNA levels are either increased or reduced by at least two-fold for each indicated mutant. All genes also met the requirements of having at least 10 RPM in either mutant or control and a DESeq2 adjusted p-value of ≤0.05. (**B**) Box plots displaying total small RNAs levels mapping to genes from the indicated small RNA pathways in *simr-1* mutants compared to wild-type animals raised at 20**°**C. Details regarding definition of small RNA target gene classes is provided in the Materials and Methods section. At least 10 RPM in wild-type or *simr-1* mutant libraries was required to be included in the analysis. (**C**) Heat maps displaying total small RNAs levels targeting *mutator-*target genes or CSR-1-target genes in *simr-1* mutants raised at 20**°**C, a single generation at 25**°**C, or two, seven, or 10 generations at 25**°**C relative to wild-type at the same temperature and generation. (**D**) Venn diagrams indicating overlap of genes depleted of total small RNAs by two-fold or more in mutants compared to wild-type. (**E**) Reads per total million reads mapping to piRNA and piRNA-target gene loci in wild-type and *simr-1* mutants raised at either 20**°**C, or for a single generation at 25**°**C, indicate that piRNAs are not reduced in *simr-1* mutants. Error bars indicate standard deviation of two replicate libraries. (**F**) Scatter plots display piRNA reads per million total reads in wild-type and *simr-1* mutants (top) and wild-type and *prg-1* mutants (bottom). Genes with two-fold increase in piRNA abundance and DESeq2 adjusted p-value≤0.05 are colored dark red and genes with two-fold reduction in piRNA abundance and DESeq2 adjusted p-value≤0.05 are colored light blue. The percentage of total piRNAs with an increase or reduction of greater than two-fold is indicated in the corners of the graph. n.s. denotes not significant and indicates a p-value>0.05 and **** indicates a p-value≤0.0001. See Supplementary file 8 for more details regarding statistical analysis.

**Figure 5—figure supplement 1.**
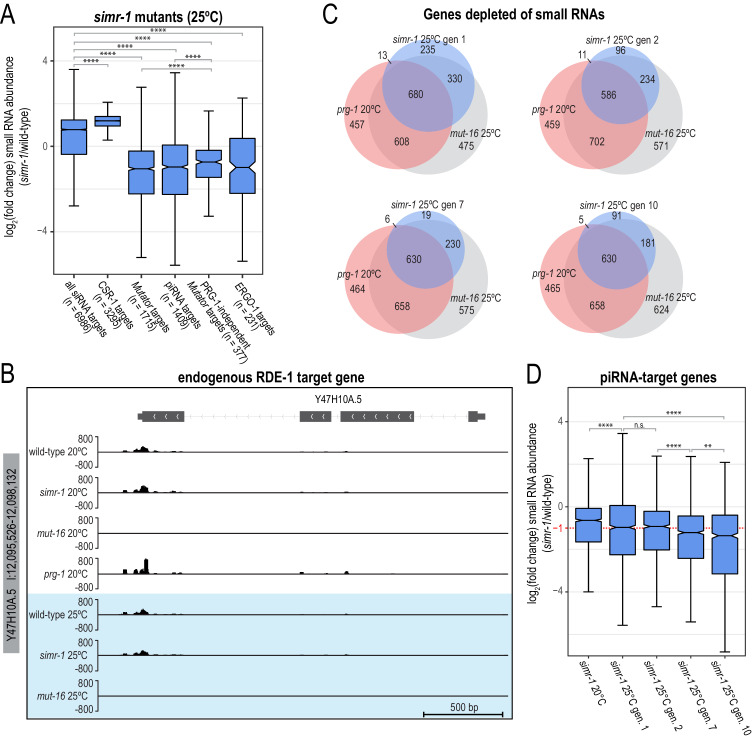
Small RNAs are reduced at many *mutator*, piRNA, and ERGO-1 target genes in *simr-1* mutants at 25°C. (**A**) Box plot displaying total small RNAs levels targeting genes from the indicated small RNA pathways in *simr-1* mutants relative to wild-type animals raised for a single generation at 25**°**C. Details regarding definition of small RNA target gene classes is provided in the Materials and Methods section. (**B**) Small RNA distribution across the RDE-1-target gene Y47H10A.5 in wild-type, *simr-1* mutants, *prg-1* mutants and *mut-16* mutants at 20**°**C and wild-type, *simr-1* mutants, and *mut-16* mutants for a single generation at 25**°**C, shows that small RNAs targeting Y47H10A.5 are produced independently of *simr-1* and *prg-1*. (**C**) Venn diagrams indicating overlap of genes depleted of total small RNAs by two-fold or more in *simr-1*, *prg-1*, and *mut-16* mutants compared to wild-type. (**D**) Box plot displaying total small RNAs levels mapping to piRNA-target genes in *simr-1* mutants raised at 20**°**C or for one, two, seven or 10 generations at 25**°**C compared to wild-type animals raised at the same temperature for the same number of generations. piRNA-target genes are defined as those depleted of total small RNAs by two-fold or more in a *prg-1* mutant, therefore all piRNA-target genes will have a log_2_(fold change small RNA abundance) ≤ −1 in a *prg-1* mutant and would fall below the red dotted line.

siRNAs can be classified based on their Argonaute protein binding partner and the other proteins or protein complexes required for their biogenesis. To identify the small RNA pathway(s) in which SIMR-1 plays a role, we looked at the change in total small RNA levels at groups of genes known to be targets of the CSR-1, *mutator*, piRNA, or ERGO-1 pathways in *simr-1* mutants compared to wild-type at both 20**°**C and a single generation at 25**°**C (Lee et al., 2012; Fischer et al., 2011; Gu et al., 2009; Phillips et al., 2014; Zhang et al., 2011; Tsai et al., 2015). Small RNAs derived from CSR-1-target genes were modestly up-regulated at 20**°**C and more dramatically up-regulated after a single generation 25**°**C in *simr-1* mutants (Figure 5B–C and Figure 5—figure supplement 1A). In contrast, small RNAs from *mutator*-target genes and piRNA-target genes were reduced in *simr-1* mutants at both 20°C and 25**°**C (Figure 5B–C and Figure 5—figure supplement 1A). piRNA target genes make up the majority of *mutator*-target genes (Figure 5D). 

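The genes examined were the MUT-16-dependent genes defined from the single *mut-16* library, and the piRNA-target and published *mutator*-target lists were not used here. Their median log2 ratio of mean RPM, *simr-1* to wild-type, was −0.66 at 20°C (SD below 0.01 over the *simr-1* libraries, n = 2) and −0.88 ± 0.06 after a single generation at 25°C. At both points the *simr-1* libraries were lower than the wild-type libraries (two-sided exact permutation test, p = 0.33 at each, the smallest p that 2 libraries against 2 allow). Random lists of as many genes matched on expression had medians between 0.06 and 0.12 at 20°C and between 0.76 and 1.05 at 25°C, and all of them were above the MUT-16-dependent genes. The size of the reduction at 25°C depended on the scaling, with a median of −1.55 for TMM-normalized counts and −1.42 when libraries were scaled to the reads counted on genes. At 20°C the same 2 scalings gave −0.59 and −0.72. With each library left out in turn, the median stayed between −0.67 and −0.64 at 20°C and between −0.92 and −0.84 at 25°C.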

To determine if piRNA-target genes are more severely reduced of small RNAs in *simr-1* mutants than other *mutator*-target genes, we generated a list of *mutator*-target genes whose small RNAs are either unchanged or increased in *prg-1* mutants (log_2_(fold change small RNA abundance)≥0 in *prg-1* mutants relative to wild-type). These PRG-1-independent *mutator*-target genes are not reduced of small RNAs compared to all siRNA target genes and are significantly less depleted of small RNAs compared to all *mutator*-target genes or piRNA-target genes (Figure 5B). Furthermore, the well-characterized endogenous RDE-1 target, Y47H10A.5 (Corrêa et al., 2010), was not depleted of small RNAs in *simr-1* mutants at either 20**°**C or 25**°**C or in *prg-1* mutants at 20**°**C, but was severely depleted of small RNAs in *mut-16* mutants at both 20°C and 25**°**C (Figure 5—figure supplement 1B), demonstrating that like exogenous RNAi targets (Figure 2A), small RNA levels at endogenous RDE-1 targets are not affected in the *simr-1* mutant. 

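Y47H10A.5 (WBGene00012961) is a protein-coding gene on chromosome I, 12095777 to 12097987, minus strand. At 20°C its small RNAs were at 1350 ± 22.3 RPM in wild-type and 1620 ± 24.7 RPM in *simr-1* (SD, n = 2), a log2 fold change of 0.19 after TMM normalization (standard error 0.03, adjusted p = 1.7e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After 1 generation at 25°C they were at 1290 ± 13.5 and 1220 ± 29.5 RPM. The change at 25°C depended on the scaling, with a log2 ratio of −0.08 for RPM, −0.62 for reads counted on genes and −0.56 in the edgeR fit (standard error 0.04, adjusted p = 1.0e-07), each smaller than the 2-fold cutoff. At the later generations the log2 fold change in the fit was −0.37 after 2 (standard error 0.08, adjusted p = 0.0016, edgeR), 0.49 after 7 (standard error 0.06, adjusted p = 7.7e-06) and 0.10 after 10 generations (standard error 0.05, adjusted p = 0.13). From the level of these small RNAs the paper concludes that small RNAs at endogenous RDE-1 targets are not affected in *simr-1* mutants, like exogenous RNAi targets (Figure 2A).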

Small RNAs from ERGO-1 target genes were reduced mildly at 20**°**C and more severely at 25**°**C (Figure 5B and Figure 5—figure supplement 1A), however because *simr-1* was unable to desilence the 22G-siRNA sensor and did not have an Eri phenotype (Figure 4—figure supplement 1B–C), we did not pursue further investigation of the ERGO-1 pathway. Therefore, these data indicate that SIMR-1 is important for the production of high levels of endogenous small RNAs at many *mutator*-target genes, including primarily piRNA-target genes, but is not required for small RNA production at CSR-1-target genes or at endogenous and exogenous RDE-1-target genes.

### SIMR-1 is not required for piRNA biogenesis or stability

84% of genes with reduced small RNAs in a *simr-1* mutant at 20**°**C also have reduced small RNAs in a *prg-1* mutant at 20**°**C (Figure 5D). This reduction of siRNAs at piRNA-target genes could result from a loss of piRNAs in the *simr-1* mutant animals, or alternatively, piRNAs could be expressed at wild-type levels and only the downstream siRNAs could be affected. To address these possibilities, we counted the number of reads mapping to annotated piRNA loci in wild-type and *simr-1* mutants. Similarly to what has been previously reported, piRNA expression is significantly reduced at 25**°**C compared to 20**°**C in wild-type animals (Belicard et al., 2018). However, we observed no significant difference between total piRNA levels in *simr-1* mutants compared to wild-type animals at either temperature (Figure 5E). We next determined whether individual piRNAs are increased or reduced in expression in *simr-1* mutants. In contrast to *prg-1* mutants in which 83% of piRNAs are reduced by at least two-fold, in *simr-1* mutants less than 1% of piRNAs are reduced by at least two-fold (Figure 5F). We next identified predicted piRNA target genes for the piRNAs that were reduced by at least two-fold in *simr-1* mutants (Shen et al., 2018; Zhang et al., 2018a; Wu et al., 2018; Wu et al., 2019). Specifically, we selected genes predicted to be targets for our *simr-1*-depleted piRNAs by piRTarBase using relaxed piRNA targeting rules and identified by CLASH data (Supplementary file 4). Of the 37 predicted target genes for our *simr-1*-depleted piRNAs, only five have reduced small RNAs in *simr-1* mutants (Supplementary file 4), indicating that the *simr-1*-depleted piRNAs are not a major driver of siRNA depletion in *simr-1* mutants. These data together indicate that SIMR-1 functions downstream of piRNA biogenesis.

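All 37 predicted target genes were found by name in the count tables, and 5 of them were depleted of small RNAs in *simr-1* at 20°C. The largest reduction was at K03H6.5 (WBGene00019370, chromosome IV, 1527221 to 1536398, minus strand), from 43.6 to 4.1 RPM, a log2 fold change of −3.49 (standard error 0.14, adjusted p = 1.3e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). F48B9.8 (chromosome X, 2173890 to 2176411, minus strand) fell from 34.4 to 6.34 RPM, a log2 fold change of −2.52 (standard error 0.14, adjusted p = 5.5e-10, edgeR). K09A9.6 (chromosome X, 15577470 to 15586803, plus strand) overlaps K09A9.10 and K09A9.11 and had a log2 fold change of −2.42 (standard error 0.19). H28G03.2 (chromosome X, 5205760 to 5216230, plus strand) overlaps H28G03.7 and H28G03.8 and had a log2 fold change of −1.44 (standard error 0.12). K07E3.2 (chromosome X, 8104305 to 8107557, plus strand) fell from 121 to 51.4 RPM, a log2 fold change of −1.32 (standard error 0.05). The same 5 genes passed when p-values were adjusted over the 37 genes alone. One gene of the list, *dys-1*, was enriched, from 90.6 to 427 RPM (log2 fold change 2.15, standard error 0.04, adjusted p = 6.2e-15, edgeR). The log2 fold changes of the remaining genes lay between −0.95 and 0.41, and the median over the list was 0.03.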

### Small RNAs are progressively depleted across generations from some piRNA-target loci at 25°C

Because *simr-1* mutant animals become sterile after approximately 10 generations at 25**°**C, we next examined how the levels of small RNAs generated from *mutator* and piRNA-target genes change after two, seven, or 10 generations at 25**°**C, compared to a single generation at 25**°**C. At each generation, we compared the genes that lose small RNAs by at least two-fold in the *simr-1* mutant to genes that lose small RNAs by at least two-fold in *mut-16* mutants at 25**°**C, and to *prg-1* mutants at 20**°**C. At all generations, SIMR-1-dependent siRNA target genes largely overlapped with *mut-16*-dependent siRNA target genes. 

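Over the MUT-16-dependent genes, the median log2 ratio of *simr-1* to wild-type of the same generation was −0.81 ± 0.10 at generation 2, −1.27 ± 0.01 at generation 7 and −1.30 ± 0.03 at generation 10 (SD over *simr-1* libraries, n = 2). At each of these generations the exact two-sided permutation test gave p = 0.33, which is as low as 2 libraries against 2 can go. The expression-matched random lists had medians from 0.34 to 0.51, from −0.09 to 0.05 and from 0.04 to 0.19. The order of the generations depended on the scaling. With TMM-normalized counts the medians at generations 2, 7 and 10 were −1.10, −1.05 and −1.43, and generation 1 was lower than all of them. Between libraries with the same replicate number, the paired differences of the medians ran from −0.86 to −0.78 at generation 2, from −1.31 to −1.24 at generation 7 and from −1.35 to −1.27 at generation 10. Under the crossed pairing of generation 10, chosen after the data were seen, both paired differences were −1.31. Measured against wild-type of generation 1, the medians were −0.83, −1.20 and −1.55.

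**Figure D1:**
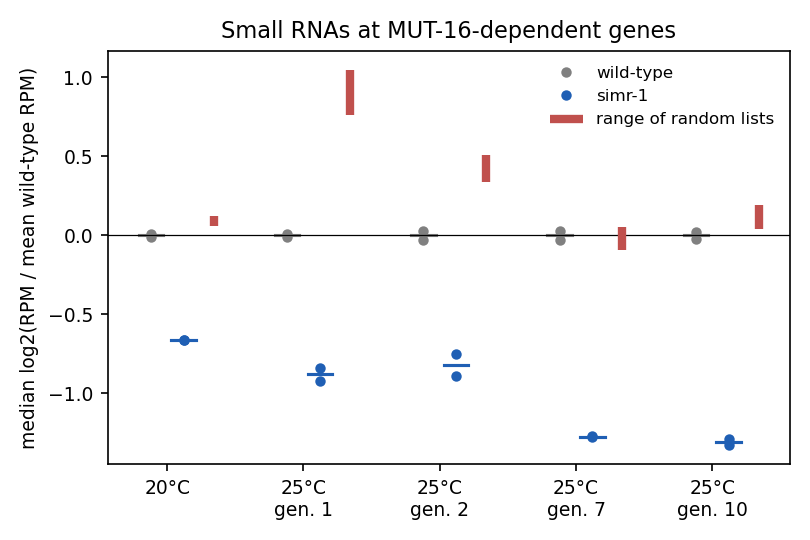
Median over the MUT-16-dependent genes of log2(RPM / mean wild-type RPM of the same condition) on the vertical axis, at 20°C and after 1, 2, 7 and 10 generations at 25°C, with a point for each wild-type (grey) and *simr-1* (blue) library, bars for the means of the 2 libraries and red bars for the range of the matched random lists. The *simr-1* libraries lie below the wild-type libraries and below the random lists at every point.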

Specifically, 80%, 88%, 97% and 89% of SIMR-1-dependent small RNA target genes at 25**°**C for one, two, seven, and 10 generations are reduced of small RNAs in *mut-16* mutants, respectively, compared to 84% for SIMR-1-dependent siRNA target genes at 20**°**C (Figure 5D and Figure 5—figure supplement 1C). We next examined the overlap of SIMR-1-dependent small RNA target genes with *prg-1* mutants at 20**°**C. 55%, 64%, 72%, 70% of SIMR-1-dependent small RNA target genes at 25**°**C for one, two, seven, and 10 generations are reduced of small RNAs in *prg-1* mutants at 20**°**C, respectively, compared to 84% for SIMR-1-dependent siRNA target genes at 20**°**C (Figure 5D and Figure 5—figure supplement 1C). While the overlap of SIMR-1-dependent small RNA target genes with piRNA-dependent small RNA target genes is reduced at 25**°**C compared to 20**°**C, at least some of this difference may be attributed to the sequencing of *prg-1* mutant small RNA libraries from animals raised at 20**°**C only. In fact, the total number of genes reduced of small RNAs in *simr-1* mutants that overlap with piRNA-target genes remains similar between temperatures and across generations (Figure 5D and Figure 5—figure supplement 1C). However, while the number of piRNA-target genes that lose small RNAs in a *simr-1* mutant doesn’t change significantly with temperature or later generations, we do observe a modest but significant progressive reduction in the number of small RNAs mapping to all piRNA-target genes corresponding to the number of generations at 25**°**C (Figure 5—figure supplement 1D). 

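The genes depleted of small RNAs in *simr-1* were compared between generations. Of the 956 depleted genes of generation 10, 753 (78.8%) were also depleted at generation 1, 735 (76.9%) at generation 7 and 379 (39.6%) at 20°C. Of those at generations 2 and 7, 953 (93.9%) and 802 (86.7%) were depleted at generation 1. Over 20°C and all generations, 1800 genes were depleted at least once, 348 at every point and 81 at generation 10 alone. Of the 95 enriched genes of generation 10, 68 (71.6%) were also enriched at generation 1. Part of the overlap with generation 1 follows from the rule itself, because wild-type of generation 1 is a control in the comparisons of generations 2, 7 and 10.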

Because the number of *simr-1*-target genes does not become substantially greater after 10 generations at elevated temperature, these data indicate that the observed sterility is not due to loss of small RNAs from more loci after 10 generations. Furthermore, while many piRNA-target genes become more depleted of small RNAs after 10 generations at elevated temperature, this loss of small RNAs is unlikely to be a contributing factor to the progressive loss of fertility in these animals because small RNA loss is even more severe in fertile *prg-1* mutants at 20**°**C (Figure 5C and S5D).

### SIMR-1 is required for small RNA production at many piRNA-targeted transposons and repetitive elements

The *mutator* pathway is required for the production of siRNAs at many transposons and repeat loci, and in the absence of *mut-16* or other *mutator* complex proteins transposon activity has been detected for at least seven distinct families of DNA transposons (Tc1-Tc5, Tc7, CemaT1) (Eide and Anderson, 1985; Collins et al., 1989; Levitt and Emmons, 1989; Yuan et al., 1991; Collins and Anderson, 1994; Rezsohazy, 1997; Bessereau, 2006; Brownlie and Whyard, 2004). In contrast, only a single transposon family, Tc3, has been demonstrated to transpose upon loss of the piRNA machinery, though several other DNA transposon loci are up-regulated at the mRNA level or lose *mutator*-dependent siRNAs (Das et al., 2008; Bagijn et al., 2012; McMurchy et al., 2017; Wallis et al., 2019; Reed et al., 2020). To address the role of SIMR-1 in the regulation of transposons and repeat loci, we first defined a list of *mut-16*-dependent transposons and repeats using a cutoff of two-fold reduction of small RNAs in the *mut-16* mutant compared to wild-type at 20**°**C. All features also met the requirements of having at least 10 RPM in either mutant or wild-type and a DESeq2 adjusted p-value of ≤0.05. Of these *mut-16*-dependent transposons and repeats, 11% and 25% of transposons at 20°C and 25**°**C respectively, and 35% and 45% of repeat loci, at 20°C and 25**°**C respectively, were reduced by two-fold or greater of small RNAs in *simr-1* mutants compared to wild-type (Figure 6—figure supplement 1A). Furthermore, 82% of the *mut-16*-dependent transposons depleted of small RNAs by greater than two-fold in *simr-1* mutants at 20**°**C were also depleted in *prg-1* mutants at 20**°**C (Figure 6—figure supplement 1B). Similarly, 80% of the *mut-16*-dependent repeats depleted of small RNAs by greater than two-fold in *simr-1* mutants at 20**°**C were also depleted in *prg-1* mutants at 20**°**C (Figure 6—figure supplement 1B). We next focused on transposons for which silencing is known to be either piRNA-dependent or piRNA-independent. Transposon Tc3 becomes active in mutants of the *mutator* pathway and the piRNA pathway, while Tc1 and Tc4 activity is specific to the *mutator* pathway (Das et al., 2008). Tc2 activity has not been measured in piRNA pathway mutants, but the Tc2 transposase mRNA is significantly up-regulated in a *prg-1* mutant (Wallis et al., 2019). We next determined the number of small RNAs mapping to these four transposon sequences in *simr-1* mutants compared to wild-type. Small RNAs mapping to Tc2 and Tc3 were significantly reduced in both the *simr-1* mutant as well as in a *mut-16* mutant, at both 20°C and 25**°**C (Figure 6A and Figure 6—figure supplement 1C). In contrast, small RNAs mapping to Tc1 and Tc4v, the variant of Tc4 containing the Tc4 transposase mRNA sequence (Li and Shaw, 1993), were not reduced in *simr-1* mutants (Figure 6A and Figure 6—figure supplement 1D). These data indicate that SIMR-1 is required for small RNA production or maintenance at piRNA-targeted transposons but not at transposons targeted independently of piRNAs.

**Figure 6.**
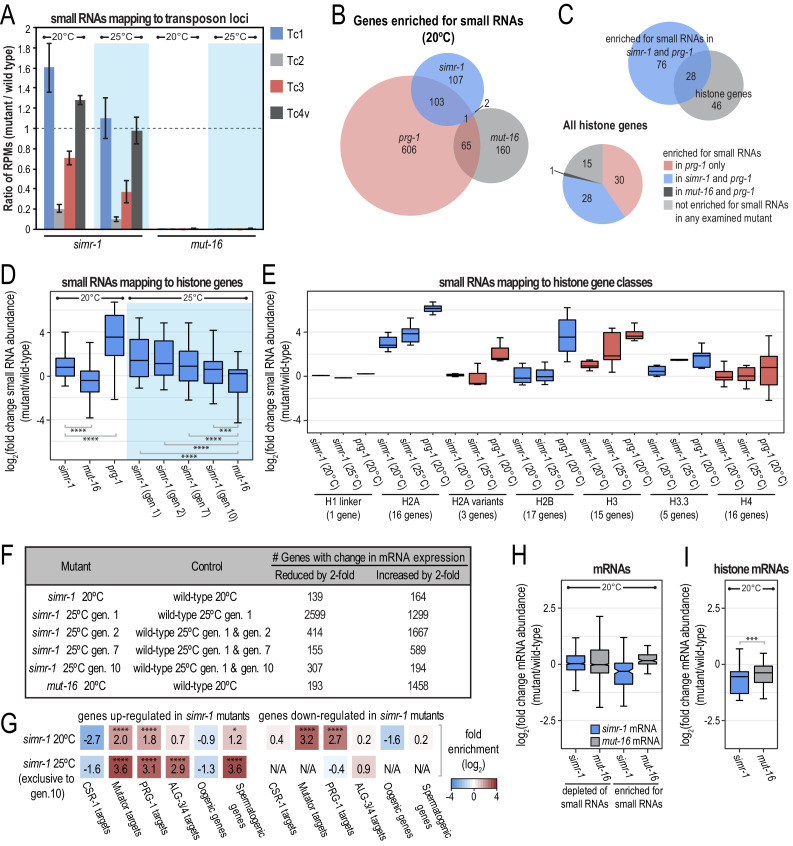
*simr-1* mutants display reduced small RNAs mapping to piRNA-dependent transposons and increased small RNAs mapping to histone genes. (**A**) Ratio of transposon-mapping small RNA reads per million total reads in *simr-1* mutants and *mut-16* mutants raised at 20**°**C or a single generation at 25**°**C compared to wild-type shows that small RNAs mapping to Tc2 and Tc3 depend on SIMR-1, but those mapping to Tc1 and Tc4v do not. Error bars indicate standard deviation of two replicate libraries. (**B**) Venn diagram indicating overlap between genes enriched for small RNAs in *simr-1* mutants, *prg-1* mutants, and *mut-16* mutants. (**C**) Venn diagram (top) of the 104 genes enriched for small RNAs in both *simr-1* and *prg-1* mutants compared to a list of all histone genes. A pie chart (bottom) of all histone genes shows the number of genes enriched for small RNAs in *prg-1*, *simr-1,* and *mut-16* mutants compared to wild-type. (**D**) Box plot displays small RNAs mapping to histone genes in *simr-1* mutants raised at 20**°**C, a single generation at 25**°**C, or two, seven, or 10 generations at 25**°**C, *mut-16* mutants at 20**°**C or 25**°**C, and *prg-1* mutants at 20**°**C compared to wild-type animals at the same temperature and generation, demonstrating that small RNAs mapping to histone genes increase at all temperatures in *simr-1* mutants and in *prg-1* mutants but not *mut-16* mutants. (**E**) Box plot displays small RNAs mapping to histone gene classes in *simr-1* mutants raised at 20**°**C or a single generation at 25**°**C and *prg-1* mutants at 20**°**C compared to wild-type animals, demonstrating that small RNAs mapping to some histone gene classes increase in both *simr-1* mutants and in *prg-1* mutants while others increase only in *prg-1* mutants. (**F**) Table indicating the number of genes for which the mRNA expression is either increased or reduced by at least two-fold for each indicated mutant. All genes met the requirements of having a DESeq2 adjusted p-value of ≤0.05 but no minimum read count was required. (**G**) Enrichment analysis (log_2_(fold enrichment)) examining the overlap of genes up and down-regulated in *simr-1* mutants with known targets of the CSR-1, *mutator*, PRG-1 and ALG-3/4 small RNA pathways and oogenesis and spermatogenesis-enriched genes. Color of boxes correlates with fold enrichment (red) or depletion (blue). Statistical significance for enrichment was calculated using the Fisher’s Exact Test function in R. (**H**) Box plot displays mRNA expression in *simr-1* (blue) or *mut-16* (grey) relative to wild-type for genes that are enriched or depleted of small RNAs in the same mutants. (**I**) Box plot displays histone mRNA expression in *simr-1* (blue) or *mut-16* (grey) relative to wild-type, demonstrating that histone mRNA expression is reduced in *simr-1* mutant animals. n.s. denotes not significant and indicates a p-value>0.05, * indicates a p-value≤0.05, ** indicates a p-value≤0.01, *** indicates a p-value≤0.001, **** indicates a p-value≤0.0001. See Supplementary file 8 for more details regarding statistical analysis.

**Figure 6—figure supplement 1.**
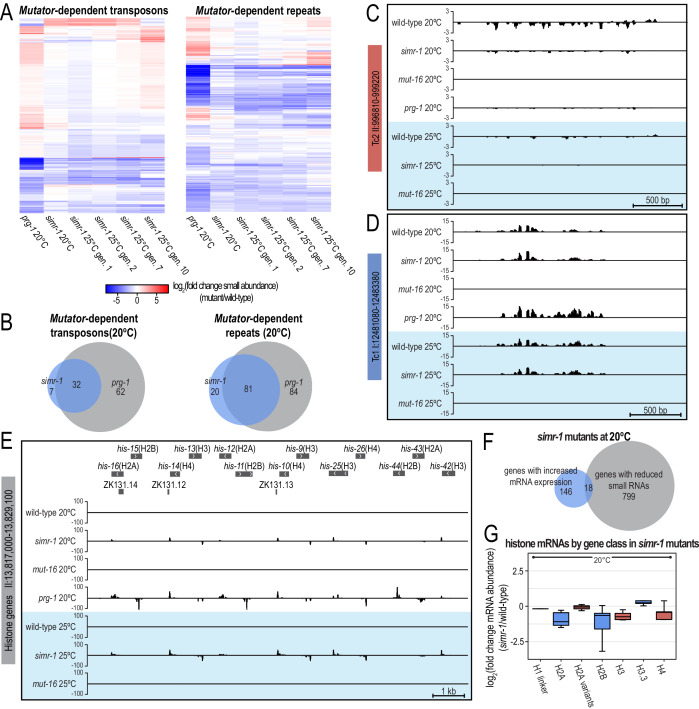
Small RNAs mapping to piRNA target transposons are reduced and small RNAs mapping to histone genes are increased in *simr-1* mutants. (**A**) Heat maps displaying small RNAs levels targeting *mutator*-dependent transposons and repeats in *prg-1* and *simr-1* mutants raised at 20**°**C, and *simr-1* mutants raised at 25**°**C for one, two, seven, or 10 generations compared to wild-type at the same temperature and generation. (**B**) Venn diagrams showing the overlap of *mutator*-dependent transposons (left) or *mutator*-dependent repeats (right) depleted of small RNAs in *simr-1* mutants compared to those depleted of small RNAs in *prg-1* mutants at 20**°**C. (**C,D**) Small RNA distribution across two transposon loci in wild-type, *simr-1* mutants*, mut-16* mutants, and *prg-1* mutants at 20**°**C and in wild-type, *simr-1* mutants, and *mut-16* mutants after a single generation at 25**°**C. The Tc2 locus (**C**) requires SIMR-1, PRG-1 and MUT-16 for wild-type small RNA levels, while the Tc1 locus (**D**) requires MUT-16 but not SIMR-1 or PRG-1 for small RNA production. (**E**) Small RNA distribution across a histone gene cluster in wild-type, *simr-1* mutants, *mut-16* mutants, and *prg-1* mutants at 20**°**C and in wild-type, *simr-1* mutants, and *mut-16* mutants after a single generation at 25**°**C, shows that siRNAs targeting histone genes increase in *simr-1* mutants and *prg-1* mutants but not *mut-16* mutants. (**F**) Venn diagram showing the overlap of genes with increased mRNA expression compared to genes with reduced small RNAs in *simr-1* mutants raised at 20**°**C. (**G**) Box plot displaying mRNAs mapping to the histone gene classes in *simr-1* mutants raised at 20**°**C, shows that distinct histone gene classes have reduced mRNA expression in *simr-1* mutants.

### *simr-1* mutants have increased levels of small RNAs mapping to histone genes

We next focused on the genes for which the mapped small RNAs increase in *simr-1*, *prg-1* and *mut-16* mutants. In general, fewer genes have a two-fold increase in small RNAs compared to a two-fold decrease in small RNAs for *simr-1*, *prg-1* and *mut-16* mutants at 20**°**C (Figure 5A). These data would indicate that the SIMR-1, along with PRG-1 and MUT-16, plays a more significant role in production or maintenance of small RNAs rather than in suppression of small RNA production. Nonetheless, 213 genes gain small RNAs by greater than two-fold in *simr-1* mutants, 49% of which also gain small RNAs in *prg-1* mutants (Figures 5A and 6B). Interestingly only three of these genes (1%) also gain small RNAs in *mut-16* mutants (Figure 6B). While manually examining the list of genes enriched for small RNAs in both *simr-1* and *prg-1* mutants at 20**°**C, we noticed that this list included numerous histone genes. Of the 104 genes enriched for small RNAs in both *simr-1* and *prg-1* mutants, 28 are histone genes (Figure 6C; Pettitt et al., 2002). These 28 genes make up 38% of all *C. elegans* histone genes (Figure 6C). An additional 30 histone genes (41%) are enriched for small RNAs in only *prg-1* mutants, and only one histone gene is enriched for small RNAs in both *mut-16* and *prg-1* mutants (Figure 6C). 

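The files list 72 genes with a *his-* name, which include the copies of the H2A, H2B, H3 and H4 genes. The median log2 ratio of *simr-1* to wild-type small RNAs over these genes was 0.87 at 20°C (SD below 0.01, n = 2 libraries) and 1.70 ± 0.06, 1.31 ± 0.17, 0.95 ± 0.07 and 0.62 ± 0.10 after 1, 2, 7 and 10 generations at 25°C. In each comparison the *simr-1* libraries were above the wild-type libraries (exact permutation test, two-sided p = 0.33, the limit for 2 against 2). For TMM-normalized counts, the scaling that moved these medians most, they were 0.95, 1.27, 1.14, 1.21 and 0.57. Against wild-type of the same condition, enriched *his-* genes numbered 29, 33, 32, 30 and 23, and depleted ones 1, 1, 3, 9 and 12. Against both wild-type controls, 30, 30 and 23 were enriched and 3, 3 and 5 depleted at generations 2, 7 and 10. Among genes that reached the minimum of 10 RPM, *his-* genes were enriched more often than other genes at 20°C (odds ratio 40.7, two-sided Fisher's exact test, p = 1.2e-29), after 1 generation (odds ratio 5.4, Fisher p = 2.1e-07) and after 10, against wild-type of generation 10 (odds ratio 39.8, Fisher p = 6.9e-25). The paper noticed the histone genes in a list that rests on these 20°C *simr-1* libraries, so the 20°C p-value is no independent test. The Fisher p-values also treat genes as independent, although near-identical copies can exchange reads. With the replicate number as a block, 32, 30 and 23 *his-* genes were enriched against wild-type of generations 2, 7 and 10, where same-numbered libraries deviated together or in opposite directions. The paired differences of the medians lay between 1.25 and 1.33 at generation 2, 0.92 and 0.98 at generation 7, and 0.47 and 0.63 at generation 10 (0.49 and 0.61 for the crossed pairing chosen after the data were seen). Reads from near-identical histone gene copies are placed on 1 of the copies, so values of single copies are uncertain. Summed over all *his-* genes, small RNAs at 20°C rose from 2330 ± 21.3 RPM in wild-type to 3910 ± 68.6 RPM in *simr-1*.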

Overall, histone genes are highly enriched for small RNAs in both *simr-1* and *prg-1* mutants, though this enrichment is lessened across multiple generations at 25**°**C, suggesting that it may not be associated with the sterility phenotype (Figure 6D). Nonetheless, this enrichment of small RNAs at histone genes in both *simr-1* and *prg-1* mutants is clearly in contrast to *mut-16* mutants at 20°C and 25**°**C, where the majority of histone genes are unchanged or depleted of small RNAs (Figure 6D). We further examined the histone genes by histone gene class and we observed that some histone genes classes such as H2A and H3 genes are enriched for small RNAs in both *simr-1* and *prg-1*, whereas others such as H2B are enriched for small RNAs primarily in *prg-1* mutants (Figure 6E and Figure 6—figure supplement 1E). This increase in small RNA production to histone genes has been observed previously in *prg-1* mutants and these histone-derived small RNAs are dependent on the *mutator* complex for their biogenesis (Barucci et al., 2020; Reed et al., 2020). These data suggest that enrichment of small RNAs at certain classes of histone genes is a signature unique to the *simr-1* and *prg-1* mutants and not the *mutator* pathway, and thus provides additional evidence that SIMR-1 plays a key role in the piRNA pathway.

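The classes were taken from the product names in the annotation, with 19 H2A, 20 H3, 16 H2B and 16 H4 genes. At 20°C the median log2 ratio of *simr-1* to wild-type was 2.80 for H2A genes, of which 17 were enriched and 0 depleted (0 at an unadjusted p under 0.05). It was 1.01 for H3 genes, of which 7 were enriched and 0 depleted (0 at an unadjusted p under 0.05). For H2B genes it was −0.20, with 2 enriched and 0 depleted (7 at an unadjusted p under 0.05). For H4 genes it was −0.05 (0.03 for TMM-normalized counts), with 3 enriched and 1 depleted. Summed over the class, H2A small RNAs rose from 184 ± 8.04 to 1290 ± 28.2 RPM and H3 small RNAs from 278 ± 0.876 to 530 ± 8.25 RPM (SD, n = 2). The sums of the other classes rose as well, where the medians are slightly negative, with H2B from 164 ± 4.99 to 225 ± 3.26 RPM and H4 from 308 ± 2.82 to 352 ± 3.07 RPM. At 25°C the H2A medians were 3.98, 3.64, 2.44 and 1.30 after 1, 2, 7 and 10 generations, and the H3 medians 2.06, 1.58, 1.33 and 1.06, with the same sign under both other scalings. The H2B median was 0.39 after 1 generation and −0.20 for TMM-normalized counts, and −0.03 after 10. After 2 and 7 generations it was 0.42 and 0.23, and it stayed positive for TMM-normalized counts (0.19 and 0.47). Scaled to the reads counted on genes it was 0.27 and 0.24 at these generations. The H4 median was 0.39 after 1 generation, where both other scalings made it negative (−0.21 and −0.10), and −0.87 and −1.27 after 7 and 10 generations under every scaling a reduction. The class sums differed from these medians, with log2 ratios of 1.06 for H2B and 1.45 for H4 after 1 generation and 0.13 and −0.12 for H4 after 7 and 10 generations.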

### Most SIMR-1-target genes are not desilenced in a *simr-1* mutant

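mRNA libraries from wild-type and *simr-1* animals, 3 per genotype at 20°C and after 1, 2, 7 and 10 generations at 25°C, were analysed, and *mut-16* mRNA libraries were not analysed here. In wild-type, *simr-1* mRNA was at 199 ± 27.4, 64.9 ± 1.46, 53.1 ± 6.75, 160 ± 8.09 and 114 ± 6.98 counts per 1000000 (CPM, TMM-normalized; mean ± SD, n = 3) at these 5 points. In the mutant it was at 7.62 ± 0.469, 7.62 ± 0.894, 6.74 ± 0.454, 19.8 ± 1.38 and 28.3 ± 0.697 CPM, and at each point every mutant library was below every wild-type library. The mutant level was 3.84% of wild-type at 20°C and 24.8% at generation 10. The authors trimmed adapters with Cutadapt, mapped reads with HISAT2 and Salmon, and deposited estimated counts by gene name, and lines with the same name were summed here and the sums rounded. In the mRNA libraries between 8055126 and 38633453 counts fell on genes. The medians for wild-type were 15207381 at 20°C and 15964789, 22072026, 34979220 and 15289879 after 1, 2, 7 and 10 generations, and for *simr-1* 14783424, 18027019, 18156059, 31462101 and 10703086. Within groups the totals ranged widely, from 8055126 to 20229801 in wild-type at 20°C and from 13900997 to 34189980 in *simr-1* at generation 7. Genes were tested with edgeR as for the small RNAs, without a minimum expression beyond 10 counts in sum. At 20°C, 14656 genes were tested, of which 176 had reduced and 279 increased mRNA expression in *simr-1*. Without the cutoff on the fold change 1748 and 1484 genes passed. With DESeq2 135 genes were reduced and 169 increased, and with a minimum of 10 CPM 42 and 35. The 6 *vit-* yolk genes had a median log2 fold change of −0.84 at 20°C. Their library medians were apart, −0.86 to −0.82 in *simr-1* and −0.24 to 0.33 in wild-type (exact permutation p = 0.10). Those of *msp-* sperm genes (median 0.0) and *col-* collagen genes (−0.06) overlapped. A difference in stage or tissue content is therefore not excluded for the mRNA comparisons at 20°C. At generation 1, 3535 genes were reduced and 1298 increased. Under the rule of both wild-type controls, 525 and 1946 genes were called at generation 2, 199 and 747 at generation 7, and 544 and 244 at generation 10. Same-numbered libraries deviated together at generation 2 (correlation across genes of the deviations from the group means 0.320), generation 7 (0.577) and generation 10 (0.206), and with the replicate number as a block 531 and 1952, 228 and 730, and 540 and 245 genes were called. Scaled to library size only, the median log2 fold change of all genes moved from 0.03 to 0.13 at 20°C, from −0.15 to −0.28 at generation 1, from −0.02 to 0.15 at generation 2 and from 0.00 to 0.11 at generation 7. F11D11.3 (WBGene00008698, chromosome V, 18757982 to 18760285, minus strand) had no count in wild-type and 0.651 CPM in *simr-1* at 20°C, at least 2.4-fold higher, a lower bound that gives no rank. *timm-17B.2* (WBGene00017069, chromosome IV, 8396493 to 8397950, plus strand) rose from 12.6 ± 1.29 to 805 ± 59.3 CPM, a log2 fold change of 5.99 (standard error 0.09, adjusted p = 1.5e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest reductions were at the pseudogene WBGene00010295 (chromosome V, 17653482 to 17655281, minus strand; log2 fold change −5.35, standard error 0.21, adjusted p = 1.2e-08, edgeR) and at Y48E1B.8 (WBGene00013007, chromosome II, 13585705 to 13589033, plus strand). Y48E1B.8 fell from 18.6 ± 1.16 to 0.492 ± 0.0962 CPM (log2 fold change −5.23, standard error 0.17, adjusted p = 2.0e-09, edgeR).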

To determine whether the observed changes to small RNA levels alter gene expression in *simr-1* mutants, we next sequenced mRNAs isolated from wild-type, *simr-1* mutant and *mut-16* mutant animals at 20**°**C and from wild-type and *simr-1* mutant animals after one, two, seven, or 10 generations at 25**°**C. We identified 139 genes whose mRNA expression was reduced by at least two-fold in *simr-1* mutants at 20**°**C and 164 genes whose mRNA expression was increased by at least two-fold in *simr-1* mutants at 20**°**C (Figure 6F and Supplementary file 5). Not surprisingly, the *simr-1* up-regulated genes were enriched for *mutator*-target genes and PRG-1-target genes, which initially suggested to us that there may be a direct correlation between loss of small RNAs and an increase in mRNA expression at some loci (Figure 6G). However, when we directly compared the list of genes with increased mRNA expression in a *simr-1* mutant (164 genes) to the genes with reduced small RNAs in a *simr-1* mutant (817 genes) we found only 18 genes in common and, furthermore, we do not see a significant change in mRNA expression for the genes depleted of small RNAs in *simr-1* mutants (Figure 6H and Figure 6—figure supplement 1F). Similarly, in *mut-16* mutants, we do not observe a substantial change in mRNA expression for the genes depleted of small RNAs (Figure 6H), which is consistent with recent findings that the majority of *mutator*-target genes and PRG-1-target genes are not desilenced in *mut-16* or *prg-1* mutants, respectively (Barucci et al., 2020; Reed et al., 2020). 

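At 20°C, 27 genes were both increased in mRNA and depleted of small RNAs in *simr-1*. Among the 6333 genes with at least 10 RPM that were tested in both assays, 700 were depleted of small RNAs and 50 increased in mRNA, and 5.5 genes in common would be drawn by chance (odds ratio 9.79, two-sided Fisher's exact test, p = 8.4e-14). With the shrunken fold changes of DESeq2 in both assays the overlap was 11 genes, the alternative that moved the count most (odds ratio 10.2, Fisher p = 1.5e-06). With all genes tested in both assays as background, 8.2 genes would be drawn by chance and the odds ratio was 4.01 (Fisher p = 2.8e-08). Over the 700 depleted genes the median mRNA log2 fold change was 0.07 ± 0.03 (SD over *simr-1* libraries, n = 3). The *simr-1* libraries were all above the wild-type libraries (two-sided exact permutation test, p = 0.10, the smallest p that 3 against 3 allow). The random lists matched on mRNA expression had medians from −0.01 to 0.11, and 88.88% of them lay below the depleted genes. Of the 700 genes, 27 were increased and 12 reduced in mRNA. Scaled to library size only, the median over these genes was 0.18. At 25°C the median over the genes depleted at the same generation was −0.28, −0.03, 0.04 and 0.00 after 1, 2, 7 and 10 generations. It lay above 99.91%, 58.46%, 13.94% and 100% of the matched random lists. When libraries were scaled to library size only it was −0.41, 0.14, 0.15 and −0.07.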

We also observed a modest enrichment of spermatogenic genes among the *simr-1* up-regulated genes. This result is similar to the previously published observation that spermatogenesis genes are upregulated in *prg-1* and *mut-16* mutants (Reed et al., 2020; Rogers and Phillips, 2020), and is consistent with *simr-1* acting with *prg-1* in the regulation of PRG-1 target genes. These data indicate that the majority of SIMR-1-target genes are not derepressed in a *simr-1* mutant, which suggests that either SIMR-1-dependent siRNAs are required only to initiate but not maintain silencing of their targets or that additional layers of regulation maintain silencing of these genes in the absence of SIMR-1-dependent siRNAs.

We next focused on the genes down-regulated in *simr-1* mutants and found that those genes were also enriched for *mutator*-target genes and PRG-1-target genes (Figure 6G), indicating that some *mutator* and PRG-1-target genes are up-regulated, while others are down-regulated in *simr-1* mutants. When we looked exclusively at the genes enriched for small RNAs in *simr-1* mutants, we observed a modest down-regulation of these genes at the mRNA level (Figure 6H), indicating that the small RNA gained in the *simr-1* mutant are sufficient to promote down-regulation of their target mRNAs. 

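Of the 246 genes enriched for small RNAs at 20°C, 182 were tested for mRNA, and their median log2 fold change of mRNA in the edgeR fit was −0.24. The medians of single *simr-1* libraries against mean wild-type CPM, a measure with a pseudocount, were smaller, between −0.18 and −0.16 (n = 3). All *simr-1* libraries were below all wild-type libraries (exact permutation test, two-sided p = 0.10, the limit for 3 against 3), and all random lists, with medians from −0.07 to 0.14, were above the enriched genes. Of these genes, 34 were reduced in mRNA and 9 increased. Scaled to library size only, the median was −0.14. Among them, Y59C2A.3 had 40.6 ± 2.07 RPM of small RNAs in wild-type and 1700 ± 26.8 RPM in *simr-1*, while its mRNA fell from 41.8 ± 2.53 to 5.41 ± 0.377 CPM (log2 fold change −2.96, standard error 0.10, adjusted p = 2.0e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 25°C the median over the genes enriched at the same generation had no fixed sign, with 0.42 at generation 1, −0.04 at generation 2 (0.14 scaled to library size only), −0.28 at generation 7 and 0.25 at generation 10. Between libraries with the same replicate number, the paired differences of this median ran from −0.22 to 0.02 at generation 2, from −0.16 to −0.05 at generation 7 and from 0.11 to 0.23 at generation 10. From the lower mRNA level of the enriched genes (Figure 6H), the paper concludes that the small RNAs gained in *simr-1* mutants are sufficient to promote down-regulation of their target mRNAs.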

The same trend was not observed for genes enriched for small RNAs in *mut-16* mutants (Figure 6H). 

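At 20°C the median mRNA log2 fold change of the 54 *his-* genes tested was −0.35 ± 0.12 (SD over *simr-1* libraries, n = 3), with every *simr-1* library below every wild-type library (two-sided exact permutation test, p = 0.10, the smallest p for 3 against 3). The authors purified the mRNA with the Dynabeads mRNA Purification Kit, and how much histone mRNA this step recovers was not tested. All histone mRNA values therefore describe the purified fraction and may not follow the total level. Of these genes, 9 were reduced and 0 increased (2 increased at an unadjusted p under 0.05). By class the medians were −0.43 for H2A, −0.40 for H2B, −0.32 for H3 and −0.32 for H4, and all stayed negative when libraries were scaled to library size only. H2A mRNA summed over its genes fell from 132 ± 9.06 to 91.4 ± 7.41 CPM, while H3 mRNA was 537 CPM in wild-type and 558 CPM in *simr-1*. At 25°C the median over *his-* genes was 0.01 after 1 generation (−0.01 scaled to library size only; exact permutation p = 0.80), −0.03 after 2 (0.17 scaled to library size only; exact p = 1.0), −0.25 after 7 (exact p = 0.20) and 0.10 after 10 generations (exact p = 0.80). After 1 generation 10 *his-* genes were reduced, as many as with the replicate number as a block, and 4 were increased. With the block, 3, 3 and 5 *his-* genes were reduced against wild-type of generations 2, 7 and 10, and 2, 3 and 4 without it. Against both wild-type controls 0, 0 and 1 were reduced (2, 8 and 4 at an unadjusted p under 0.05). The paired differences of the medians ran from −0.12 to 0.06 at generation 2, from −0.30 to −0.23 at generation 7 and from −0.08 to 0.14 at generation 10. At generation 7 same-numbered libraries deviated together (correlation 0.577), and all 3 paired differences were negative. The exact p of 0.20 does not use this pairing, so it alone does not show that the median was unchanged there.

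**Figure D2:**
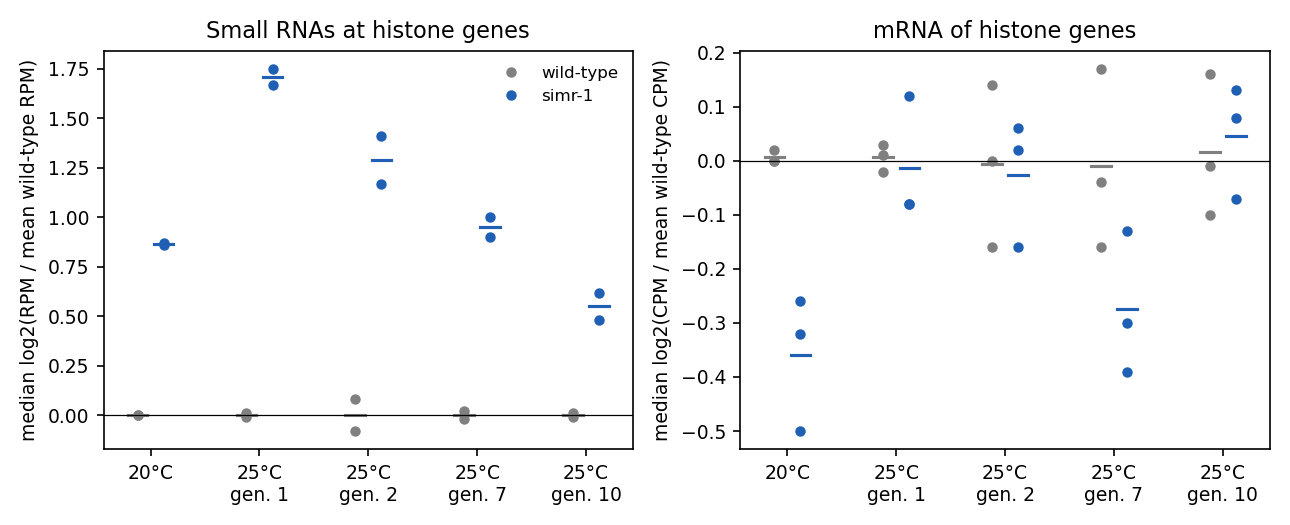
Median over the *his-* genes of log2(RPM / mean wild-type RPM) of small RNAs (left) and of log2(CPM / mean wild-type CPM) of mRNA (right) on the vertical axes, at 20°C and after 1, 2, 7 and 10 generations at 25°C, with a point for each wild-type (grey) and *simr-1* (blue) library and bars for the means. The small RNA points of *simr-1* lie above wild-type at every condition, and the mRNA points of *simr-1* lie below wild-type at 20°C.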

Histone genes, including H2A and H3, were amongst those genes enriched for small RNAs and with reduced mRNA expression in *simr-1* mutants (Figure 6D–E and I, and Figure 6—figure supplement 1G), similar to what has previously been observed in *prg-1* mutants (Barucci et al., 2020; Reed et al., 2020). We hypothesize that the small RNAs gained in *simr-1* mutants may depend on the *mutator* pathway, similar to what has been shown for the small RNAs targeting histone genes in the *prg-1* mutant (Barucci et al., 2020; Reed et al., 2020), and therefore these small RNAs are competent to silence their target mRNAs. In contrast, the *mutator* pathway is non-functional in the *mut-16* mutant, therefore the small RNAs gained in this mutant are likely to be a distinct class of small RNAs, possibly CSR-1-class siRNAs, which do not generally silence their mRNA targets (Claycomb et al., 2009; Wedeles et al., 2013).

Finally, to determine whether the sterility observed in *simr-1* mutants raised at 25**°**C for 10 generations could be attributed to gene expression changes, we looked for mRNAs up or down-regulated in *simr-1* mutants raised at 25**°**C for 10 generations compared to wild-type raised under the same conditions that were not up or down-regulated in *simr-1* mutants raised at 20**°**C or in *simr-1* mutants raised at 25**°**C for only a single generation (exclusive to gen. 10). 

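A total of 66 reduced and 130 increased genes of generation 10 were not called in either direction at 20°C or at generation 1. When genes called at generations 2 and 7 were left out too, the numbers were 59 and 26. With wild-type of generation 10 as the only control, 736 reduced and 211 increased genes were exclusive to it. With each replicate of generation 10 left out in turn (6 fits), between 59 and 73 reduced and between 100 and 188 increased genes were exclusive. DESeq2 gave 34 and 101 genes, and the replicate number as a block 69 and 134. Of the exclusive genes, 1 of those reduced and 29 of those increased were depleted of small RNAs at generation 10. The increased gene with the largest change at generation 10 was F40D4.13 (WBGene00009572, chromosome V, 17156033 to 17157254, minus strand, overlapping the piRNA gene 21ur-12557), from 2.32 ± 0.293 to 300 ± 11.9 CPM (SD, n = 3). Its log2 fold change was 7.01 (standard error 0.09, adjusted p = 2.3e-19, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its small RNAs fell from 339 to 60.0 RPM. K09H11.11 (WBGene00044541, chromosome V, 5754670 to 5755558, minus strand) had a log2 fold change of 6.91 (standard error 0.28, adjusted p = 6.1e-12, edgeR), and its small RNAs fell from 468 to 187 RPM. Of the reduced genes, 2 without a count in the mutant have lower bounds only, which give no rank: ZC262.10 (chromosome III, 8345699 to 8346826, minus strand) at least 3.56-fold lower from 0.933 CPM and C37C3.10 (chromosome V, 7862275 to 7863070, minus strand) at least 1.52-fold lower from 0.399 CPM.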

We identified only 34 genes significantly down-regulated exclusively at generation 10 and 112 genes significantly up-regulated exclusively at generation 10 (Supplementary file 5). The genes up-regulated exclusively in *simr-1* mutants after 10 generations were enriched for *mutator*-target genes, PRG-1-target genes, ALG-3/4-target genes and spermatogenic genes while the down-regulated genes were not enriched for any gene list that we examined (Figure 6G). While these up-regulated genes are exclusive to 10 generations at 25**°**C, the classes of enriched genes (*mutator* targets, PRG-1 targets, and spermatogenic genes) are similar to what was observed in *simr-1* mutants at 20**°**C. While we cannot attribute the sterility observed in these animals directly to the misregulation of any specific genes, we hypothesize that an increase in the expression of spermatogenesis genes during oogenesis, along with the expression of *mutator* and PRG-1-target genes could contribute to germ cell dysfunction.

### SIMR-1 forms foci near *Mutator* foci, P granules and Z granules

P granules, *Mutator* foci, and Z granules are all phase-separated biomolecular condensates which lie adjacent to one another at the nuclear periphery (Uebel et al., 2018; Wan et al., 2018; Brangwynne et al., 2009). From live imaging of fluorescently-tagged SIMR-1 and MUT-16, we observed that SIMR-1 forms foci closely associated with *Mutator* foci (Figure 1C), however from this preliminary analysis we were unable to conclude whether they fully colocalized. To first address the spatial relationship between SIMR-1 and MUT-16, we immunostained fluorescently-tagged SIMR-1 and MUT-16. We observed that SIMR-1 foci are closely associated with *Mutator* foci (96.4% of the time with no empty space between fluorescent signals, n = 56 SIMR-1 foci), however they do not fully colocalize suggesting that they are distinct structures (Figure 7A). This result is supported by our previous observation that SIMR-1 foci are not disrupted in a *mut-16* mutant, nor are *Mutator* foci disrupted by the *simr-1; hpo-40* double mutant (Figure 1D). Furthermore, we have not been able to unambiguously co-immunoprecipitate MUT-16 with SIMR-1, which indicates that, despite our initial identification of SIMR-1 in the MUT-16 IP-mass spectrometry experiment, the physical interaction between these two proteins may be weak or transient.

**Figure 7.**
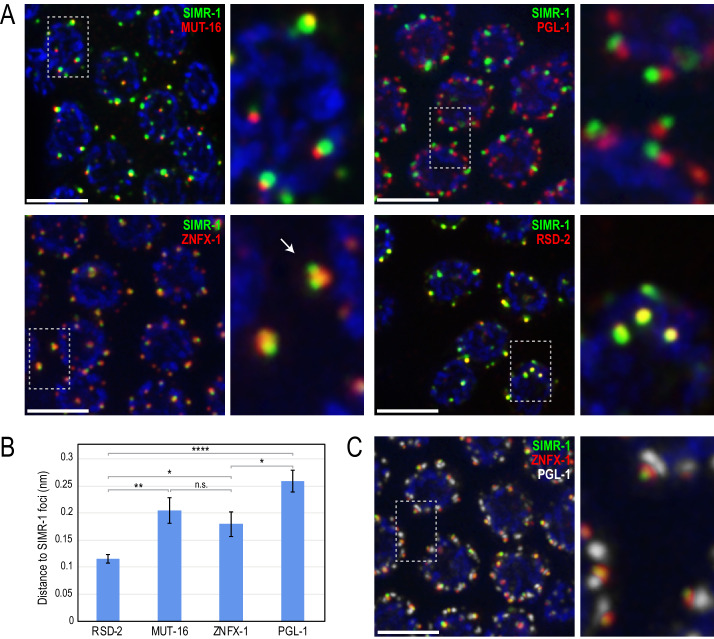
SIMR-1 localizes to foci adjacent to P granules and *Mutator* foci. (**A**) Immunostaining of SIMR-1 (green) with MUT-16 (red, top left), PGL-1 (red, top right), ZNFX-1 (red, bottom left), and RSD-2 (red, bottom right) demonstrates that SIMR-1 localizes to foci near *Mutator* foci (MUT-16), P granules (PGL-1), and Z granules (ZNFX-1) but overlaps most substantially with RSD-2 foci. Arrow indicates an example of a single Z granule associated with two SIMR-1 foci. (**B**) Bar graph showing distance between the centers of fluorescence for indicated proteins to SIMR-1 (mean +/- SEM). See Materials and Methods for description of quantification methods. n.s. denotes not significant and indicates a p-value>0.05, * indicates a p-value≤0.05, ** indicates a p-value≤0.01, **** indicates a p-value≤0.0001. See Supplementary file 8 for more details regarding statistical analysis. (**C**) Immunostaining of SIMR-1 (green), ZNFX-1 (red), and PGL-1 (white) allows for visualization of the stacked SIMR/Z granule/P granule foci. All images are projections of 3D images following deconvolution. DAPI is blue in all panels and scale bars are 5 μm. Figure 7—source data 1.Data used to generate Figure 7B.

**Figure 7—figure supplement 1.**
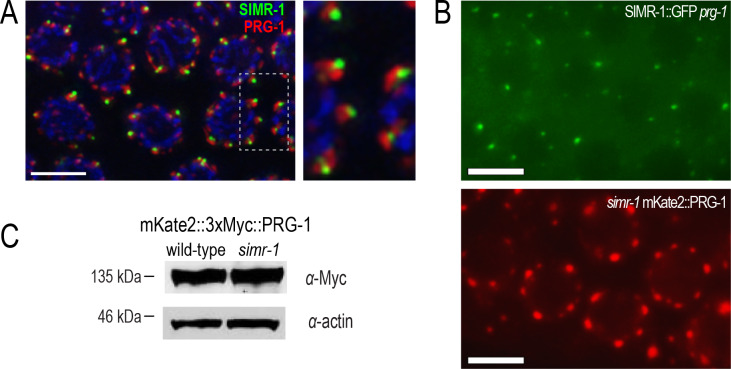
SIMR-1 and PRG-1 localize independently and to distinct granules. (**A**) Immunostaining of SIMR-1::GFP (green) and PRG-1::mKate (red) demonstrates that SIMR-1 and PRG-1 localize near one another but their localization is not coincident. (**B**) Live imaging of SIMR-1::GFP in a *prg-1* mutant (top) and PRG-1::mKate in a *simr-1* mutant (bottom) indicate that *prg-1* is not required for SIMR-1 foci formation, nor is *simr-1* required for PRG-1 localization to P granules. (**C**) Western blot of mKate2::3xMyc::PRG-1 in a wild-type or *simr-1* mutant background demonstrate that the *simr-1* mutation does not affect PRG-1 protein expression. Actin protein is shown as a loading control. Scale bars, 5 μm.

Both P granules and Z granules are closely associated with *Mutator* foci (Wan et al., 2018; Phillips et al., 2012), so we next asked whether SIMR-1 foci colocalize with either PGL-1, marking P granules, or ZNFX-1, marking Z granules. SIMR-1 foci are closely associated with both P granules and with Z granules (100% of the time with P granules, n = 56 SIMR-1 foci, and 100% of the time with Z granules, n = 62 SIMR-1 foci). However, we found that SIMR-1 foci do not fully colocalize with either structure, and in some cases multiple SIMR-1 foci can associate with a single focus of another granule type (Figure 7A, see inset for SIMR-1 and ZNFX-1 localization). SIMR-1 foci do appear to be more closely associated with Z granules than with P granules and quantification of distances between fluorescence centers of each foci supports this observation (Figure 7A–B). Because SIMR-1 promotes siRNA biogenesis at piRNA target genes, we also examined the colocalization of SIMR-1 and PRG-1, which has previously been shown to localize to P granules (Batista et al., 2008; Wang and Reinke, 2008). Similar to what we observed with PGL-1, PRG-1 is localized adjacent to but not coincident with SIMR-1 foci (Figure 7—figure supplement 1A). Furthermore, SIMR-1 is not required for PRG-1 localization or expression, and PRG-1 is not required for SIMR-1 localization (Figure 7—figure supplement 1B–C). These data indicate that, while SIMR-1 and PRG-1 function in the same pathway to mediate siRNA biogenesis at piRNA target genes, they do not colocalize and are not required for one another’s localization or expression.

Also identified in our MUT-16 and SIMR-1 immunoprecipitations was RSD-2, a previously characterized RNAi factor required for exogenous RNAi introduced in low doses and production of secondary siRNAs at target genes dependent on the ERGO-1 primary siRNA pathway. Because RSD-2 also forms foci in close proximity to *Mutator* foci (Figure 1—figure supplement 1C), we next generated a strain with fluorescently-tagged SIMR-1 and RSD-2. Following immunostaining, we observed that SIMR-1 and RSD-2 were highly coincident, suggesting SIMR-1 and RSD-2 may localize to the same perinuclear structure (Figure 7A–B). These results indicate that SIMR-1 and RSD-2 interact closely with one another at perinuclear foci near but distinct from *Mutator* foci, P granules and Z granules. Because these foci are distinct from previously characterized structures, we are calling them SIMR foci.

Finally, to better understand the organization of these multiple perinuclear foci, we immunostained for SIMR-1, ZNFX-1, and PGL-1 together. Interestingly, we observed that the foci appeared to be stacked, with ZNFX-1 localizing between SIMR-1 and PGL-1 (Figure 7C). This result is reminiscent of the tripartite PZM granule (P granule/Z granule/*Mutator* foci) observed by Wan et al. (2018), except that we observe the Z granule flanked by SIMR foci and P granules, instead of *Mutator* foci and P granules. Therefore, our data suggest that there are at least four separate compartments at the nuclear periphery in *C. elegans* germ cells, that together constitute *C. elegans* nuage, each with unique protein components and a distinct molecular role in the RNA silencing pathway.

## Discussion

*C. elegans* utilize the highly abundant siRNAs synthesized by the *mutator* complex to reinforce silencing initiated by the piRNA pathway. Here we identify a Tudor domain protein, SIMR-1, required to mediate effective production of siRNAs from many piRNA-target mRNAs. We demonstrate that SIMR-1 has a phenotype similar to that of PRG-1, in that *simr-1* mutants can desilence a sensitized piRNA sensor and SIMR-1 is required to prevent sterility after reestablishing WAGO-class 22G-siRNA production. However, the phenotypes associated with *simr-1* are often weaker than those of *prg-1* (see Figures 4B, 5C–D and 6B–E), suggesting that *simr-1* is not absolutely required to mediate siRNA amplification at all piRNA target genes, or it acts cooperatively with other pathways or proteins. SIMR-1 is not RNAi-defective, it cannot desilence a piRNA sensor silenced by RNAe, and it cannot desilence the ERGO-1-dependent siRNA sensor, all phenotypes associated with the downstream *mutator* pathway. Furthermore, siRNAs are reduced at many piRNA-target loci in *simr-1* mutants, but piRNAs themselves are unaffected. Like PRG-1 and the *mutator* complex, SIMR-1 forms foci near the nuclear periphery of germ cells, and while these perinuclear condensates are adjacent to one another, they all appear to be distinct substructures. Thus, our work identifies a novel player acting at a step in between piRNA biogenesis and siRNA amplification by *mutator* complex and suggests a role for multiple perinuclear condensates to promote piRNA-mediated siRNA production.

### Tudor domain proteins in piRNA-mediated silencing

Tudor domain proteins are thought to act as scaffolds in the piRNA pathway, to engage and assemble multiple partner proteins (Pek et al., 2012). Through promotion of protein-protein interactions, they can drive piRNA biogenesis and piRNA target silencing. For example, the *Drosophila* Tudor domain protein, Krimper, interacts with two Piwi proteins, Aubergine and Ago3, to coordinate assembly of the ping-pong processing complex (Webster et al., 2015). Of note, sDMA of Aubergine is required for interaction with Krimper, but Ago3 can interact with Krimper independently of sDMA, emphasizing that Tudor domain proteins can play critical roles in the piRNA pathway independent of sDMA. In fact, like SIMR-1, many human and *Drosophila* Tudor domain proteins carry mutations in aromatic cage residues, indicating they may have lost the ability to bind methylated arginine substrates (Handler et al., 2011; Zhang et al., 2017). For example, mammalian Tudor domain protein, TDRD2, which is missing one of the four aromatic cage residues, preferentially recognizes an unmethylated peptide of PIWIL1 over a dimethylated peptide. This recognition occurs through a negatively charged groove that occurs at the interface of the canonical Tudor domain and the flanking conserved elements making up the extended Tudor domain (Zhang et al., 2017). This data would suggest that Tudor domain proteins that are missing the aromatic cage residues, like SIMR-1, may still make functional interactions with Piwi proteins or other small RNA pathway proteins. They may mediate interactions preferentially with unmethylated substrates and/or compete with other Tudor domain proteins for substrates dependent on methylation status. While we have not yet identified the relevant protein-binding partners of the SIMR-1 Tudor domain, we hypothesize that they are likely members of the piRNA pathway or *mutator* complex and contain the RG repeat motif preferentially recognized by the Tudor domain. An obvious candidate is PRG-1 itself, as it contains a ‘GRGRGRG’ sequence near its N-terminus, however there are certainly other candidates and further experiments will be necessary to test this possibility.

### Regulation of piRNA-target genes by perinuclear condensates

While we do not have direct evidence for a physical interaction between SIMR-1 and PRG-1, it is likely that SIMR-1 interacts with either PRG-1 or some other member of the piRNA pathway to promote the downstream regulation of piRNA target mRNAs by the *mutator* complex. Similarly, because SIMR-1 was initially identified in a MUT-16 immunoprecipitation, it may also interact directly with the *mutator* complex, even if transiently. It is therefore interesting that PRG-1, SIMR-1, and the *mutator* complex all localize to distinct sub-compartments of nuage (Supplementary file 1). We have observed that Z granules localize between SIMR-1 foci and P granules, similar to the organization of *Mutator* foci, Z granules and P granules (Wan et al., 2018). We have not been able to image SIMR foci with *Mutator* foci, Z granules, and P granules simultaneously, so it remains to be determined how these four substructures assemble together and whether SIMR foci bridge *Mutator* foci and Z granules, *Mutator* foci bridge SIMR foci and Z granules, or whether all three interact. *Mutator* foci, P granules, and Z granules all assemble through intracellular phase separation, which brings about the question as to whether SIMR foci may also behave in a liquid-like manner. While we have not tested this formally, the localization of SIMR-1 nestled among these three other biomolecular condensates is certainly suggestive. The dynamic nature of these various condensates could facilitate exchange of RNAs or protein components between compartments, which may explain how piRNA pathway proteins, SIMR-1, and the *mutator* complex could occupy distinct substructures while facilitating regulation of the same mRNA target genes. Perhaps some proteins have properties making them immiscible in multiple condensates allowing them to promote transfer of RNAs between compartments, or alternatively, the exchange of RNAs may occur at their interface.

### RSD-2 and SIMR-1 promote the interaction between distinct primary and secondary siRNA pathways

The colocalization of SIMR-1 and RSD-2 is somewhat surprising given that SIMR-1 and RSD-2 act in distinct small RNA pathways. Specifically, SIMR-1 acts downstream of PRG-1 in the piRNA pathway and has no defects in exogenous RNAi, whereas RSD-2 is required to mount an efficient response to exogenous RNAi and silence ERGO-1-target genes, but is not required for the production of secondary siRNAs at piRNA target genes (Han et al., 2008; Zhang et al., 2012). While many of their targets are distinct, SIMR-1 and RSD-2 may play similar roles in mediating the interaction between primary and secondary siRNA pathways and thus their colocalization may be indicative of a subcellular compartment mediating this transition between primary and secondary small RNA pathways.

Like RSD-2, the Tudor domain protein RSD-6, the Maelstrom domain protein RDE-10, the RING-type zinc finger protein RDE-11, and the DEAD box ATPase and Vasa ortholog RDE-12 likely act downstream of primary Argonaute proteins RDE-1 and ERGO-1 and are required for the accumulation of *mutator*-dependent secondary siRNAs (Zhang et al., 2012; Shirayama et al., 2014; Yang et al., 2014; Yang et al., 2012). Interestingly, there is no data to suggest that any of these proteins act with SIMR-1 downstream of PRG-1, suggesting that there could be a completely different set of factors that interact with SIMR-1 at piRNA targets. While no localization has been determined for RDE-10 and RDE-11, RSD-6 localizes to foci near P granules that may be coincident with SIMR-1 foci. RDE-12 localizes to both RSD-6 foci and P granules, suggesting it can traverse the boundary between perinuclear condensates, and it has been proposed that RDE-12 may shuttle primary siRNA bound target mRNAs from P granules to RSD-6 foci to initiate *mutator*-dependent siRNA synthesis (Yang et al., 2014). While loss of RDE-12 does not affect siRNAs mapping at piRNA target genes, there are 36 RDE-12 paralogs in *C. elegans,* several of which localize at or near P granules, including GLH-1,–2, −3,–4, DDX-19, LAF-1, MUT-14, and VBH-1 (Supplementary file 1). One of these proteins could potentially serve a function similar to RDE-12, in the shuttling of piRNA-targeted mRNAs into SIMR-1 foci and ultimately to *Mutator* foci.

In conclusion, numerous proteins have been identified in *C. elegans* that are required for piRNA transcription, trimming, and modification (Kamminga et al., 2012; Montgomery et al., 2012; Billi et al., 2012; Tang et al., 2016; Weick et al., 2014; de Albuquerque et al., 2014; Kasper et al., 2014; Cordeiro Rodrigues et al., 2019; Zeng et al., 2019), however, how mRNAs travel between the piRNA pathway, required for mRNA recognition, to the *mutator* pathway, necessary for siRNA production has remained a mystery. Here we demonstrate that the Tudor domain protein, SIMR-1, is required at a step between the piRNA pathway to the *mutator* complex. SIMR-1 may function similarly to how Krimper coordinates Ago3 and Aubergine during ping pong piRNA biogenesis in *Drosophila *(Webster et al., 2015), but in this case bridging the gap between the primary and secondary phases of the *C. elegans* piRNA silencing pathway. Finally, SIMR-1 localizes to cytoplasmic foci near P granules, Z granules, and *Mutator* foci, implicating a series of distinct perinuclear condensates in the regulation of mRNAs by the piRNA pathway and *mutator* complex.

## Materials and methods

### Strains

The *C. elegans* wild-type strain used is N2. Worms were raised at 20°C according to standard conditions unless otherwise stated (Brenner, 1974). Mutants generated by CRISPR or obtained from the CGC were outcrossed prior to sequencing or other analysis. All strains used for this project are listed in Supplementary file 6 (key resources table).

### Plasmid and strain construction

All GFP, mKate2, or mCherry tagged strains were generated by CRISPR genome editing, with tags inserted at the endogenous locus. *simr-1::gfp::3xFLAG* repair template was assembled into pDD282 and *mKate2::3xMyc::prg-1* repair template was assembled into pDD287 (Addgene plasmid # 66823 and #70685) according to published protocols (Dickinson et al., 2015). Design of the *mCherry::2xHA* plasmid was described previously (Uebel et al., 2018). The *mCherry::2xHA* region, which include intronic Floxed *Cbr-unc-119(+)*, was amplified by PCR and assembled by isothermal assembly with ~1 kb of sequence from either side of the stop codon of the gene to be tagged and the XhoI/EagI digested pBluescript vector (Gibson et al., 2009). A similar method was used to generate CRISPR-mediated deletions. A region containing the Floxed *Cbr-unc-119(+)* was amplified from the *mCherry::2xHA* plasmid and assembled by isothermal assembly with ~500 bp - 1 kb of sequence from near the start and stop codon of the gene to be deleted and the XhoI/EagI digested pBluescript vector. Primers used to amplify homology arms are listed in Supplementary file 7. To protect the repair template from cleavage, we introduced silent mutations at the site of guide RNA targeting by incorporating these mutations into one of the homology arm primers or, if necessary, by performing site-directed mutagenesis (Dickinson et al., 2013). All guide RNA plasmids were generated by ligating oligos containing the guide RNA sequence into BsaI-digested pRB1017 (Addgene plasmid # 59936) (Arribere et al., 2014). Guide RNA sequences are provided in Supplementary file 7. For the introduction of the R159C mutation in *SIMR-1::gfp::3xFLAG*, we used an oligo repair template and RNA guide (Supplementary file 7).

CRISPR injections were performed according to published protocols (Dickinson et al., 2013; Dickinson et al., 2015; Ward, 2015; Arribere et al., 2014; Paix et al., 2015; Dokshin et al., 2018). CRISPR injection mixes included 10–25 ng/μl repair template, 50 ng/μl guide RNA plasmid, 50 ng/μl *eft-3p::cas9-SV40_NLS::tbb-2 3'UTR* (Addgene plasmid # 46168) or *eft-3p::cas9::tbb-2 3'UTR* (Addgene plasmid # 61251), 2.5–10 ng/μl GFP or mCherry co-injection markers, and 10 ng/μl *hsp-16.1::peel-1* negative selection (pMA122, Addgene plasmid # 34873). mCherry constructs were injected into USC715: *mut-16(cmp3[mut-16::gfp::3xFLAG + loxP]) I; unc-119(ed3) III*. Deletion constructs were injected into HT1593: *unc-119(ed3),* except for the *hpo-40* deletion construct, which was injected directly into *simr-1(cmp36) I; unc-119(ed3) III*. For some strains, floxed *Cbr-unc-119(+)* cassettes were excised using *eft-3p::Cre* (pDD104, Addgene plasmid # 47551) (Dickinson et al., 2013), however we observed no discernable increase in mCherry-tagged protein expression after *Cbr-unc-119(+)* cassette excision. *SIMR-1::gfp::3xFLAG* and *mKate2::3xMyc::prg-1* was injected into the wild-type strain. For the R159C mutation of SIMR-1, the injection mix included 0.25 μg/μl Cas9 protein (IDT), 100 ng/μl tracrRNA, 14 ng/μl *dpy-10(cn64)* crRNA, 42 ng/μl *simr-1* crRNA, and 110 ng/μl of each repair template, and was injected into USC1022(*simr-1(cmp112[simr-1::GFP + loxP + 3xFLAG]) I*) (Paix et al., 2015; Dokshin et al., 2018).

### Mass spectrometry

~500,000 synchronized N2 (wild-type) or USC717 (*mut-16(cmp3[mut-16::gfp::3xFLAG + loxP])*) adult *C. elegans* (~68 hr at 20°C after L1 arrest) were collected in IP Buffer (50 mM Tris-Cl pH 7.4, 100 mM KCl, 2.5 mM MgCl_2_, 0.1% Igapal CA-630, 0.5 mM PMSF (0.5 mM), cOmplete Protease Inhibitor Cocktail (Roche 04693159001), and RNaseOUT Ribonuclease Inhibitor (ThermoFisher 10777019)), frozen in liquid nitrogen, and homogenized using a mortar and pestle. After further dilution into IP buffer (1:10 packed worms:buffer), insoluble particulate was removed by centrifugation and a sample was taken as ‘input.’ The remaining lysate was used for the immunoprecipitation. GFP and FLAG immunoprecipitation was performed at 4°C for 2 hr using anti-GFP affinity matrix [RQ2 clone] (MBL International D153-8) and anti-FLAG affinity matrix [M2 clone] (Sigma-Aldrich A2220), then washed 10 times in immunoprecipitation buffer. After immunoprecipitation, samples were precipitated using the ProteoExtract Protein Precipitation Kit (EMD Millipore 539180) and submitted to the Taplin Mass Spectrometry facility at Harvard Medical School for protein identification.

### Antibody staining and imaging

Live imaging was conducted by dissecting *C. elegans* animals in M9 buffer containing sodium azide and imaging immediately following dissection. For immunofluorescence, worms were dissected in egg buffer containing 0.1% Tween-20 and fixed in 1% formaldehyde in egg buffer as described (Phillips et al., 2009). Samples were immunostained with mouse anti-FLAG (M2, Sigma F1804), rat anti-HA (3F10, Sigma 11867423001), and mouse anti-PGL-1 (DSHB AB 531836). Alexa-Fluor secondary antibodies were purchased from ThermoFisher Scientific. All worms were dissected as one-day-old adults (~24 hr after L4). Imaging was performed on a DeltaVision Elite microscope (GE Healthcare) using 60x N.A. 1.42 oil-immersion objective. When data stacks were collected, deconvolution was performed using the SoftWoRx package and presented as maximum intensity projections. Images were pseudocolored using Adobe Photoshop.

For scoring of apoptotic germ cells, corpses were identified using the *bcIs39* (CED-1::GFP) reporter, which is expressed in gonadal sheath cells and can be observed surrounding germ cell corpses during engulfment. A minimum of 20 gonads arms were scored per genotype and condition. Information regarding statistical analysis provided in Supplementary file 8.

Quantification of distance between foci centers was performed in ImageJ according to published methods (Wan et al., 2018). We imaged pachytene germ cell nuclei from two animals. Three granules selected from each of four germ cells for a total of 12 granules per animal. Z stacks were opened using the 3D object counter plugin for ImageJ to collect the x, y, and z coordinates for the center of each desired foci (Bolte and Cordelières, 2006). With these coordinates, distances between the foci centers were calculated using the distance formula, $\sqrt{{\left(x_{2}-x_{1}\right)}^{2}+{\left(y_{2}-y_{1}\right)}^{2}+{\left(z_{2}-z_{1}\right)}^{2}}$. To account for chromatic shift between channels, distances were calculated between each pair of channels using TransFluorospheres streptavidin-labeled microspheres, 0.04 μm (ThermoFisher, T10711) and these distances were used to correct granule distances.

### Protein domain identification

The protein alignment of SIMR-1 with HPO-40 (*C. elegans*), CJA21107 (*C. japonica*), CBN15556 (*C. brenneri*), and, CRE08315 (*C. remanei*) was generated using Clustal Omega and cladogram was made in Evolview V3 (Sievers et al., 2011; Subramanian et al., 2019). The SIMR-1 protein sequence was input into the HHPred server to identify remote protein homologs with structural similarity (Söding et al., 2005). A region spanning amino acids 89–264 of the SIMR-1 protein aligned with extended Tudor domain region of multiple Tudor domain proteins. A Clustal Omega protein alignment of this putative extended Tudor domain region of SIMR-1, HPO-40, and their related nematode orthologs was then generated, and this alignment was entered into the HHpred server to improve sensitivity. The top non-redundant identified proteins, their Protein Data Bank ID code, and HHpred E-value were *H. sapiens* TDRD1 (5M9N) – 5.5e-8, *M. musculus* TDRD1 (4B9X) – 4.3e-7, *D. melanogaster* Papi/Tdrd2 (5YGB) – 4.5e-7, *H. sapiens* SND1/TDRD11 (5M9O) – 7.2e-6, *D. melanogaster* Tudor (3NTK) – 2.3e-5, *H. sapiens* TDRKH/TDRD2 (6B57) – 1.6e-5, *D. melanogaster* Tudor-SN (2WAC) – 3.2e-5, and *B. mori* PAPI (5VQH) – 2.0e-4.

### RNAi assays

For RNAi assays, synchronized L1 worms raised at 20°C were fed *E. coli* expressing dsRNA against *pos-1*, *lin-29*, *nhr-23, lir-1, hmr-1,* and *dpy-13* (Kamath et al., 2003). For *pos-1* and *hmr-1*, F1 embryos were scored for hatching three to five days after P0 animals were placed on RNAi bacteria. For *lin-29*, *nhr-23, lir-1,* and *dpy-13* animals were scored three days after commencement of feeding RNAi for vulval bursting, larval arrest, larval arrest, and shorter length (Dumpy), respectively.

### Transgenerational fertility and brood size assays

Wild-type and mutant *C. elegans* strains were maintained at 20**°**C prior to temperature-shift experiments. Animals were shifted to 25**°**C, or back to 20**°**C, as L1 larvae. For the brood-size assays, 10 L4 animals were picked to individual plates. A single progeny from each plate was selected and moved to a new plate at L4 stage for the following generation. If one or more of the animals was sterile, progeny were selected from one of the replicate plates to maintain the total number of broods scored for each generation at 10. To score the complete brood, each animal was moved to a fresh plate every day until egg-laying was complete. After allowing the progeny 2–3 days to develop, the total number of animals on each plate was counted.

For assessment of sperm viability, wild-type and *simr-1* mutant males were raised either at 20**°**C, a single generation at 25**°**C, or following 10 generations of growth at 25**°**C, and then mated to *fog-2* females raised at 20**°**C. Brood sizes were scored for 10 *fog-2* females, each mated to four wild-type or *simr-1* mutant males. Males were generated by heat shock and then maintained as a mating plate at 20**°**C for multiple generations prior to beginning temperature-shift experiments. Information regarding statistical analysis provided in Supplementary file 8.

For assessment of oocyte viability, wild-type and *simr-1* mutant hermaphrodites were raised either at 20**°**C, a single generation at 25**°**C, or following 10 generations of growth at 25**°**C, and then mated to four *pgl-1::gfp* males raised at 20**°**C. Brood sizes were scored for each of 10 wild-type or *simr-1* mutant hermaphrodites, mated to four *pgl-1::gfp* males. Only plates where all progeny were GFP positive were scored to ensure that the mating had occurred. Information regarding statistical analysis provided in Supplementary file 8.

### Reestablishing WAGO-class 22G-siRNA production

The *mutator* pathway was restored to WAGO-class 22G-siRNA-defective animals according to the crossing scheme in Figure 4B and as previously described (Phillips et al., 2015). The *unc-119* mutation was always present in the parental hermaphrodite strain to allow for unambiguous identification of cross vs. self progeny. F1 animals were singled to individual plates as L4 larvae and scored 2–3 days later for presence or absence of progeny.

### Western blots

For Western blots, proteins were resolved on 4–12% Bis-Tris polyacrylamide gels (ThermoFisher), transferred to nitrocellulose membranes, and probed with anti-FLAG 1:1,000 [M2 clone] (Sigma-Aldrich F1804), anti-actin 1:10,000 (Abcam ab3280), or anti-Myc 1:1,000 [9E10 clone] (ThermoFisher 13–2500). Secondary HRP antibodies were purchased from ThermoFisher.

### Small RNA and mRNA library preparation

Small RNAs (18 to 30-nt) were size selected on denaturing 15% polyacrylamide gels (BioRad 3450091) from total RNA samples. Small RNAs were treated with 5’ RNA polyphosphatase (Epicentre RP8092H) and ligated to 3’ pre-adenylated adapter with Truncated T4 RNA ligase (NEB M0373L). Small RNAs were then hybridized to the reverse transcription primer, ligated to the 5’ adapter with T4 RNA ligase (NEB M0204L), and reverse transcribed with Superscript III (ThermoFisher 18080–051). Small RNA libraries were amplified using Q5 High-Fidelity DNA polymerase (NEB M0491L) and size selected on a 10% polyacrylamide gel (BioRad 3450051).

For mRNA-seq library preparation, nuclease-free H_2_O was added to 7.5 μg of each RNA sample, extracted from whole animals, to a final volume of 100 μL. Samples were incubated at 65°C for 2 min then incubated on ice. The Dynabeads mRNA Purification Kit (ThermoFisher 61006) was used according to the manufacturer’s protocol. 20 μL of Dynabeads was used for each sample. 100 ng of each mRNA sample was used to prepare libraries with the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB E7760S) according to the manual, using NEBNext multiplex oligos for Illumina (NEB E7335S).

Library concentration was determined using the Qubit 1X dsDNA HS Assay kit (ThermoFisher Q33231) and quality was assessed using the Agilent BioAnalyzer. Libraries were sequenced on the Illumina NextSeq500 (SE 75 bp reads) platform.

### Bioinformatic analysis

For small RNA libraries, sequences were parsed from adapters using FASTQ/A Clipper (options: -Q33 -l 17 c -n -a TGGAATTCTCGGGTGCCAAGG) and quality filtered using the FASTQ Quality Filter (options: -Q33 -q 27 p 65) from the FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/), mapped to the *C. elegans* genome WS258 using Bowtie2 v. 2.2.2 (default parameters) (Langmead and Salzberg, 2012), and reads were assigned to genomic features using FeatureCounts (options: -t exon -g gene_id -O --fraction –largestOverlap) which is part of the Subread v. 1.5.1 package (Liao et al., 2014; Liao et al., 2013). For all analysis examining total small RNA levels mapping to genes, sequences were assigned to features in a modified version of the WS258 conical gene set GTF file where miRNAs and piRNAs were excluded. For mRNA libraries, sequences were parsed from adapters using Cutadapt v. 1.18 (options: -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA -m 17 --nextseq-trim=20 max-n 2) (Martin, 2011) and mapped to the *C. elegans* genome WS258 using HISAT2 v. 2.1.0 (options: -k 11) (Kim et al., 2015) and the transcriptome using Salmon v. 0.14.1 (options: -l A --validateMappings) (Patro et al., 2017). Differential expression analysis was done using DESeq2 v. 1.22.2 (Love et al., 2014). For both small RNA and mRNA-seq libraries, a two-fold-change cutoff and a DESeq2 adjusted p-value of ≤0.05 was required to identify genes with significant changes in small RNA or mRNA expression. For small RNA-seq libraries, all genes with differentially-expressed small RNAs also met the requirements of having at least 10 RPM in either wild-type or mutant libraries. *Mutator*-target genes, piRNA-target genes, and ERGO-1-target genes were defined as those whose total mapped small RNA levels were reduced by at least two-fold in *mut-16*, *prg-1,* and *ergo-1* mutants compared to wild-type, respectively, with at least 10 RPM in wild-type samples and a DESeq2 adjusted p-value of ≤0.05. PRG-1-independent *mutator* targets are a subset of the *mutator* targets for which the total mapped small RNA levels in *prg-1* mutants are either unchanged or increased relative to wild-type. CSR-1 target genes, ALG-3/4 target genes, spermatogenesis-enriched genes, and oogenesis-enriched genes were previously described (Lee et al., 2012; Conine et al., 2013; Reinke, 2004). All siRNA target genes are defined as all *C. elegans* genes with at least 10 RPM in wild-type or mutant small RNA libraries. Additional data analysis was done using R, Excel, and custom Python scripts. Venn diagrams were generated using BioVenn (Hulsen et al., 2008) and modified in Adobe Illustrator. Reads per million total reads were plotted along the WS258 genome using Integrative Genomics Viewer 2.3.90 (Thorvaldsdóttir et al., 2013; Robinson et al., 2011). Sequencing data is summarized in Supplementary file 9.

### Accession numbers

High-throughput sequencing data for RNA-sequencing libraries generated during this study are available through Gene Expression Omnibus (GSE138220 for preliminary *simr-1* small RNA, and *simr-1* mRNA sequencing data, GSE134573 for *mut-16* small RNA and mRNA sequencing data, and GSE145217 for *prg-1* and *ergo-1* small RNA sequencing data).

## Data Availability

High-throughput sequencing data for RNA-sequencing libraries generated during this study are available through Gene Expression Omnibus (GSE138220 for preliminary simr-1 small RNA, and simr-1 mRNA sequencing data, GSE134573 for mut-16 small RNA and mRNA sequencing data, and GSE145217 for prg-1 and ergo-1 small RNA sequencing data). The following datasets were generated: ManageKIRogersAKUebelCJAndersonDCArcaKBrownKCMontgomeryTAPhillipsCM2020A Tudor domain protein, SIMR-1, promotes siRNA production at piRNA-targeted mRNAs in C. elegansNCBI Gene Expression OmnibusGSE13822010.7554/eLife.56731PMC725580332338603 RogersAKPhillipsCM2020RNAi pathways repress reprogramming of C. elegans germ cells during heat stressNCBI Gene Expression OmnibusGSE13457310.1093/nar/gkaa174PMC719261732187370 RogersAKPhillipsCM2020The eri-6/7 gene locus is part of an autoregulatory mechanism that maintains proper levels of 22G-siRNAs in C. elegansNCBI Gene Expression OmnibusGSE145217

## References

[bib1] Andralojc KM, Campbell AC, Kelly AL, Terrey M, Tanner PC, Gans IM, Senter-Zapata MJ, Khokhar ES, Updike DL (2017). ELLI-1, a novel germline protein, modulates RNAi activity and P-granule accumulation in *Caenorhabditis elegans*. PLOS Genetics.

[bib2] Aravin AA, Sachidanandam R, Girard A, Fejes-Toth K, Hannon GJ (2007). Developmentally regulated piRNA clusters implicate MILI in transposon control. Science.

[bib3] Arribere JA, Bell RT, Fu BX, Artiles KL, Hartman PS, Fire AZ (2014). Efficient marker-free recovery of custom genetic modifications with CRISPR/Cas9 in *Caenorhabditis elegans*. Genetics.

[bib4] Ashe A, Sapetschnig A, Weick EM, Mitchell J, Bagijn MP, Cording AC, Doebley AL, Goldstein LD, Lehrbach NJ, Le Pen J, Pintacuda G, Sakaguchi A, Sarkies P, Ahmed S, Miska EA (2012). piRNAs can trigger a multigenerational epigenetic memory in the germline of *C. elegans*. Cell.

[bib5] Bagijn MP, Goldstein LD, Sapetschnig A, Weick EM, Bouasker S, Lehrbach NJ, Simard MJ, Miska EA (2012). Function, targets, and evolution *of Caenorhabditis elegans* piRNAs. Science.

[bib6] Barucci G, Cornes E, Singh M, Li B, Ugolini M, Samolygo A, Didier C, Dingli F, Loew D, Quarato P, Cecere G (2020). Small-RNA-mediated transgenerational silencing of histone genes impairs fertility in piRNA mutants. Nature Cell Biology.

[bib7] Batista PJ, Ruby JG, Claycomb JM, Chiang R, Fahlgren N, Kasschau KD, Chaves DA, Gu W, Vasale JJ, Duan S, Conte D, Luo S, Schroth GP, Carrington JC, Bartel DP, Mello CC (2008). PRG-1 and 21U-RNAs interact to form the piRNA complex required for fertility in *C. elegans*. Molecular Cell.

[bib8] Belicard T, Jareosettasin P, Sarkies P (2018). The piRNA pathway responds to environmental signals to establish intergenerational adaptation to stress. BMC Biology.

[bib9] Bessereau J-L (2006). Transposons in *C. elegans*. WormBook.

[bib10] Billi AC, Alessi AF, Khivansara V, Han T, Freeberg M, Mitani S, Kim JK (2012). *The Caenorhabditis elegans* HEN1 ortholog, HENN-1, methylates and stabilizes select subclasses of germline small RNAs. PLOS Genetics.

[bib11] Bolte S, Cordelières FP (2006). A guided tour into subcellular colocalization analysis in light microscopy. Journal of Microscopy.

[bib12] Boswell RE, Mahowald AP (1985). Tudor, a gene required for assembly of the germ plasm in Drosophila Melanogaster. Cell.

[bib13] Brangwynne CP, Eckmann CR, Courson DS, Rybarska A, Hoege C, Gharakhani J, Jülicher F, Hyman AA (2009). Germline P granules are liquid droplets that localize by controlled dissolution/condensation. Science.

[bib14] Brennecke J, Aravin AA, Stark A, Dus M, Kellis M, Sachidanandam R, Hannon GJ (2007). Discrete small RNA-generating loci as master regulators of transposon activity in *Drosophila*. Cell.

[bib15] Brenner S (1974). The genetics of *Caenorhabditis elegans*. Genetics.

[bib16] Brownlie JC, Whyard S (2004). CemaT1 is an active transposon within *the Caenorhabditis elegans* genome. Gene.

[bib17] Buckley BA, Burkhart KB, Gu SG, Spracklin G, Kershner A, Fritz H, Kimble J, Fire A, Kennedy S (2012). A nuclear argonaute promotes multigenerational epigenetic inheritance and germline immortality. Nature.

[bib18] Callebaut I, Mornon JP (1997). The human EBNA-2 coactivator p100: multidomain organization and relationship to the staphylococcal nuclease fold and to the tudor protein involved *in* Drosophila Melanogaster development. Biochemical Journal.

[bib19] Chen C, Nott TJ, Jin J, Pawson T (2011). Deciphering arginine methylation: tudor tells the tale. Nature Reviews Molecular Cell Biology.

[bib20] Claycomb JM, Batista PJ, Pang KM, Gu W, Vasale JJ, van Wolfswinkel JC, Chaves DA, Shirayama M, Mitani S, Ketting RF, Conte D, Mello CC (2009). The argonaute CSR-1 and its 22G-RNA cofactors are required for holocentric chromosome segregation. Cell.

[bib21] Claycomb JM (2014). Ancient endo-siRNA pathways reveal new tricks. Current Biology.

[bib22] Collins J, Forbes E, Anderson P (1989). The Tc3 family of transposable genetic elements in *Caenorhabditis elegans*. Genetics.

[bib23] Collins JJ, Anderson P (1994). The Tc5 family of transposable elements in *Caenorhabditis elegans*. Genetics.

[bib24] Conine CC, Moresco JJ, Gu W, Shirayama M, Conte D, Yates JR, Mello CC (2013). Argonautes promote male fertility and provide a paternal memory of germline gene expression in *C. elegans*. Cell.

[bib25] Cordeiro Rodrigues RJ, de Jesus Domingues AM, Hellmann S, Dietz S, de Albuquerque BFM, Renz C, Ulrich HD, Sarkies P, Butter F, Ketting RF (2019). PETISCO is a novel protein complex required for 21U RNA biogenesis and embryonic viability. Genes & Development.

[bib26] Corrêa RL, Steiner FA, Berezikov E, Ketting RF (2010). MicroRNA-directed siRNA biogenesis in *Caenorhabditis elegans*. PLOS Genetics.

[bib27] Das PP, Bagijn MP, Goldstein LD, Woolford JR, Lehrbach NJ, Sapetschnig A, Buhecha HR, Gilchrist MJ, Howe KL, Stark R, Matthews N, Berezikov E, Ketting RF, Tavaré S, Miska EA (2008). Piwi and piRNAs act upstream of an endogenous siRNA pathway to suppress Tc3 transposon mobility in the *Caenorhabditis elegans* germline. Molecular Cell.

[bib28] de Albuquerque BF, Luteijn MJ, Cordeiro Rodrigues RJ, van Bergeijk P, Waaijers S, Kaaij LJ, Klein H, Boxem M, Ketting RF (2014). PID-1 is a novel factor that operates during 21U-RNA biogenesis in *Caenorhabditis elegans*. Genes & Development.

[bib29] de Albuquerque BF, Placentino M, Ketting RF (2015). Maternal piRNAs are essential for germline development following de novo establishment of Endo-siRNAs in *Caenorhabditis elegans*. Developmental Cell.

[bib30] Dickinson DJ, Ward JD, Reiner DJ, Goldstein B (2013). Engineering the *Caenorhabditis elegans* genome using Cas9-triggered homologous recombination. Nature Methods.

[bib31] Dickinson DJ, Pani AM, Heppert JK, Higgins CD, Goldstein B (2015). Streamlined genome engineering with a Self-Excising drug selection cassette. Genetics.

[bib32] Dokshin GA, Ghanta KS, Piscopo KM, Mello CC (2018). Robust genome editing with short Single-Stranded and long*, partially Single-Stranded DNA donors in Caenorhabditis elegans*. Genetics.

[bib33] Eide D, Anderson P (1985). Transposition of Tc1 in the nematode *Caenorhabditis elegans*. PNAS.

[bib34] Fischer SE, Butler MD, Pan Q, Ruvkun G (2008). Trans-splicing *in C.* Elegans generates the negative RNAi regulator ERI-6/7. Nature.

[bib35] Fischer SE, Montgomery TA, Zhang C, Fahlgren N, Breen PC, Hwang A, Sullivan CM, Carrington JC, Ruvkun G (2011). The ERI-6/7 helicase acts at the first stage of an siRNA amplification pathway that targets recent gene duplications. PLOS Genetics.

[bib36] Friberg A, Corsini L, Mourão A, Sattler M (2009). Structure and ligand binding of the extended tudor domain of D. Melanogaster Tudor-SN. Journal of Molecular Biology.

[bib37] Friesen WJ, Massenet S, Paushkin S, Wyce A, Dreyfuss G (2001). SMN, the product of the spinal muscular atrophy gene, binds preferentially to dimethylarginine-containing protein targets. Molecular Cell.

[bib38] Gartner A, Milstein S, Ahmed S, Hodgkin J, Hengartner MO (2000). A conserved checkpoint pathway mediates DNA damage--induced apoptosis and cell cycle arrest in *C. elegans*. Molecular Cell.

[bib39] Gartner A, Boag PR, Blackwell TK (2008). Germline survival and apoptosis WormBook : The Online Review of *C. elegans*. Biology.

[bib40] Gibson DG, Young L, Chuang RY, Venter JC, Hutchison CA, Smith HO (2009). Enzymatic assembly of DNA molecules up to several hundred kilobases. Nature Methods.

[bib41] Gu W, Shirayama M, Conte D, Vasale J, Batista PJ, Claycomb JM, Moresco JJ, Youngman EM, Keys J, Stoltz MJ, Chen CC, Chaves DA, Duan S, Kasschau KD, Fahlgren N, Yates JR, Mitani S, Carrington JC, Mello CC (2009). Distinct argonaute-mediated 22G-RNA pathways direct genome surveillance in *the C.* elegans germline. Molecular Cell.

[bib42] Gumienny TL, Lambie E, Hartwieg E, Horvitz HR, Hengartner MO (1999). Genetic control of programmed cell death in *the Caenorhabditis* eleganshermaphrodite germline. Development.

[bib43] Gunawardane LS, Saito K, Nishida KM, Miyoshi K, Kawamura Y, Nagami T, Siomi H, Siomi MC (2007). A slicer-mediated mechanism for repeat-associated siRNA 5' end formation in *Drosophila*. Science.

[bib44] Han W, Sundaram P, Kenjale H, Grantham J, Timmons L (2008). *The Caenorhabditis elegans* rsd-2 and rsd-6 genes are required for chromosome functions during exposure to unfavorable environments. Genetics.

[bib45] Handler D, Olivieri D, Novatchkova M, Gruber FS, Meixner K, Mechtler K, Stark A, Sachidanandam R, Brennecke J (2011). A systematic analysis of Drosophila TUDOR domain-containing proteins identifies vreteno and the Tdrd12 family as essential primary piRNA pathway factors. The EMBO Journal.

[bib46] Houwing S, Kamminga LM, Berezikov E, Cronembold D, Girard A, van den Elst H, Filippov DV, Blaser H, Raz E, Moens CB, Plasterk RH, Hannon GJ, Draper BW, Ketting RF (2007). A role for piwi and piRNAs in germ cell maintenance and transposon silencing in zebrafish. Cell.

[bib47] Hulsen T, de Vlieg J, Alkema W (2008). BioVenn - a web application for the comparison and visualization of biological lists using area-proportional venn diagrams. BMC Genomics.

[bib48] Hutvagner G, Simard MJ (2008). Argonaute proteins: key players in RNA silencing. Nature Reviews Molecular Cell Biology.

[bib49] Kamath RS, Fraser AG, Dong Y, Poulin G, Durbin R, Gotta M, Kanapin A, Le Bot N, Moreno S, Sohrmann M, Welchman DP, Zipperlen P, Ahringer J (2003). Systematic functional analysis of the *Caenorhabditis elegans* genome using RNAi. Nature.

[bib50] Kamminga LM, van Wolfswinkel JC, Luteijn MJ, Kaaij LJ, Bagijn MP, Sapetschnig A, Miska EA, Berezikov E, Ketting RF (2012). Differential impact of the HEN1 homolog HENN-1 on 21U and 26G RNAs in the germline of *Caenorhabditis elegans*. PLOS Genetics.

[bib51] Kasper DM, Wang G, Gardner KE, Johnstone TG, Reinke V (2014). *The C.* elegans SNAPc component SNPC-4 coats piRNA domains and is globally required for piRNA abundance. Developmental Cell.

[bib52] Ketting RF, Haverkamp TH, van Luenen HG, Plasterk RH (1999). Mut-7 of *C. elegans*, required for transposon silencing and RNA interference, is a homolog of werner syndrome helicase and RNaseD. Cell.

[bib53] Ketting RF (2011). The many faces of RNAi. Developmental Cell.

[bib54] Ketting RF, Plasterk RH (2000). A genetic link between co-suppression and RNA interference in *C. elegans*. Nature.

[bib55] Kim D, Langmead B, Salzberg SL (2015). HISAT: a fast spliced aligner with low memory requirements. Nature Methods.

[bib56] Kirino Y, Kim N, de Planell-Saguer M, Khandros E, Chiorean S, Klein PS, Rigoutsos I, Jongens TA, Mourelatos Z (2009). Arginine methylation of piwi proteins catalysed by dPRMT5 is required for Ago3 and aub stability. Nature Cell Biology.

[bib57] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with bowtie 2. Nature Methods.

[bib58] Lee HC, Gu W, Shirayama M, Youngman E, Conte D, Mello CC (2012). *C.* elegans piRNAs mediate the genome-wide surveillance of germline transcripts. Cell.

[bib59] Levitt A, Emmons SW (1989). The Tc2 transposon in *Caenorhabditis elegans*. PNAS.

[bib60] Li W, Shaw JE (1993). A variant Tc4 transposable element in the *nematode C.* elegans could encode a novel protein. Nucleic Acids Research.

[bib61] Liao Y, Smyth GK, Shi W (2013). The subread aligner: fast, accurate and scalable read mapping by seed-and-vote. Nucleic Acids Research.

[bib62] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[bib63] Liu H, Wang JY, Huang Y, Li Z, Gong W, Lehmann R, Xu RM (2010a). Structural basis for methylarginine-dependent recognition of aubergine by tudor. Genes & Development.

[bib64] Liu K, Chen C, Guo Y, Lam R, Bian C, Xu C, Zhao DY, Jin J, MacKenzie F, Pawson T, Min J (2010b). Structural basis for recognition of arginine methylated piwi proteins by the extended tudor domain. PNAS.

[bib65] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biology.

[bib66] Luteijn MJ, van Bergeijk P, Kaaij LJ, Almeida MV, Roovers EF, Berezikov E, Ketting RF (2012). Extremely stable Piwi-induced gene silencing in *Caenorhabditis elegans*. The EMBO Journal.

[bib67] Marchler-Bauer A, Lu S, Anderson JB, Chitsaz F, Derbyshire MK, DeWeese-Scott C, Fong JH, Geer LY, Geer RC, Gonzales NR, Gwadz M, Hurwitz DI, Jackson JD, Ke Z, Lanczycki CJ, Lu F, Marchler GH, Mullokandov M, Omelchenko MV, Robertson CL, Song JS, Thanki N, Yamashita RA, Zhang D, Zhang N, Zheng C, Bryant SH (2011). CDD: a conserved domain database for the functional annotation of proteins. Nucleic Acids Research.

[bib68] Martin M (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet.journal.

[bib69] Mathioudakis N, Palencia A, Kadlec J, Round A, Tripsianes K, Sattler M, Pillai RS, Cusack S (2012). The multiple tudor domain-containing protein TDRD1 is a molecular scaffold for mouse piwi proteins and piRNA biogenesis factors. RNA.

[bib70] McMurchy AN, Stempor P, Gaarenstroom T, Wysolmerski B, Dong Y, Aussianikava D, Appert A, Huang N, Kolasinska-Zwierz P, Sapetschnig A, Miska EA, Ahringer J (2017). A team of heterochromatin factors collaborates with small RNA pathways to combat repetitive elements and germline stress. eLife.

[bib71] Montgomery TA, Rim YS, Zhang C, Dowen RH, Phillips CM, Fischer SE, Ruvkun G (2012). PIWI associated siRNAs and piRNAs specifically require the *Caenorhabditis elegans* HEN1 ortholog henn-1. PLOS Genetics.

[bib72] Ni JZ, Kalinava N, Chen E, Huang A, Trinh T, Gu SG (2016). A transgenerational role of the germline nuclear RNAi pathway in repressing heat stress-induced transcriptional activation in *C. elegans*. Epigenetics & Chromatin.

[bib73] Nishida KM, Okada TN, Kawamura T, Mituyama T, Kawamura Y, Inagaki S, Huang H, Chen D, Kodama T, Siomi H, Siomi MC (2009). Functional involvement of Tudor and dPRMT5 in the piRNA processing pathway in Drosophila germlines. The EMBO Journal.

[bib74] Paix A, Folkmann A, Rasoloson D, Seydoux G (2015). High efficiency, Homology-Directed genome editing in *Caenorhabditis elegans* using CRISPR-Cas9 ribonucleoprotein complexes. Genetics.

[bib75] Pak J, Fire A (2007). Distinct populations of primary and secondary effectors during RNAi in *C. elegans*. Science.

[bib76] Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nature Methods.

[bib77] Pek JW, Anand A, Kai T (2012). Tudor domain proteins in development. Development.

[bib78] Pettitt J, Crombie C, Schümperli D, Müller B (2002). *The Caenorhabditis elegans* histone hairpin-binding protein is required for core histone gene expression and is essential for embryonic and postembryonic cell division. Journal of Cell Science.

[bib79] Phillips CM, McDonald KL, Dernburg AF (2009). Cytological analysis of meiosis in *Caenorhabditis elegans*. Methods in Molecular Biology.

[bib80] Phillips CM, Montgomery TA, Breen PC, Ruvkun G (2012). MUT-16 promotes formation of perinuclear mutator foci required for RNA silencing in *the C.* elegans germline. Genes & Development.

[bib81] Phillips CM, Montgomery BE, Breen PC, Roovers EF, Rim YS, Ohsumi TK, Newman MA, van Wolfswinkel JC, Ketting RF, Ruvkun G, Montgomery TA (2014). MUT-14 and SMUT-1 DEAD box RNA helicases have overlapping roles in germline RNAi and endogenous siRNA formation. Current Biology.

[bib82] Phillips CM, Brown KC, Montgomery BE, Ruvkun G, Montgomery TA (2015). piRNAs and piRNA-Dependent siRNAs protect conserved and *essential C.* elegans genes from misrouting into the RNAi pathway. Developmental Cell.

[bib83] Ponting CP (1997). Tudor domains in proteins that interact with RNA. Trends in Biochemical Sciences.

[bib84] Reed KJ, Svendsen JM, Brown KC, Montgomery BE, Marks TN, Vijayasarathy T, Parker DM, Nishimura EO, Updike DL, Montgomery TA (2020). Widespread roles for piRNAs and WAGO-class siRNAs in shaping the germline transcriptome of *Caenorhabditis elegans*. Nucleic Acids Research.

[bib85] Reinke V (2004). Genome-wide germline-enriched and sex-biased expression profiles in *Caenorhabditis elegans*. Development.

[bib86] Ren R, Liu H, Wang W, Wang M, Yang N, Dong YH, Gong W, Lehmann R, Xu RM (2014). Structure and domain organization of Drosophila tudor. Cell Research.

[bib87] Reuter M, Chuma S, Tanaka T, Franz T, Stark A, Pillai RS (2009). Loss of the Mili-interacting tudor domain-containing protein-1 activates transposons and alters the Mili-associated small RNA profile. Nature Structural & Molecular Biology.

[bib88] Rezsohazy R (1997). Tc7*, a Tc1-hitch hiking transposon* in Caenorhabditis *elegans*. Nucleic Acids Research.

[bib89] Robert VJ, Sijen T, van Wolfswinkel J, Plasterk RH (2005). Chromatin and RNAi factors protect *the C.* elegans germline against repetitive sequences. Genes & Development.

[bib90] Robinson JT, Thorvaldsdóttir H, Winckler W, Guttman M, Lander ES, Getz G, Mesirov JP (2011). Integrative genomics viewer. Nature Biotechnology.

[bib91] Rogers AK, Phillips CM (2020). RNAi pathways repress reprogramming *of C.* elegans germ cells during heat stress. Nucleic Acids Research.

[bib92] Sakaguchi A, Sarkies P, Simon M, Doebley AL, Goldstein LD, Hedges A, Ikegami K, Alvares SM, Yang L, LaRocque JR, Hall J, Miska EA, Ahmed S (2014). *Caenorhabditis* elegans RSD-2 and RSD-6 promote germ cell immortality by maintaining small interfering RNA populations. PNAS.

[bib93] Schumacher B, Hanazawa M, Lee MH, Nayak S, Volkmann K, Hofmann ER, Hofmann R, Hengartner M, Schedl T, Gartner A (2005). Translational repression *of C.* elegans p53 by GLD-1 regulates DNA damage-induced apoptosis. Cell.

[bib94] Shen EZ, Chen H, Ozturk AR, Tu S, Shirayama M, Tang W, Ding YH, Dai SY, Weng Z, Mello CC (2018). Identification of piRNA binding sites reveals the argonaute regulatory landscape of *the C. elegans* Germline. Cell.

[bib95] Shirayama M, Seth M, Lee HC, Gu W, Ishidate T, Conte D, Mello CC (2012). piRNAs initiate an epigenetic memory of nonself RNA in *the C.* elegans germline. Cell.

[bib96] Shirayama M, Stanney W, Gu W, Seth M, Mello CC (2014). The vasa homolog RDE-12 engages target mRNA and multiple argonaute proteins to promote RNAi in *C. elegans*. Current Biology.

[bib97] Sievers F, Wilm A, Dineen D, Gibson TJ, Karplus K, Li W, Lopez R, McWilliam H, Remmert M, Söding J, Thompson JD, Higgins DG (2011). Fast, scalable generation of high-quality protein multiple sequence alignments using clustal omega. Molecular Systems Biology.

[bib98] Sijen T, Steiner FA, Thijssen KL, Plasterk RH (2007). Secondary siRNAs result from unprimed RNA synthesis and form a distinct class. Science.

[bib99] Simon M, Sarkies P, Ikegami K, Doebley AL, Goldstein LD, Mitchell J, Sakaguchi A, Miska EA, Ahmed S (2014). Reduced insulin/IGF-1 signaling restores germ cell immortality *to Caenorhabditis elegans* piwi mutants. Cell Reports.

[bib100] Söding J, Biegert A, Lupas AN (2005). The HHpred interactive server for protein homology detection and structure prediction. Nucleic Acids Research.

[bib101] Spracklin G, Fields B, Wan G, Becker D, Wallig A, Shukla A, Kennedy S (2017). The RNAi inheritance machinery of *Caenorhabditis elegans*. Genetics.

[bib102] Subramanian B, Gao S, Lercher MJ, Hu S, Chen WH (2019). Evolview v3: a webserver for visualization, annotation, and management of phylogenetic trees. Nucleic Acids Research.

[bib103] Tabara H, Sarkissian M, Kelly WG, Fleenor J, Grishok A, Timmons L, Fire A, Mello CC (1999). The rde-1 gene, RNA interference, and transposon silencing in *C. elegans*. Cell.

[bib104] Tang W, Tu S, Lee HC, Weng Z, Mello CC (2016). The RNase PARN-1 trims piRNA 3' Ends to promote transcriptome surveillance in *C. elegans*. Cell.

[bib105] Thorvaldsdóttir H, Robinson JT, Mesirov JP (2013). Integrative genomics viewer (IGV): high-performance genomics data visualization and exploration. Briefings in Bioinformatics.

[bib106] Tijsterman M, May RC, Simmer F, Okihara KL, Plasterk RH (2004). Genes required for systemic RNA interference in *Caenorhabditis elegans*. Current Biology.

[bib107] Tsai HY, Chen CC, Conte D, Moresco JJ, Chaves DA, Mitani S, Yates JR, Tsai MD, Mello CC (2015). A ribonuclease coordinates siRNA amplification and mRNA cleavage during RNAi. Cell.

[bib108] Uebel CJ, Anderson DC, Mandarino LM, Manage KI, Aynaszyan S, Phillips CM (2018). Distinct regions of the intrinsically disordered protein MUT-16 mediate assembly of a small RNA amplification complex and promote phase separation of mutator foci. PLOS Genetics.

[bib109] Vagin VV, Wohlschlegel J, Qu J, Jonsson Z, Huang X, Chuma S, Girard A, Sachidanandam R, Hannon GJ, Aravin AA (2009). Proteomic analysis of murine piwi proteins reveals a role for arginine methylation in specifying interaction with tudor family members. Genes & Development.

[bib110] Vastenhouw NL, Fischer SE, Robert VJ, Thijssen KL, Fraser AG, Kamath RS, Ahringer J, Plasterk RH (2003). A genome-wide screen identifies 27 genes involved in transposon silencing in *C. elegans*. Current Biology.

[bib111] Wallis DC, Nguyen DAH, Uebel CJ, Phillips CM (2019). Visualization and quantification of transposon activity in *Caenorhabditis elegans* RNAi Pathway Mutants. G3: Genes, Genomes, Genetics.

[bib112] Wan G, Fields BD, Spracklin G, Shukla A, Phillips CM, Kennedy S (2018). Spatiotemporal regulation of liquid-like condensates in epigenetic inheritance. Nature.

[bib113] Wang G, Reinke V (2008). *A C.* elegans piwi, PRG-1, regulates 21U-RNAs during spermatogenesis. Current Biology.

[bib114] Ward JD (2015). Rapid and precise engineering of *the Caenorhabditis elegans* genome with lethal mutation co-conversion and inactivation of NHEJ repair. Genetics.

[bib115] Webster A, Li S, Hur JK, Wachsmuth M, Bois JS, Perkins EM, Patel DJ, Aravin AA (2015). Aub and Ago3 are recruited to nuage through two mechanisms to form a Ping-Pong complex assembled by krimper. Molecular Cell.

[bib116] Wedeles CJ, Wu MZ, Claycomb JM (2013). Protection of germline gene expression by *the C.* elegans argonaute CSR-1. Developmental Cell.

[bib117] Weick E-M, Sarkies P, Silva N, Chen RA, Moss SMM, Cording AC, Ahringer J, Martinez-Perez E, Miska EA (2014). PRDE-1 is a nuclear factor essential for the biogenesis of ruby motif-dependent piRNAs in *C. elegans*. Genes & Development.

[bib118] Weick EM, Miska EA (2014). piRNAs: from biogenesis to function. Development.

[bib119] Wu WS, Huang WC, Brown JS, Zhang D, Song X, Chen H, Tu S, Weng Z, Lee HC (2018). pirScan: a webserver to predict piRNA targeting sites and to avoid transgene silencing in *C. elegans*. Nucleic Acids Research.

[bib120] Wu WS, Brown JS, Chen TT, Chu YH, Huang WC, Tu S, Lee HC (2019). piRTarBase: a database of piRNA targeting sites and their roles in gene regulation. Nucleic Acids Research.

[bib121] Yang H, Zhang Y, Vallandingham J, Li H, Li H, Florens L, Mak HY (2012). The RDE-10/RDE-11 complex triggers RNAi-induced mRNA degradation by association with target mRNA in *C. elegans*. Genes & Development.

[bib122] Yang H, Vallandingham J, Shiu P, Li H, Hunter CP, Mak HY (2014). The DEAD box helicase RDE-12 promotes amplification of RNAi in cytoplasmic foci in *C. elegans*. Current Biology.

[bib123] Yigit E, Batista PJ, Bei Y, Pang KM, Chen C-CG, Tolia NH, Joshua-Tor L, Mitani S, Simard MJ, Mello CC (2006). Analysis of *the C.* elegans argonaute family reveals that distinct argonautes act sequentially during RNAi. Cell.

[bib124] Yuan JY, Finney M, Tsung N, Horvitz HR (1991). Tc4, *a Caenorhabditis elegans* transposable element with an unusual fold-back structure. PNAS.

[bib125] Zeng C, Weng C, Wang X, Yan Y-H, Li W-J, Xu D, Hong M, Liao S, Dong M-Q, Feng X, Xu C, Guang S (2019). Functional proteomics identifies a PICS complex required for piRNA maturation and chromosome segregation. Cell Reports.

[bib126] Zhang C, Montgomery TA, Gabel HW, Fischer SE, Phillips CM, Fahlgren N, Sullivan CM, Carrington JC, Ruvkun G (2011). mut-16 and other mutator class genes modulate 22G and 26G siRNA pathways in *Caenorhabditis elegans*. PNAS.

[bib127] Zhang C, Montgomery TA, Fischer SE, Garcia SM, Riedel CG, Fahlgren N, Sullivan CM, Carrington JC, Ruvkun G (2012). *The Caenorhabditis elegans* RDE-10/RDE-11 complex regulates RNAi by promoting secondary siRNA amplification. Current Biology.

[bib128] Zhang H, Liu K, Izumi N, Huang H, Ding D, Ni Z, Sidhu SS, Chen C, Tomari Y, Min J (2017). Structural basis for arginine methylation-independent recognition of PIWIL1 by TDRD2. PNAS.

[bib129] Zhang D, Tu S, Stubna M, Wu WS, Huang WC, Weng Z, Lee HC (2018a). The piRNA targeting rules and the resistance to piRNA silencing in endogenous genes. Science.

[bib130] Zhang Y, Liu W, Li R, Gu J, Wu P, Peng C, Ma J, Wu L, Yu Y, Huang Y (2018b). Structural insights into the sequence-specific recognition of Piwi by *Drosophila* Papi. PNAS.

How the deposited data were processed for this re-analysis (not part of the article)

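Small RNA libraries of wild-type and *simr-1* animals at 20°C and after 1, 2, 7 and 10 generations at 25°C (2 libraries per group, 20 in total), small RNA libraries of 14 strains at 20°C (1 library each) and mRNA libraries of the same 10 groups as the replicated small RNAs (3 per group, 30 in total) were analysed. Conditions and replicate numbers were taken from the sample labels. Stage, temperature and generation follow these labels and the paper's Supplementary file 9. For the *math-33* library the labels give day 1 adults and Supplementary file 9 gives asynchronous 1-day-old adults.

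For small RNAs the authors clipped adapters and filtered reads by quality with the FASTX-Toolkit, mapped them to the WS258 genome with Bowtie2, which reports 1 alignment per read, and counted them on genes with featureCounts, without strand and on an annotation from which, the paper states, miRNAs and piRNAs were excluded (the reference lists 1 gene of the tables as a miRNA). With the stated options a read goes to the gene it overlaps most and is divided between genes with equal overlap, so the deposited values are expected counts of which between 91.8% and 95.9% are whole numbers. For mRNA the authors trimmed adapters with Cutadapt, used HISAT2 and Salmon, and deposited estimated counts by gene name, of which between 95.0% and 97.0% are whole. The paper's text does not name which of the latter tools gave these values. No normalization had been applied to either kind of count.

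The small RNA tables hold 31106 genes. The mRNA tables hold 46970 lines, of which 1066 repeat a gene name. Values of the same name were summed, which left 45904 names, and 45645 of these were paired with a gene ID. Expected counts were rounded to whole numbers for the tests. Gene coordinates are those of the deposited tables (WS258). Of 30911 small RNA genes also in the WBcel235 annotation, 16292 have identical start and end. Histone classes were read from the product names in the reference annotation. Counts per library lay between 2835252 and 12893224 (median 5036559) for the replicated small RNAs, between 2392511 and 50329478 (median 3460785) for the single libraries and between 8055126 and 38633453 (median 16807425) for mRNA. At the minimum of 10 RPM a gene has few reads in the smallest libraries, so small fold changes near this level are imprecise.

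Small RNA levels are given per 1000000 genome-mapped reads of Supplementary file 9 (RPM) and mRNA levels as TMM-normalized counts per 1000000 (CPM). For ratios, 0.5 RPM or CPM was added (0.05 as an alternative). Changes between groups were tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM normalization, on genes with at least 10 counts summed over the compared libraries, with only the compared groups in the model and no replicate block. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and at least a 2-fold change, and for small RNAs with at least 10 RPM in the mean of either group. At generations 2, 7 and 10 a gene was called when changed in the same direction against wild-type of the same generation and of generation 1. Differences in the *simr-1* effect between conditions were tested with an edgeR interaction term at the same limits. Medians of gene sets were compared between libraries with exact permutation tests (smallest two-sided p 0.33 for 2 against 2 and 0.1 for 3 against 3), placed among 10000 random lists matched on expression in 20 bins, and given a 95% binomial interval over genes where only 1 library per strain was used. Overlaps were tested with Fisher's exact test, two-sided. DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were also used.

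The text names the mutated genes, Y47H10A.5, histone genes by class and the 5 reduced predicted piRNA targets of Supplementary file 4. For small RNA and mRNA, at 20°C and generation 10, it also names the 2 genes with the largest rise and the 2 with the largest fall among called genes whose *simr-1* libraries all lie on one side of all wild-type libraries. Others were named after their values were seen, as the text says.

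Same-numbered libraries were treated as pairs only in the alternative with a replicate block, since the pairing comes from the replicate numbers of the labels. The paper says that wild-type was grown at 25°C in parallel to *simr-1*, and its text does not say which cultures share a number. Correlations of their deviations from the group means were computed over genes with a mean of at least 10 CPM. The other alternatives were DESeq2 with and without shrunken fold changes, DESeq2's size factors, library size only, other filters on low counts and low levels, no fold-change limit, other wild-type controls, other definitions of the MUT-16-dependent genes, other backgrounds and leaving out each library in turn. The crossed pairing at generation 10, the scaling of small RNAs at histone genes to reads counted on genes and the library-size scaling of mRNA medians over genes with changed small RNAs were chosen after the data were seen.

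The procedures were tested on simulated data with 200 genes changed 4-fold. The dispersion was fixed at 0.05 for small RNAs and 0.1 for mRNA and was not estimated from the libraries. The edgeR test recovered 200 of 200 for small RNAs (2 false calls among 15397 genes) and 196 of 200 for mRNA (12 among 14619). The interaction test recovered 152 of 200 among 17017 genes and 122 of 200 among 15834. DESeq2 recovered 199 in each assay. In a test of the random lists over 6689 genes, a list shifted by −0.5 lay at percentile 0.03 and a list without shift at 41.84.

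piRNA levels were not analysed, since the small RNA tables hold 0 piRNA genes. The paper's lists of target genes and its other small RNA libraries were not used here.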

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

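No test in this part was chosen only after the result it measures was seen, but *eri-6* was singled out after its values were seen, and the test of genes close to the 2-fold cutoff was written once the counts of changed genes were known.

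The effect of *simr-1* on small RNAs differed between conditions. By edgeR's interaction test (Benjamini-Hochberg adjusted p of at most 0.05 and at least a 2-fold difference), 4183 of 16976 genes had another *simr-1* effect after 1 generation at 25°C than at 20°C, with 2597 lower and 1586 higher. Between generation 1 and generation 10 at 25°C, 2877 of 15953 genes differed. DESeq2 gave 2901 and 2096 genes. The split of the first contrast depended on the filter, with 3146 lower and 817 higher genes when no filter on low counts was used. Both contrasts include generation 1, where 2512 genes were enriched for small RNAs in *simr-1*, and 4 technical explanations were tested for that number. Scaled only to mapped reads there were 4046 enriched genes, but a fit shared by all 10 groups gave 1536 depleted and 1356 enriched genes and filterByExpr 1516 and 1513, so the excess of enriched genes depends on normalization and filter. With the libraries thinned to one total there were 1542 depleted and 1314 enriched genes. Depleted genes rose from 1316, which a loss of depth alone would not give. The count filter and the TMM factors were computed anew on the thinned counts, so this test does not separate depth from normalization and filter. With each comparison thinned to its own smallest library (2835195 counts at generation 1 and 3832408 at 20°C), 2856 and 1070 genes changed, so the shallower comparison had more of them and depth does not account for the larger response. Of the enriched genes, 1093 lay within 0.25 (log2) of the cutoff, where small shifts decide a call. Wild-type libraries of generation 7 differed from wild-type of generation 1 at 1288 genes, against 352 genes for the same contrast in *simr-1*. In the pair of wild-type libraries of generation 1, 43.5% and 42.4% of mapped reads fell on genes, and in those of generation 2, 43.2% and 41.1%, while *simr-1* at generation 2 had 50.8% and 45.3%. The remaining libraries of this set had between 58.7% and 69.4%. The larger response at generation 1 therefore cannot be told apart from unusual wild-type libraries of this generation. Normalization, filter, thinning and genes close to the cutoff bear on how many of the changed genes were enriched. With 2 libraries per group, other splits of the libraries were not counted for small RNAs.

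For mRNA, 3883 of 16899 genes differed in their *simr-1* effect between 20°C and generation 1, and 3290 of 17683 between generations 1 and 10 (edgeR's interaction test with the same limits). With each library left out in turn the numbers ran from 3598 to 3925 and from 2848 to 3314. In 2 of the 32 arrangements of splits that part the same-numbered libraries, the real one included, the first contrast gave at least as many genes, and in 6 of 32, again with the real one, the second did. The largest other arrangement gave 4200 genes in the first contrast and 6960 in the second, and in each of them the genotype labels of one condition were exchanged. The arrangements that kept the real split of generation 1 gave between 3217 and 4200 genes in the first contrast and between 3178 and 6960 in the second, while those with another split of generation 1 gave at most 28 and 173. The number thus rests on the wild-type and *simr-1* libraries of generation 1, where 4833 genes changed.

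Several explanations were tested for the mRNA response at generation 1. Scaled to library size only, 5185 genes changed, and with libraries thinned to one total 4557, so neither normalization nor depth removes it. Marker families were used to look for a difference in stage or tissue content. The median log2 fold change was 0.21 for the *msp-* genes of sperm, 0.95 for the *vit-* genes of yolk and −0.56 for *col-* collagen genes. Each was under the 2-fold change set as the limit, the yolk genes by a narrow margin. The *vit-* medians of single libraries were still apart, from 0.74 to 1.15 in *simr-1* and from −0.48 to 0.28 in wild-type. The *col-* medians were too, from −0.28 to −0.25 and from −0.08 to 0.03 (exact permutation p = 0.10 for each family). Those of *msp-* genes overlapped (exact p = 0.4). A difference in stage or tissue content is therefore not excluded. Wild-type of generation 7 differed from wild-type of generation 1 at 5379 genes, against 1660 genes for *simr-1*. The response may therefore belong to the wild-type animals of generation 1 as much as to the mutants, and the present libraries cannot tell these apart.

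The response of wild-type to temperature was large. Between 20°C and generation 1 at 25°C, 2235 genes changed in small RNAs (963 lower, 1272 higher) and 6609 in mRNA (1366 lower, 5243 higher). In *simr-1* the same comparison gave 690 and 2092 genes. The direction for small RNAs depended on the scaling, since scaled to mapped reads 4026 genes fell and 659 rose and the median of all genes moved from 0.07 to −0.79. For mRNA the median of all genes was 0.28, and 0.43 when scaled to library size only. Of the 4 splits of the mRNA libraries that part same-numbered pairs, 1 (the real split) gave 6609 genes, and the others gave 0 (38 to 58 at an unadjusted p under 0.05). The 6 remaining splits keep a same-numbered pair together and also gave 0 genes (30 to 61 at an unadjusted p under 0.05). The same wild-type libraries of generation 1 enter here, so an unusual state of these libraries (1288 and 5379 genes changed against generation 7) may explain a part of the response. A response to temperature is the biological reading, and it cannot be told apart from a difference between these libraries.

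A single gene took an unusual share of the small RNAs of one group. *eri-6* (WBGene00016561, chromosome I, 4457383 to 4469461, plus strand, protein-coding) is not discussed by the paper. In wild-type between 1.12% and 2.46% of the counts of each replicated library fell on it, and in *simr-1* between 0.538% and 1.58% at 20°C and after 1, 2 and 7 generations. After 10 generations the *simr-1* libraries had 6.88% (95% Wilson interval 6.86% to 6.90%) and 10.3% (10.3% to 10.4%), a mean of 8.6%. These intervals cover counting error only, and the replicates differ by far more. In RPM the level rose from 11600 ± 417 to 52800 ± 15700 (SD, n = 2), a log2 fold change of 2.13 (standard error 0.16, adjusted p = 9.3e-07, edgeR), whereas at the other points it fell, with log2 fold changes of −1.08, −1.09, −1.53 and −0.83. Whether the effect at *eri-6* differs between generations was not tested for this gene alone. When *eri-6* was taken out before normalization, 1843 genes changed at generation 10 (1684 lower, 159 higher), against 1670 lower and 167 higher with it, so the gene does not shape the other calls by its size. Reads of the overlapping gene *sosi-1* rose by a log2 ratio of 0.93, close to the 2-fold rise set as the limit, but from 192 to 367 RPM, which is little beside the level of *eri-6*. The overlapping *linc-104* fell (log2 ratio −1.87). Reads in this region are not separated by strand, and the wild-type, *mut-16* and *math-33* libraries without replicates had 6.62%, 7.50% and 18.5%, so a high share is not particular to *simr-1*. The rise at generation 10 rests on 2 libraries and was found and tested on the same data, so it stays a hypothesis, and no biological explanation was tested for it.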

How the results depend on the processing

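Of the tests in this part, the one with crossed replicate numbers was chosen only after the correlation of the libraries had been seen. The scaling of *his-* small RNAs to the reads counted on genes, and that of the mRNA medians of genes with changed small RNAs to library size only, were also chosen after the data were seen. The test on thinned libraries was written before its result was seen. The other alternatives were chosen before the data were examined. A count of genes was taken as changed when it moved by more than a factor of 1.5, and a median when it moved by more than its SD over libraries or, for libraries without a replicate, beyond its 95% interval over genes. By this measure 723 values of the main comparisons under an alternative stayed and 224 changed. The cause was not tested for any change given here, and each changed value is followed in parentheses by the value as reported.

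Leaving out the 2-fold cutoff changed 34 of 38 counts. Genes depleted of small RNAs numbered 1713 (856) at 20°C, 1920 (1266) at generation 2 and 2274 (1210) at generation 7, and enriched genes 1805 (246) at 20°C, 4523 (2512) at generation 1, 2955 (279) at generation 2, 2362 (137) at generation 7 and 3463 (167) at generation 10. Against both wild-type controls depleted genes numbered 1664 (1015) at generation 2 and 1421 (925) at generation 7 and enriched genes 2196 (156) at generation 2, 2207 (104) at generation 7 and 3128 (95) at generation 10. Genes with reduced mRNA numbered 1748 (176) at 20°C, 5963 (3535) at generation 1, 3654 (964) at generation 2, 2049 (253) at generation 7 and 4229 (1507) at generation 10, and increased genes 1484 (279) at 20°C, 5180 (1298) at generation 1, 3911 (2161) at generation 2, 2529 (1320) at generation 7 and 3514 (375) at generation 10. Against both controls reduced genes numbered 2473 (525) at generation 2, 1070 (199) at generation 7 and 2245 (544) at generation 10, increased genes 3184 (1946) at generation 2, 1430 (747) at generation 7 and 2271 (244) at generation 10, and 143 (66) reduced and 216 (130) increased genes were exclusive to generation 10. Between wild-type at generation 1 and at 20°C, 3473 (963) genes lost and 2048 (1272) gained small RNAs, and 5047 (1366) lost mRNA.

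Without the minimum of 10 RPM, depleted genes numbered 2046 (856) at 20°C, 3945 (1316) at generation 1, 3166 (1266) at generation 2, 2690 (1210) at generation 7 and 3256 (1670) at generation 10, and enriched genes 444 (246) at 20°C, 802 (279) at generation 2, 551 (137) at generation 7 and 393 (167) at generation 10. Against both controls depleted genes numbered 2419 (1015) at generation 2, 2119 (925) at generation 7 and 2168 (956) at generation 10 and enriched genes 406 (156) at generation 2. In wild-type 1688 (963) genes lost and 3528 (1272) gained small RNAs with temperature. With a minimum of 10 CPM, genes with reduced mRNA numbered 42 (176) at 20°C, 1087 (3535) at generation 1, 322 (964) at generation 2, 45 (253) at generation 7 and 301 (1507) at generation 10, and increased genes 35 (279) at 20°C, 735 (1298) at generation 1, 307 (2161) at generation 2, 105 (1320) at generation 7 and 86 (375) at generation 10. Against both controls reduced genes then numbered 176 (525) at generation 2, 35 (199) at generation 7 and 74 (544) at generation 10, and increased genes 279 (1946) at generation 2, 73 (747) at generation 7 and 55 (244) at generation 10. Genes exclusive to generation 10 were 7 (66) reduced and 32 (130) increased ones, and in wild-type 805 (1366) genes fell and 1717 (5243) rose with temperature. The median mRNA change of *his-* genes with at least 10 CPM was 0.43 (0.01) at generation 1 and 0.33 (0.10) at generation 10.

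Scaling to library size alone changed 9 of 55 values. Genes enriched for small RNAs numbered 4046 (2512) at generation 1 and 1627 (279) at generation 2, and against both controls 8.6e+02 (156) at generation 2 after rounding. In wild-type 4026 (963) genes fell and 659 (1272) rose with temperature. Enriched genes then made up 79.7% of the changed genes at generation 1 in place of 65.6%, 62.6% at generation 2 in place of 18.1%, and 14.1% in wild-type with temperature in place of 56.9%. The number of *his-* genes reduced in mRNA against wild-type of the same generation, as for all such numbers in this part, was 1 (2) at generation 2, and the median over *his-* mRNAs turned positive, 0.17 (−0.03) at generation 2. The median mRNA change at 20°C was 0.18 (0.07) for genes depleted of small RNAs and −0.14 (−0.24) for enriched genes. DESeq2's size factors changed 1 of 54 values, the median mRNA change of genes enriched for small RNAs, −0.26 (−0.24). Testing all genes with a count changed 2 of 42 values, the enriched genes at generation 2 against wild-type of the same generation, 636 (279), and against both controls, 271 (156). With edgeR's filterByExpr 2 of 38 values changed, the enriched genes, which numbered 1513 (2512) at generation 1, and the genes reduced exclusively at generation 10, 32 (66). A shared fit of all 10 groups changed 2 of 38 values, the enriched genes, which numbered 1356 (2512) at generation 1 and 736 (279) at generation 2.

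With DESeq2 in place of edgeR 4 of 52 values changed, namely the genes increased in mRNA, 169 (279) at 20°C, those reduced against both controls, 327 (544) at generation 10, those of them exclusive to generation 10, 34 (66), and the *his-* genes reduced, 1 (4) at generation 10. With DESeq2's shrunken fold changes 16 of 52 changed. Genes reduced in mRNA then numbered 79 (176) at 20°C, 109 (253) at generation 7 and 442 (1507) at generation 10 and increased genes 73 (279) at 20°C, 506 (1320) at generation 7 and 186 (375) at generation 10. Reduced genes against both controls numbered 86 (199) at generation 7 and 151 (544) at generation 10 and increased genes 390 (747) at generation 7 and 131 (244) at generation 10, of which 13 (66) reduced and 56 (130) increased ones were exclusive to generation 10. Reduced *his-* genes numbered 4 (9) at 20°C, 1 (2) at generation 2 and 0 (4) at generation 10, where 5 were lower at an unadjusted p under 0.05 in the last case. The median mRNA change over genes enriched for small RNAs was −0.24 (−0.24), a shift above the SD but too small to show at this rounding. With wild-type of the same generation as the only control, 9 of 14 counts changed. Depleted genes numbered 1670 (956) at generation 10, enriched genes 279 (156) at generation 2 and 167 (95) at generation 10, genes reduced in mRNA 964 (525) at generation 2 and 1507 (544) at generation 10 and increased genes 1320 (747) at generation 7 and 375 (244) at generation 10, with 736 (66) reduced and 211 (130) increased genes exclusive to generation 10.

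The median over the MUT-16-dependent genes depended on the scaling and on how the genes were chosen. With TMM-normalized counts it was −0.59 (−0.66) at 20°C, −1.55 (−0.88) at generation 1, −1.10 (−0.81) at generation 2, −1.05 (−1.27) at generation 7 and −1.43 (−1.30) at generation 10, and in the single libraries −3.06 (−2.69) in *mut-16*, −2.44 (−2.07) in *nyn-1; nyn-2*, −1.94 (−1.63) in *rde-8*, −1.29 (−0.77) in *wago-1*, −1.05 (−0.82) in *simr-1*, −0.27 (−0.37) in *math-33*, −0.24 (−0.09) in *rsd-2*, −0.18 (−0.09) in *hgo-1*, −0.05 (−0.01) in *hpo-40*, −0.08 (−0.23) in C33G3.6, 0.02 (0.06) in F37C4.5 and −0.13 (−0.05) in Y57G11C.3. The median over *his-* genes was 0.95 (0.87) at 20°C, 1.27 (1.70) at generation 1 and 1.21 (0.95) at generation 7, and 0.18 (0.40) in *simr-1*, 0.38 (0.72) in *nyn-1; nyn-2*, −0.75 (−0.41) in *mut-16*, −0.38 (−0.24) in *rsd-2*, −0.20 (−0.11) in *hgo-1* and −0.20 (0.26) in *wago-1*, where *wago-1* changed sign. Scaled to the reads counted on genes, the median over the MUT-16-dependent genes was −0.72 (−0.66) at 20°C, −1.42 (−0.88) at generation 1, −1.01 (−0.81) at generation 2, −1.29 (−1.27) at generation 7 and −1.41 (−1.30) at generation 10. That over *his-* genes was 0.82 (0.87) at 20°C and 1.38 (1.70) at generation 1. In the single libraries the median over the MUT-16-dependent genes was −2.63 (−2.69) in *mut-16*, −1.97 (−2.07) in *nyn-1; nyn-2*, −0.82 (−0.97) in *simr-1; hpo-40*, −0.20 (−0.37) in *math-33*, −0.05 (−0.09) in *rsd-2*, 0.00 (−0.09) in *hgo-1*, 0.02 (−0.01) in *hpo-40*, 0.12 (−0.23) in C33G3.6, 0.09 (0.06) in F37C4.5 and −0.03 (−0.05) in Y57G11C.3, with a change of sign in *hpo-40* and C33G3.6. Over genes with at least 50 RPM in wild-type the median was −0.54 (−0.66) at 20°C, −0.78 (−0.88) at generation 1, −1.30 (−1.27) at generation 7 and −1.54 (−1.30) at generation 10, and −2.86 (−2.69) in *mut-16*, −2.17 (−2.07) in *nyn-1; nyn-2*, −1.11 (−0.77) in *wago-1*, −0.65 (−0.82) in *simr-1*, −0.77 (−0.97) in *simr-1; hpo-40*, −0.12 (−0.09) in *hgo-1*, −0.28 (−0.23) in C33G3.6 and 0.09 (0.06) in F37C4.5. Genes chosen against the replicated wild-type libraries had medians of −0.63 (−0.66) at 20°C, −1.07 (−1.27) at generation 7 and −1.20 (−1.30) at generation 10, and −2.64 (−2.69) in *mut-16*, −1.92 (−2.07) in *nyn-1; nyn-2*, −1.41 (−1.63) in *rde-8*, −0.55 (−0.77) in *wago-1*, −0.68 (−0.82) in *simr-1*, −0.26 (−0.37) in *math-33*, −0.04 (−0.09) in *rsd-2*, −0.02 (−0.09) in *hgo-1*, −0.10 (−0.23) in C33G3.6, 0.08 (0.06) in F37C4.5 and −0.02 (−0.05) in Y57G11C.3. A pseudocount of 0.05 RPM gave −0.68 (−0.66) at 20°C, −1.36 (−1.27) at generation 7 and −1.44 (−1.30) at generation 10 and −2.80 (−2.69) in *mut-16*. For *his-* genes it gave 0.89 (0.87) at 20°C and 1.95 (1.70) at generation 1. Measured against wild-type of generation 1, the median over the MUT-16-dependent genes was −1.20 (−1.27) at generation 7 and −1.55 (−1.30) at generation 10. *his-* genes with at least 10 RPM had medians of 1.41 (0.87) at 20°C, 3.33 (1.70) at generation 1, 2.57 (1.31) at generation 2, 1.81 (0.95) at generation 7 and 1.02 (0.62) at generation 10, and 1.80 (0.40) in *simr-1*, 1.48 (1.04) in *rde-8*, 0.91 (0.72) in *nyn-1; nyn-2*, 1.42 (0.26) in *hpo-40*, 1.35 (0.36) in *simr-1; hpo-40*, 0.03 (−0.41) in *mut-16*, −0.10 (−0.24) in *rsd-2*, −0.09 (−0.20) in F37C4.5 and 0.07 (−0.03) in Y57G11C.3, with a change of sign in *mut-16* and Y57G11C.3. In the replicated libraries the medians over the MUT-16-dependent genes were negative and those over *his-* small RNAs positive under each alternative run for them.

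With each library left out in turn, 17 of 284 values changed. The genes at least 2-fold higher in small RNAs at generation 2, counted with no test because 1 library remained in a group, ran from 788 to 2201 across the 4 fits that each left out one replicate, against 1478 with all. Across 4 such fits the median over the MUT-16-dependent genes ran from −0.67 to −0.64 at 20°C, from −1.31 to −1.24 at generation 7 and from −1.34 to −1.26 at generation 10. That over *his-* small RNAs ran from 0.81 to 0.87 at 20°C, from 0.87 to 1.02 at generation 7 and from 0.48 to 0.62 at generation 10. The median mRNA change of genes enriched for small RNAs ran from −0.26 to −0.19 across the 6 fits that each left out one replicate. For mRNA, leave-one-out gave from 137 to 187 reduced and from 186 to 257 increased genes at 20°C across 6 fits, the latter all below the 279 of the full data. At generation 1 it gave from 3297 to 3420 reduced and from 1245 to 1324 increased genes, and at generation 10 against both controls, across 9 fits, from 489 to 547 and from 216 to 306. Leaving out replicates was not run as a test for small RNAs, neither for the interaction, the rule of both controls nor the temperature comparison of wild-type, because 1 library would be left in a group. The alternatives for piRNA levels were not run, since the tables analysed hold 0 piRNA genes.

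Labels give the groups the same replicate numbers, and a fit with the replicate number as a block changed none of 54 values by these measures. The correlation across genes of the deviations of same-numbered libraries was small for small RNAs at 20°C (0.082), at generation 1 (−0.033) and between the wild-type groups (−0.041), and for mRNA at 20°C (0.088) and at generation 1 (−0.082). With the block 858 genes were depleted of and 251 enriched for small RNAs at 20°C, 1318 and 2502 at generation 1, and in wild-type 965 fell and 1272 rose with temperature. For mRNA the block gave 180 reduced and 266 increased genes at 20°C and 3439 and 1282 at generation 1. Between the wild-type groups, where the correlation for mRNA was 0.115, the block gave 1322 lower and 5094 higher genes. Against wild-type of generation 1, same-numbered mRNA libraries of *simr-1* had correlations of 0.077 at generation 2, −0.158 at generation 7 and −0.112 at generation 10. Genes whose *simr-1* effect differed between conditions numbered 4160 and 2843 for small RNAs and 3798 and 3229 for mRNA with the block. Crossed replicate numbers at generation 10, tried after the correlation of −0.167 was seen, changed none of 4 values, with 1667 genes depleted and 167 enriched against wild-type of the same generation.

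Of values of single genes under the other scalings, 31 moved by more than the SD and 9 did not. Depth limits several results. The libraries of the deletion mutants have no replicate, so a difference between them has no error from animals. At generation 1 the wild-type small RNA libraries, with 2835252 and 2868966 counts, were the shallowest of the replicated set. Thinning all 4 libraries to 2835195 counts gave 1314 enriched genes against 2512, but 1542 depleted genes against 1316. The shift between the directions is therefore not a loss of depth alone. Thinning the mRNA libraries of 20°C to 8055129 counts gave 140 reduced and 161 increased genes against 176 and 279. In simulated data a 4-fold change was called for 200 of 200 small RNA genes and 196 of 200 mRNA genes, and a 4-fold difference between conditions for 152 and 122 of 200. The simulated dispersion was fixed at 0.05 for small RNAs and 0.1 for mRNA. How many such differences are missed at the dispersion of the real libraries was not tested.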

Differences from the paper's values

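No test in this part was chosen only after a result was seen, apart from thinning the mRNA libraries and 2 ways of scaling, which are named where they apply.

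For mRNA at 20°C, the paper counts 164 increased genes in *simr-1* and 279 were called here. The paper made its calls with DESeq2, whereas the main calls here use edgeR. With DESeq2 in place of edgeR, this gap and those for reduced mRNA at generation 10, given next, were closed. Among the alternatives set before the data were examined, DESeq2 (169 genes), edgeR's filterByExpr (226) and leaving out *simr-1* replicate 1, 2 or 3 (between 186 and 225) brought the number within 1.5 times the paper's. DESeq2's size factors (265), library size only (364), no filter on low counts (276), a replicate block (266), all 10 groups in one model (292), shrunken fold changes (73), at least 10 CPM (35), no fold-change limit (1484) and leaving out a wild-type replicate (between 248 and 257) did not. Thinning the libraries to one total, chosen after the data were seen, gave 161.

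At generation 10, the paper shows about 310 genes with reduced mRNA in Figure 6F (read by eye), and 544 were called here against both wild-type controls. DESeq2 (327) and filterByExpr (388) closed the gap. Size factors (498), library size only (582), no filter on low counts (559), a block (540), all groups in one model (502), shrunken fold changes (151), at least 10 CPM (74), no fold-change limit (2245), wild-type of the same generation only (1507) and leaving out each replicate (between 489 and 547) did not. Of genes with reduced mRNA exclusively at generation 10, the paper reports 34, and 66 were found here that were not called at 20°C or generation 1. DESeq2 gave 34, filterByExpr 32 and library size only 49, which close this gap, whereas shrunken fold changes (13), size factors (71), no filter on low counts (75), a block (69), all groups in one model (59), at least 10 CPM (7), no fold-change limit (143), wild-type of the same generation only (736) and leaving out each replicate of generation 10 (between 59 and 73) do not.

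The comparisons of medians use the SD between replicates as the limit and leave out the error of reading the paper's plots by eye, so the smaller of these gaps cannot be told apart from reading error.

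For small RNAs at histone genes, the median log2 fold change was 0.87 at 20°C against the paper's about 0.8 in Figure 6D (read by eye), and none of the alternatives set before the data were examined fell within the limits used for this comparison (0.89 with a pseudocount of 0.05 RPM, 0.95 with TMM, 1.41 for genes with at least 10 RPM, and between 0.81 and 0.87 with a replicate left out), nor did 0.82, scaled to the reads counted on genes, a scaling of these genes chosen after the data were seen. At generation 1 it was 1.70 against the paper's about 1.4 in Figure 6D (read by eye), and of the alternatives set before the data were examined again none closed the gap (1.95, 1.27, 3.33, and between 1.66 and 1.75). Scaled to the reads counted on genes, chosen after the data were seen, it was 1.38, which closes the gap. At generation 10 it was 0.62 against the paper's about 0.5 in Figure 6D (read by eye). There TMM (0.57) and leaving out wild-type replicate 1 (0.57), wild-type replicate 2 (0.58) or *simr-1* replicate 1 (0.48) closed the gap, and leaving out *simr-1* replicate 2 (0.62), the smaller pseudocount (0.68) and the limit of 10 RPM (1.02) did not, nor did scaling to the reads counted on genes (0.61), chosen after the data were seen.

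For histone mRNAs at 20°C the median was −0.35 against the paper's about −0.6 in Figure 6I (read by eye), and none of the alternatives closed the gap (−0.41, −0.28, −0.31, and between −0.39 and −0.30 with a replicate left out). For the mRNAs of genes with reduced small RNAs at 20°C the median was 0.07 against the paper's about 0.0 in Figure 6H (read by eye), and for those of genes with increased small RNAs −0.24 against the paper's about −0.3 in Figure 6H (read by eye). None of the alternatives set before the data were examined closed these gaps, with values between 0.04 and 0.10 and between −0.26 and −0.19, and neither did library size only, chosen after the data were seen (0.18 and −0.14).

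The paper's lists also hold genes that were not called here. Of the 194 genes the paper lists as enriched for small RNAs at generation 2, 156 were called, and 181 with DESeq2's shrunken fold changes. Of the paper's 110 at generation 7 the numbers were 104 and 107, and of its 1299 genes with increased mRNA at generation 1 they were 1124 and 1250. Of the paper's 139 reduced and 164 increased mRNAs at 20°C, 127 and 157 were called, and 77 and 70 with shrunken fold changes.

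At 2 statements of the paper the values here point both ways. The paper places *math-33* among the mutants that lose small RNAs at mutator targets. Over the MUT-16-dependent genes, a list made here and not the paper's, the median log2 ratio in the single *math-33* library was −0.37 (−0.27 with TMM, −0.20 scaled to the counts of the library). Random lists matched in level had medians from −0.98 to −0.86, so these genes fell, but by less than matched genes. The paper names histone H3 with H2A among the genes with reduced mRNA at 20°C. The median log2 fold change of the H3 genes was −0.32, which has the direction the paper gives. Summed over these genes the mRNA level was 537 CPM in wild-type and 558 CPM in *simr-1*. The sum weights genes by their level, whereas the paper plots single genes by class, so only the median is a like measure.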

Other observations

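In this part the tests on H2A copies, on the summed reads of the 71 genes, on normalization and yolk genes at generation 2 and on mixed RNA were chosen only after the results they concern were seen.

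For the mRNA comparisons with 3 libraries per group, other splits of the same libraries were tried. In each comparison of *simr-1* with wild-type of the same generation, 1 of the 4 splits that part all same-numbered pairs gave as many genes as the real split, which is the real split itself. The real splits gave 455 genes at 20°C and 4833, 3125, 1573 and 1882 genes after 1, 2, 7 and 10 generations at 25°C, and each of the 3 others gave 0. At an unadjusted p under 0.05 the real splits gave 5014, 11500, 9057, 6813 and 8889 genes, and those others from 178 to 310, 62 to 86, 96 to 134, 67 to 317 and 109 to 180. The 6 splits that keep a same-numbered pair together also gave 0 genes in each comparison. At an unadjusted p under 0.05 they gave at most 873 genes, at generation 7. For calls against both wild-type controls, 1 of 8 arrangements gave as many genes at each of generations 2, 7 and 10 (2471, 946 and 788 genes), which is the real one. The largest other arrangement, with 225, 290 and 754 genes, was the real split with the genotype labels exchanged. No grouping that mixes the genotypes came near these counts. With 4 splits or 8 arrangements the share cannot fall under 0.05, so the share alone cannot exclude chance.

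The mutated gene kept some mRNA. *simr-1* mRNA in the mutant was at 3.84% of wild-type at 20°C and at 11.7%, 12.7%, 12.3% and 24.8% after 1, 2, 7 and 10 generations at 25°C, and small RNAs at the locus were at 12.1%, 41.4%, 45.0%, 11.9% and 14.7%. Wild-type RNA mixed into the *simr-1* libraries of generation 10 would keep every gene above the percent at which *simr-1* lies. Of 7953 genes with at least 10 CPM in wild-type, 16 lay below it, which goes against mixing at that level. Other reasons for the higher share at generation 10 were not tested, and whether the share differs between generations was not tested.

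At generation 2, mRNAs of the *msp-* genes of sperm and the *col-* genes of collagen were higher in *simr-1* than in wild-type, a pattern noticed after the values were seen. The median log2 fold change in the edgeR fit was 2.71 for *msp-* and 1.94 for *col-* genes. The medians of single *simr-1* libraries against mean wild-type, taken with a pseudocount, were smaller, from 2.21 to 2.61 and from 0.87 to 1.13, and each *simr-1* library lay above each wild-type library (two-sided exact permutation p = 0.10, the smallest for 3 against 3). Scaled to library size only, it was 2.87 for *msp-* and 2.10 for *col-* genes, so normalization does not create it. The *msp-* genes of wild-type at generation 2 were at 0.09 relative to wild-type at 20°C, while those of *simr-1* were at 2.65, so the change lies in the *simr-1* libraries. The *vit-* genes of yolk moved the opposite way, with a median of −1.53, which a difference in stage between the libraries would also give. The pattern may therefore come from stage and cannot be told apart from it. At generation 7 the medians were 1.48, 0.45 and −0.29 for *msp-*, *col-* and *vit-* genes. The differences between generations were not tested for these families.

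The increase of small RNAs at histone genes could come from reads placed on the wrong one of several near-identical copies. Summed over the H2A genes, small RNAs at 20°C rose by a log2 ratio of 2.81, which exchange among H2A copies cannot give. Summed over all *his-* genes the ratio was 0.75, which did not reach the 2-fold rise set as the limit, but exchange among copies cannot change a sum, so it is not the source of this net rise. A single gene outside the H2A, H2B, H3 and H4 classes held 1390 of the 2330 RPM in wild-type, and the other 71 genes, a sum chosen after the values were seen, rose from 934 ± 0.642 to 2400 ± 36.2 RPM (SD, n = 2). How the rise is divided between single copies cannot be told from these reads. In the strains with 1 library each, the median log2 ratio to wild-type over *his-* genes was 0.40 (95% interval over genes 0.19 to 0.89) in *simr-1*, 1.04 (0.59 to 1.35) in the library labelled *rde-8* and 0.72 (0.55 to 0.89) in the library labelled *nyn-1; nyn-2*. It was also positive in *simr-1; hpo-40* (0.36, 0.06 to 0.71), *hpo-40* (0.26, 0.10 to 0.47) and *math-33* (0.24, 0.05 to 0.65). It was −0.41 (−0.60 to −0.11) in *mut-16* (0.03 over genes with at least 10 RPM) and −0.48 (−0.60 to −0.32) in the C33G3.6 mutant. It was −0.24 in *rsd-2*, −0.20 in F37C4.5, −0.11 in *hgo-1* and −0.03 in the library labelled Y57G11C.3. In *wago-1* it was 0.26, or −0.20 with TMM, so its direction depends on the scaling. These intervals do not cover variation between animals.

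The overlap of genes with increased mRNA and depleted small RNAs was also counted at 25°C, with wild-type of the same generation as control. It held 157, 118, 105 and 131 genes after 1, 2, 7 and 10 generations, against 99.1, 34.4, 32.6 and 42.8 by chance (odds ratios 1.92, 7.25, 6.54 and 6.63, two-sided Fisher's exact test, p = 3.6e-10, 4.5e-41, 7.6e-34 and 1.3e-40). These p-values treat genes as independent. With all genes tested in both assays as background, the odds ratios were 2.0, 0.995, 1.31 and 6.25 (Fisher p = 3.3e-12, 1.0, 0.014 and 2.7e-45), so at generations 2 and 7 the overlap depends on the background.

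The mRNA of Y47H10A.5 was at 1.43 CPM in wild-type and 2.66 CPM in *simr-1* at 20°C (log2 fold change 0.80, adjusted p = 0.045, edgeR). After 1, 2, 7 and 10 generations at 25°C it was at 152 and 34.4, 113 and 14.1, 21.0 and 18.9, and 92.2 and 75.3 CPM, with log2 fold changes of −2.10, −2.96, −0.16 and −0.30 in edgeR. In the strains with 1 library each, small RNAs at Y47H10A.5 were at 997 RPM in wild-type, 1560 RPM in *simr-1*, 111 RPM in *mut-16*, 112 RPM in *rsd-2*, and 10.7 and 19.2 RPM in the libraries labelled *rde-8* and *nyn-1; nyn-2*.

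Among the genes named by the rule, Y110A2AL.1 mRNA was at 0.297 CPM in wild-type and listed at 0 in *simr-1* at 20°C (0.443 CPM and 0 after 10 generations), and Y48E1B.8 mRNA fell from 18.6 to 0.492 CPM at 20°C and from 11.8 to 0.465 CPM after 10 generations.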
